# miR-33 deletion in hepatocytes attenuates MASLD-MASH-HCC progression

**DOI:** 10.1172/jci.insight.168476

**Published:** 2024-08-27

**Authors:** Pablo Fernández-Tussy, Magdalena P. Cardelo, Hanming Zhang, Jonathan Sun, Nathan L. Price, Nabil E. Boutagy, Leigh Goedeke, Martí Cadena-Sandoval, Chrysovalantou E. Xirouchaki, Wendy Brown, Xiaoyong Yang, Oscar Pastor-Rojo, Rebecca A. Haeusler, Anton M. Bennett, Tony Tiganis, Yajaira Suárez, Carlos Fernández-Hernando

**Keywords:** Hepatology, Metabolism, Fatty acid oxidation, Liver cancer, Noncoding RNAs

## Abstract

The complexity of the mechanisms underlying metabolic dysfunction–associated steatotic liver disease (MASLD) progression remains a significant challenge for the development of effective therapeutics. miRNAs have shown great promise as regulators of biological processes and as therapeutic targets for complex diseases. Here, we study the role of hepatic miR-33, an important regulator of lipid metabolism, during the progression of MASLD and the development of hepatocellular carcinoma (HCC). We report that miR-33 was elevated in the livers of humans and mice with MASLD and that its deletion in hepatocytes (miR-33 *HKO*) improved multiple aspects of the disease, including steatosis and inflammation, limiting the progression to metabolic dysfunction–associated steatotic hepatitis (MASH), fibrosis, and HCC. Mechanistically, hepatic miR-33 deletion reduced lipid synthesis and promoted mitochondrial fatty acid oxidation, reducing lipid burden. Additionally, absence of miR-33 altered the expression of several known miR-33 target genes involved in metabolism and resulted in improved mitochondrial function and reduced oxidative stress. The reduction in lipid accumulation and liver injury resulted in decreased YAP/TAZ pathway activation, which may be involved in the reduced HCC progression in *HKO* livers. Together, these results suggest suppressing hepatic miR-33 may be an effective therapeutic approach to temper the development of MASLD, MASH, and HCC in obesity.

## Abstract 2

Hepatocyte miR-33 deficieny protects against NAFLD-NASH-HCC progression by improving hepatic lipid metabolism and mitochondrial function elucidating a novel potential target againts fatty liver disease complications

## Introduction

Metabolic dysfunction–associated liver disease (MASLD) stands as the most common chronic liver disease worldwide, affecting around 25% of the global population (1–8). Ranging from metabolic dysfunction–associated steatotic liver (MASL) to metabolic dysfunction–associated steatotic hepatitis (MASH), MASLD can progress to severe fibrosis or cirrhosis, ultimately leading to end-stage liver disease or hepatocellular carcinoma (HCC) (9, 10). The rapid rise in MASLD/MASH prevalence mirrors the increase in obesity and diabetes, making MASH the fastest growing cause of HCC globally, especially in Western populations (3, 9–12). While the primary driver of hepatic steatosis is fat accumulation in the liver, the progression of MASL to MASH is influenced by a wide variety of factors, including genetics, inflammation, oxidative stress, mitochondrial malfunction, endoplasmic reticulum (ER) stress, lipotoxicity, insulin resistance, and gut dysbiosis (3, 13, 14).

Despite the global health and economic burden associated with MASLD/MASH, approved therapies are still lacking. Therefore, there is a pressing need to identify potential therapeutic options to halt the progression of the disease and its rapid growth (15, 16). Several studies have associated MASLD with multiple metabolic alterations (9, 17–19), and impaired mitochondrial function is one of the most prominent observed in MASLD. Mitochondria are integral organelles for oxidative energy production, a process that encompasses numerous pathways including fatty acid β-oxidation (FAO), tricarboxylic acid cycle, electron transport chain (ETC), and adenosine triphosphate generation. Mitochondrial dysfunction can vary depending on the stage of MASLD, but in advanced disease it frequently includes alterations in mitochondrial number, mitochondrial DNA (mtDNA), mitochondrial biogenesis, mitochondrial dynamics, and mitochondrial recycling (18, 20–26). Coordinated regulation of these processes is essential to enhance mitochondrial activity without producing detrimental effects associated with excess mitochondrially derived reactive oxygen species (ROS) formation and redox imbalance. Conversely, targeting de novo lipogenesis (DNL) has also arisen as a therapeutic option to mitigate MASLD pathogenesis (27–30).

miRNAs have shown great promise as potential therapeutic targets for the treatment of metabolic disease, due to their ability to target numerous mRNAs and pathways simultaneously (31, 32). Previous research from our group and others identified miR-33 as an intronic miRNA hosted within the sterol regulatory element-binding protein 2 (*SREBF2*) gene (33–35). miR-33 plays a pivotal role in metabolism through the regulation of mRNA transcripts involved in a wide variety of metabolic processes, including lipid and glucose metabolism (33–40). Notably, miR-33 coordinates the expression of genes associated with mitochondrial function and homeostasis (37, 41), and increased miR-33 levels in the liver (42) and serum (43) have been associated with MASLD in humans.

Here, we elucidate a role of hepatocyte miR-33 in regulating obesity-driven MASL-MASH-HCC progression. Genetic ablation of miR-33 in hepatocytes improves metabolic function in the liver, enhancing glucose tolerance and insulin sensitivity and attenuating dyslipidemia, steatosis, and MASH. These improvements contribute to long-term reductions in liver injury and the development HCC. Mechanistically, we found that hepatocyte deletion of miR-33 increases mitochondrial FAO and alters mitochondrial dynamics, correlating with increased expression of miR-33 target genes, such as carnitine palmitoyltransferase 1A (CPT1α), PPARG coactivator 1 alpha (PGC1α), and AMPKα. miR-33 regulation of AMPKα contributes to the regulation of a subset of downstream targets and pathways, which have been recently implicated in MASH progression (44–49). Additionally, attenuation of lipid and cholesterol accumulation in the liver reduces hepatic injury, protecting from MASLD-induced HCC development in the long term. Overall, this work indicates that the deletion of miR-33 in hepatocytes is sufficient to regulate several pathways altered throughout the development of MASL/MASH/HCC, impeding the progression of the disease.

## Results

### Loss of hepatic miR-33 improves glucose tolerance, insulin sensitivity, and dyslipidemia during obesity-driven MASLD.

To study the specific role of hepatic miR-33 in MASL and its progression to MASH and HCC, we employed the conditional miR-33–knockout murine model (*miR-33^loxP/loxP^*) bred with an Albumin-Cre to induce the deletion of miR-33 in hepatocytes (*HKO*) (50). WT and *HKO* littermates were then fed a choline-deficient, high-fat diet (CD-HFD) for 3, 6, and 15 months to induce simple steatosis/MASL, steatohepatitis/MASH, and HCC, respectively (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.168476DS1), as previously described (51).

To investigate the role of hepatic miR-33 in systemic metabolism and liver function during MASLD progression, we analyzed miR-33 levels after 3 and 6 months on a CD-HFD. Quantitative PCR (qPCR) analysis of freshly isolated hepatocytes confirmed miR-33 deletion in *HKO* mice, while revealing increased miR-33 levels in diet-induced MASL and MASH in control mice (Figure 1A). These findings align with recent studies showing enhanced *SREBP2* (the host gene of miR-33a) transcriptional activation in humans and other mouse models of MASL (52). We further verified this observation by measuring *SREBP2* and *SREBP1* and miR-33a/b levels in core liver biopsies from obese nonsteatotic (BMI 36–61, MAFLD activity score [MAS] = 0), obese steatotic (BMI 36–61, MAS = 1–2), and obese MASH (BMI 36–61; MAS > 5, fibrosis score = 1–2) patients. The results showed that both *SREBP1* and *SREBP2*, as well as their intronic miRNAs (miR-33b and miR-33a, respectively), were elevated in obese steatosis and obese MASH individuals compared with obese healthy individuals (Supplemental Figure 1 and Figure 1B). In agreement with the coordinated expression of SREBPs and miR-33a/b isoforms, a positive correlation was observed in their expression levels in the livers of those patients (Supplemental Figure 1C). As fatty liver and CD-HFD–induced MASLD models have been associated with metabolic dysfunctions such as obesity, dyslipidemia, and insulin resistance, we first sought to determine whether miR-33 deficiency in hepatocytes influenced obesity-driven MASLD progression (51). To this end, we analyzed the development of obesity, dyslipidemia, and insulin resistance in WT and *HKO* mice after 3 and 6 months on a CD-HFD. While no changes in body weight were observed (Figure 1C), the slight decrease in body fat accumulation in *HKO* mice (Figure 1D) was gradually attenuated over time, indicating no relevant changes in body weight or fat accumulation in our model. Circulating lipids, including total cholesterol and HDL-cholesterol, were also reduced in *HKO* mice in MASL and MASH while no changes were observed in circulating triglycerides (TAGs) (Figure 1, E–H). Finally, we assessed the regulation of glucose homeostasis and insulin sensitivity in WT and *HKO* mice by glucose tolerance test and insulin tolerance test (GTT and ITT). We found that *HKO* mice showed improved glucose metabolism after both 3 and 6 months on a CD-HFD (Figure 1, I–L). These results are consistent with our previous study showing improved systemic metabolism in *HKO* mice and reinforces the metabolic benefit of depleting miR-33 in hepatocytes, independent of the underlying dietary factors driving fatty liver progression (50).

### Genetic ablation of miR-33 in hepatocytes reduces liver steatosis by enhancing FAO and decreasing fatty acid synthesis.

Excess hepatic lipid accumulation results from the dysregulation of one or more pathways leading to an imbalance among lipid uptake, synthesis, and oxidation (9). Our results showed a reduction in steatosis after feeding mice a CD-HFD for 3 and 6 months, which was verified by histological analysis, including H&E and Oil Red O staining (Figure 2, A and B). Additionally, liver/body weight ratio and TAG content in the livers were also reduced in *HKO* mice (Figure 2, C and D). miR-33 is an important posttranscriptional regulator of numerous genes that participate in FAO (36, 53); thus, we first sought to determine if the regulation of FAO was occurring in our model of MASLD. Ex vivo analysis of the rate of [^14^C]-palmitate oxidation showed increased liver FAO in *HKO* mice (Figure 3A). We further characterized the contribution of miR-33 to mitochondrial metabolism by measuring the respiratory capacity of freshly isolated hepatocytes from CD-HFD fed WT and *HKO* mice, verifying the increase in mitochondrial respiration in hepatocytes lacking miR-33 (Figure 3, B and C). Mechanistically, we observed that carnitine O-octanoyltransferase (CROT) and the mitochondrial FA transporter, CPT1α, both bona fide targets of miR-33 and key molecules that participate in FAO, were significantly upregulated in *HKO* livers (Figure 3D and Supplemental Figure 2D).

Next, we aimed to determine whether hepatocyte miR-33 deficiency influenced DNL during MASLD progression. To this end, we assessed the activities of fatty acid synthase (FASN) (the enzyme involved in the synthesis of FAs from acetyl-CoA and malonyl-CoA) and 3-hydroxy-3-methylglutaryl–CoA reductase (HMGCR) (the rate-limiting enzyme for cholesterol synthesis) in freshly isolated liver homogenates from WT and *HKO* mice. The results showed decreased activity of both enzymes in *HKO* livers (Supplemental Figure 2, A and B). Additionally, ex vivo measurement of *DNL* was assessed in WT and *HKO* livers, verifying a decreased rate of acetate incorporation into lipids in *HKO* livers after CD-HFD feeding (Supplemental Figure 2C). Consistently, we observed that *HKO* livers had increased Ser79 phosphorylation of acetyl-CoA carboxylase (ACC) (Figure 3D and Supplemental Figure 2D). The increased hepatic FAO and suppression of DNL observed in *HKO* mice correlated with a significant increase in AMPKα activation (as assessed by phosphorylation) (Figure 3D and Supplemental Figure 2D). In contrast, the expression and phosphorylation of AMPKβ were not altered (Supplemental Figure 2D). Thus, the attenuation of MASLD progression mediated by miR-33 deletion in hepatocytes is through the regulation of multiple metabolic pathways.

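The libraries came from the livers of 4 WT and 4 HKO male mice fed a CD-HFD for 3 months from 8 weeks of age, with 1 library per liver. HKO mice carry floxed miR-33 alleles that are removed in hepatocytes by Cre recombinase under the albumin promoter. The authors deposited, for 17810 genes listed by symbol with GRCm38 coordinates, the estimated number of reads that Partek's expectation-maximization method assigned to each gene, without normalization. Reads that match more than 1 gene are split by this method, and 5526 genes have a fractional value in at least 1 liver. The totals per liver ranged from 12174339 to 18319736 counts in WT mice, with a median of 14559288, and from 12509201 to 18735785 in HKO mice, with a median of 13966192. The 10 most abundant genes took 17.1% to 21.2% of the counts in WT livers and 17.5% to 20.3% in HKO livers. At these depths the smallest level a library can show, 3 counts, was between 0.16 and 0.246 in CPM (counts scaled to a common library total), and this floor covers counting error only. Mir33 lies on chromosome 15 of GRCm38 from 82198122 to 82198190, in the intron between exons 16 and 17 of transcript 201 of Srebf2. Mir33 itself was not analysed here, so the genotype of each library was taken from its label. The order numbers at the end of the column names ran from 55 to 58 for HKO livers and from 59 to 62 for WT livers. The place in this order and the genotype therefore cannot be told apart. The names do not say which step these numbers order. The estimated counts were rounded, scaled by TMM and tested with edgeR's quasi-likelihood model for a difference between the genotypes. On a principal component analysis of log2 CPM, the first component held 36.2% of the variance and separated the 4 WT from the 4 HKO livers.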

Given the profound metabolic alterations observed in miR-33 *HKO* livers, we next assessed global transcriptional changes by RNA-Seq analysis in the livers of WT and *HKO* MASL mice, aiming to identify specific genes or upstream regulators involved in these functions. 

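Of the 12395 genes with enough counts to be tested, 624 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 206 were higher and 418 were lower in HKO livers. DESeq2 moved these counts most among the other models, with 1014 genes, 385 higher and 629 lower, and it called 623 of the 624 genes. With an absolute fold change above 1.5 required as well, 367 genes passed, 107 of them higher and 260 lower. Leaving out each liver in turn gave between 212 and 598 genes, and 189 of the 624 genes were called in all 8 of these fits. The biological coefficient of variation between livers of a genotype was 0.18. In 1553 of the tested genes, or 12.5%, the 4 HKO values did not overlap the 4 WT values, where chance gives 2.86% of genes. This was so for 615 of the 624 genes called.

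**Figure D1:**
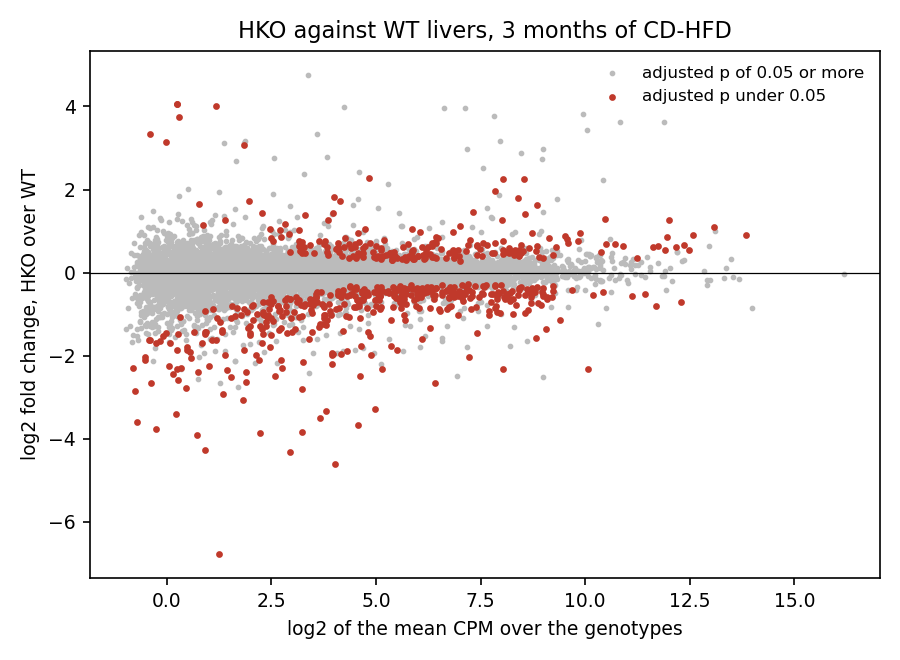
Log2 fold change of HKO over WT livers (vertical axis) against the log2 of the mean CPM over the genotypes (horizontal axis) for the 12395 genes tested, with n = 4 livers per genotype. Genes with an adjusted p under 0.05 are red and lie on both sides of 0, with 206 above and 418 below.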

We found 1,082 differentially expressed genes (DEGs) (421 upregulated and 661 downregulated in *HKO*, adjusted *P* [*Padj*.] < 0.05), indicating the broad effect that miR-33 deficiency has in the liver during steatosis initiation. Interestingly, genes involved in metabolic functions and pathways altered in obesity-driven MASLD revealed that gene signatures associated with FA uptake, FA synthesis, and cholesterol homeostasis were altered in *HKO* livers (Figure 4, A and B). 

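All 12 genes of the FA uptake heat map in Figure 4A and all 51 genes of the heat map in Figure 4B changed in the direction shown there. Over all genes tested, 8 of the 12 and 25 of the 51 had an adjusted p under 0.05. Adjusted over each list alone the numbers were 12 and 50. Neither these numbers nor the shared direction shows stability, because the lists are the paper's own calls on these data. The fold change was above 1.5 either way in 9 and 27 of these genes. Plin2, on chromosome 4 from 86656565 to 86670059, fell from 767 ± 147 CPM (SD, n = 4 livers) in WT to 299.6 ± 37.5 CPM (SD, n = 4) in HKO livers. Its log2 fold change was -1.36 (standard error 0.14, adjusted p = 0.000861 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd36 fell from 441 ± 82 CPM to 88.3 ± 34.6 CPM, a log2 fold change of -2.32 (adjusted p = 0.0142 from the same test). Apoa4 had a log2 fold change of -2.31, Mogat1 of -3.86, Cidec of -4.60, Fabp2 of -0.85, Fabp1 of -0.70 and Gpam of -0.995, each with an adjusted p under 0.05. Of these, Fabp1 kept its call in 2, Gpam in 3 and Cidec in 4 of the 8 fits that each left out a liver. Cidea was at or under 3 counts in all HKO livers and was at least 22.8-fold lower than in WT livers. This bound rests on the mean of uneven WT livers, from 0.647 to 10.9 CPM. Cidea kept its call in 6 of the 7 fits without a liver that tested it. Ces3b and Slc27a5 were higher, with log2 fold changes of 1.27 and 0.38, and Slc27a5 kept its call in 1 of the 8 fits. The following differences were not past the threshold. Hsd3b5 was 16.9 ± 19.5 CPM in WT and 265 ± 123 CPM in HKO livers, a log2 fold change of 3.97 (adjusted p = 0.114 from edgeR). Its reads could have been split with its paralogs, since its value is fractional in 7 livers. Elovl5 had a log2 fold change of -1.24 (adjusted p = 0.0735 from edgeR) and Hmgcs1 of -1.77 (adjusted p = 0.177 from edgeR). DESeq2 called Hsd3b5, Elovl5 and Hmgcs1, and limma-voom called Hsd3b5 and Elovl5.
Gene sets fixed in advance were scored in each liver as the mean log2 CPM over their genes. The FA uptake set of 14 genes was lower in HKO livers by a difference of -0.45, with no overlap between the genotypes (two-sided exact permutation test, p = 0.0286, the smallest p that 4 livers against 4 allow). Over the 9 sets tested the adjusted p was 0.0643, and this design gives an adjusted p under 0.05 only when at least 6 sets reach the smallest p. With the median over the genes in place of the mean, which moved it most, the difference was -0.25 and the genotypes overlapped (two-sided exact permutation test, p = 0.2, adjusted p = 0.45). The FA synthesis set of 20 genes differed by -0.41 and overlapped (two-sided exact permutation test, p = 0.171, adjusted p = 0.309). Its difference was -0.255 without WT replicate 1 and -0.253 without HKO replicate 3. The cholesterol synthesis and uptake set of 25 genes differed by -0.45 and overlapped (two-sided exact permutation test, p = 0.343, adjusted p = 0.441). WT replicate 1 scored 6.73 on that set and the other WT livers between 4.89 and 5.36, and without WT replicate 1 the difference was -0.05.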

Of interest was the upregulation of ATP binding cassette subfamily A member 1 (*Abca1*) and cytochrome P450 family 7 subfamily A member 1 (*Cyp7a1*) observed in *HKO* livers, given their participation in cholesterol and bile acid (BA) metabolism and their direct regulation by miR-33 (33, 54). Thus, we sought to determine whether hepatocyte deletion of miR-33 was playing a role in cholesterol and BA metabolism in the liver. 

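Abca1, on chromosome 4 from 53030789 to 53159895, was 298 ± 18.6 CPM (SD, n = 4 livers) in WT and 412 ± 47.5 CPM (SD, n = 4) in HKO livers. The log2 fold change was 0.47 (standard error 0.09, adjusted p = 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every HKO liver was above every WT liver (two-sided exact permutation test, p = 0.0286, the smallest p possible here). When each liver was left out in turn the log2 fold change stayed between 0.38 and 0.51, and the adjusted p was under 0.05 in 6 of the 8 fits. Cyp7a1, also on chromosome 4, from 6265612 to 6275632, was 124 ± 40.4 CPM in WT and 311 ± 113 CPM in HKO livers, with no overlap. Its log2 fold change was 1.33 (standard error 0.34), and the adjusted p was 0.0773 from edgeR's test, 0.00382 from DESeq2 and 0.129 from edgeR without an expression filter. DESeq2 and limma-voom called it. The longest annotated 3'UTR of Abca1 holds 2 matches to the miR-33 seed in its 3156 bases, both over 8 bases. That of Cyp7a1 holds 0 in 2600 bases.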

ABCA1 and CYP7A1 upregulation in MASLD *HKO* livers was verified by Western blot analysis (Supplemental Figure 3A). Moreover, RNA-Seq analysis also revealed upregulation of other genes related to BA metabolism, including *Abcb11*, *Cyp27a1*, *Abcg8*, *Abcg5*, *Atp11c*, and *Atp8b1* (Figure 4B). 

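Among these genes, Cyp27a1 and Atp8b1 were higher in HKO livers with an adjusted p under 0.05. Cyp27a1, on chromosome 1 from 74713535 to 74737897, was 244 ± 12.1 CPM (SD, n = 4 livers) in WT and 351 ± 62.3 CPM (SD, n = 4) in HKO livers. This is a log2 fold change of 0.52 (standard error 0.12, adjusted p = 0.0264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atp8b1, on chromosome 18 from 64528979 to 64661000, was 61.3 ± 5.68 CPM and 86.5 ± 11.0 CPM, a log2 fold change of 0.50 (standard error 0.10, adjusted p = 0.0196 from edgeR). Cyp27a1 was called in 3 and Atp8b1 in 5 of the 8 fits that each left out a liver. Abcb11 had a log2 fold change of 0.41 (adjusted p = 0.099 from edgeR) and overlapped between the genotypes. Abcg8 and Abcg5, whose listed coordinates on chromosome 17 overlap, had log2 fold changes of 0.25 (adjusted p = 0.0878 from edgeR) and 0.26 (adjusted p = 0.127 from edgeR). The value of Abcb11 is fractional in all 8 livers, so its reads could have been shared with other genes. DESeq2 called Abcb11 and Abcg8 as well, and did not call Abcg5. The bile acid metabolism set of 28 genes scored 0.18 higher in HKO livers without overlap (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0643 over the 9 sets). Under total count scaling the difference was 0.09 and the genotypes overlapped (two-sided exact permutation test, p = 0.171), and with the median over the genes it was 0.15 (p = 0.0571 from the same test).

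**Figure D2:**
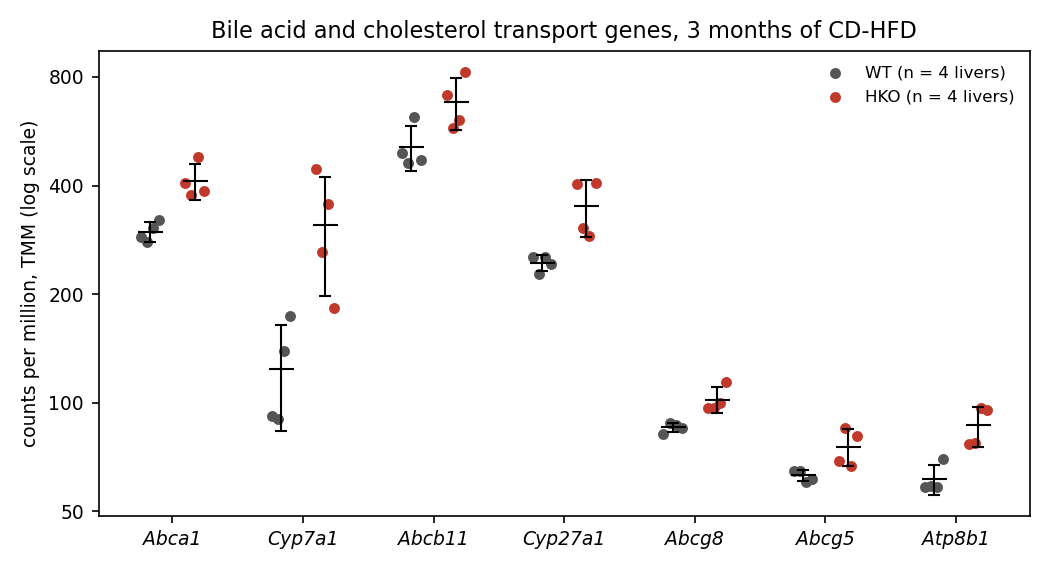
Normalized counts (CPM, log scale) of Abca1, Cyp7a1, Abcb11, Cyp27a1, Abcg8, Abcg5 and Atp8b1 in each liver, with the mean and SD of the 4 livers per genotype. The HKO livers lie above all WT livers for Abca1, Cyp7a1, Cyp27a1, Abcg8, Abcg5 and Atp8b1, and the genotypes overlap for Abcb11.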

Given the observed regulation of BA metabolic genes in our model, we measured BA profiles in livers from WT and *HKO* mice fed a chow diet or a CD-HFD. In mice fed a CD, differences were found only in the levels of cholic acid, with no other differences observed for other BA species or total BA content (Supplemental Figure 3B). By contrast, when mice were fed the CD-HFD, a more profound dysregulation of the hepatic BA profile was observed. Total BAs were increased in WT mice but maintained at standard basal levels in *HKO* livers (Supplemental Figure 3B). Additionally, deoxycholic acid (DCA), one of the most toxic BAs, was reduced in *HKO* livers compared with WT livers fed the CD-HFD (Supplemental Figure 3B). Analysis of different species related to liver pathologies, including 12αOH/NON-12αOH, unconjugated/conjugated, and secondary/primary ratios, revealed different trends in the relative amounts of these BAs in WT livers under CD-HFD feeding but not in *HKO* livers (Figure 4C and Supplemental Figure 3C), correlating with insulin resistance and liver injury (55–60). Finally, we further interrogated our RNA-Seq data for changes in well-known specific processes associated with MASLD progression, including inflammatory, pro-fibrogenic, and CYP450-associated functions (61, 62). We observed downregulation of genes associated with inflammation and fibrogenesis in *HKO* livers, while repression of CYP expression was prevented (Figure 4D). 

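All 52 genes read from Figure 4D changed in the direction shown. Over all genes tested 33 had an adjusted p under 0.05, and 52 did when the adjustment covered the list alone. The list is the paper's own choice on these data, so neither the direction nor the number adjusted over the list shows stability. Col1a1, on chromosome 11 from 94936224 to 94953042, fell from 16.6 ± 7.56 CPM (SD, n = 4 livers) to 2.33 ± 0.918 CPM (SD, n = 4). Its log2 fold change was -2.81 (standard error 0.39, adjusted p = 0.00723 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col1a2 had a log2 fold change of -1.96 and Col3a1 of -1.87, and the 3 genes were called in all 8 fits that each left out a liver. The collagen set of 21 genes was lower by a difference of -0.81 with no overlap (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0643 over the 9 sets), and 19 of its genes were lower. Among inflammatory genes, Cxcl10 fell by 1.15 (adjusted p = 0.0356 from edgeR) and Ccr2 fell by 0.81 (adjusted p = 0.0397 from edgeR) on the log2 scale, and each kept its call in 2 of the 8 fits. The inflammation set of 27 genes differed by -0.02 and overlapped (two-sided exact permutation test, p = 0.857), with 16 genes higher and 11 lower. The sign of this set's difference changed when WT replicate 2, WT replicate 3 or HKO replicate 2 was left out. Cyp1a2, on chromosome 9 from 57676937 to 57683655, rose from 151 ± 14.8 CPM to 522 ± 166 CPM. Its log2 fold change was 1.79 (standard error 0.23, adjusted p = 0.00491 from edgeR). Cyp2c50, whose reads could have been split with its paralogs, had a log2 fold change of 0.95 (adjusted p = 0.0116 from edgeR). Cyp3a59, which also has paralogs, had a log2 fold change of -1.14 (adjusted p = 0.0306 from edgeR), and Cyp2b9 of -2.48 and Cyp2c38 of -1.78 were not past the threshold with edgeR and were called by DESeq2 and limma-voom. The set of 57 genes of cytochrome P450 families 1 to 4 differed by -0.17 and overlapped (two-sided exact permutation test, p = 0.286), with 32 genes higher, 7 of them called, and 25 lower, 3 of them called. HKO replicate 3 scored 5.22 on this set and the other HKO livers between 5.64 and 5.81, and without HKO replicate 3 the difference was -0.04.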

To gain better insight into the direct impact of miR-33 on liver gene expression signature, we sought to identify potential genes directly targeted by miR-33 in the liver in healthy and MASLD conditions. To do this, we assessed the overlap between genes upregulated in *HKO* livers from chow diet (50) and CD-HFD mice and the top 2,000 genes predicted to be miR-33 targets by TargetScan7.2. While only 6 genes, including *Abca1*, *Ski*, and *Atp11c*, were found in the intersection of all 3 conditions, more overlapping of genes (133 genes) was found in the intersection between miR-33 targets and those upregulated in *HKO* under MASLD than in CD-fed mice (Figure 4E and Supplemental Table 1). These findings highlight the potential direct role of several miR-33 targets, including genes known to regulate metabolism and liver injury, such as *Abca1*, *Ski*, *Atp11c*, *Slc25a51*, *Atp8b1*, *Atp11a*, *Slc30a1*, *Irs2*, *Acadsb*, *Serpind1*, *Klf15*, and *Edem1*, in the progression of the disease. Moreover, these results suggest that most of the observed changes in the *HKO* mice are not a consequence of basal gene regulation mediated by miR-33 deletion but are a consequence of changes that occur during the progression of the disease. 

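The lists of genes upregulated on chow diet and of genes predicted by TargetScan were not used here, so the overlaps were not recomputed. Of the genes that Figure 4E places in the 3 lists, Abca1, Ski, Ddx3x, Il17ra and Zbtb2 were higher in HKO livers, and of these Abca1 had an adjusted p under 0.05 from edgeR's quasi-likelihood test. Ski was 22.9 ± 1.12 CPM (SD, n = 4 livers) in WT and 27.8 ± 3.02 CPM (SD, n = 4) in HKO livers, a log2 fold change of 0.28 (adjusted p = 0.13 from edgeR with Benjamini-Hochberg adjustment). Ddx3x, with a log2 fold change of 0.21 (adjusted p = 0.107 from edgeR), did not overlap between the genotypes and is called by DESeq2. Il17ra had a log2 fold change of 0.33 and Zbtb2 of 0.34, and neither is called by edgeR or DESeq2.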

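After adjustment over all genes tested, Irs2 and Klf15 were called higher in HKO livers along with Abca1 and Atp8b1. Irs2, on chromosome 8 from 10984681 to 11008929, was 13.6 ± 0.924 CPM (SD, n = 4 livers) in WT and 20.4 ± 3.65 CPM (SD, n = 4) in HKO livers, a log2 fold change of 0.58 (standard error 0.13, adjusted p = 0.0264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Klf15 was 98.7 ± 15.8 CPM and 137 ± 12.6 CPM, a log2 fold change of 0.47 (standard error 0.11, adjusted p = 0.0373 from edgeR). Irs2 was called in 3 and Klf15 in 2 of the 8 fits that each left out a liver. Slc25a51 had a log2 fold change of 0.45, Acadsb of 0.34, Slc30a1 of 0.33, Serpind1 of 0.29 and Edem1 of 0.21, with adjusted p from edgeR between 0.092 and 0.2. Atp11a had a log2 fold change of 0.86 (adjusted p = 0.187 from edgeR) and overlapped between the genotypes. DESeq2 also called Atp11a, Acadsb and Serpind1.
Across 11679 tested genes with an annotated 3'UTR of at least 50 bases, 1897 hold a 7-base match to the miR-33 seed (CAATGCA or AATGCAA). Such a match was present in 40 of 200 genes called higher in HKO livers (20%), in 72 of 403 called lower (17.9%) and in 16.1% of the genes not called. The mean log2 fold change of genes with a match exceeded that of genes without by 0.01, where 3'UTR length alone gives 0.01 (two-sided permutation test over 10000 permutations within length deciles, p = 0.619). These are comparisons across genes, which are not independent replicates. Restricting the match to 8 bases moved this difference most, to -0.04 (two-sided permutation test, p = 0.0454), and matches in the coding sequence gave 0.03 (two-sided permutation test, p = 0.0169).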

Overall, our analysis suggests miR-33 *HKO* mice are protected from MASLD progression through the regulation of metabolic function at multiple levels, resulting in increased FAO and mitochondrial function and decreased DNL and cholesterol metabolism.

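The 27 genes of a fatty acid oxidation set scored 8.22 ± 0.0821 log2 CPM (SD, n = 4 livers) in WT and 7.78 ± 0.052 (SD, n = 4) in HKO livers. This is a difference of -0.44 with no overlap (two-sided exact permutation test, p = 0.0286, the smallest p possible, and adjusted p = 0.0643 over the 9 sets). In HKO livers 24 of the 27 genes were lower, 16 of them with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3 were higher, 0 of them called. Ppara, on chromosome 15 from 85735564 to 85806851, had a log2 fold change of -0.33 (standard error 0.08, adjusted p = 0.0358 from edgeR) and was called in 1 of the 8 fits that each left out a liver. The set difference stayed between -0.46 and -0.40 in these fits. Nuclear genes of oxidative phosphorylation, a set of 83, differed by -0.04 and overlapped (two-sided exact permutation test, p = 0.514), with 0 genes called either way. The sign of that difference changed when HKO replicate 1 was left out and when the median over genes replaced the mean. Genes of the mitochondrial chromosome were not analysed here. From its analysis, the paper proposes that HKO mice are protected through metabolic regulation at several levels. It names higher FAO and mitochondrial function and lower DNL and cholesterol metabolism. Its evidence for FAO was palmitate oxidation ex vivo, respiration of isolated hepatocytes, and CROT and CPT1α protein. These are other measures than mRNA, so the lower mRNA set does not test the rate of oxidation.

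**Figure D3:**
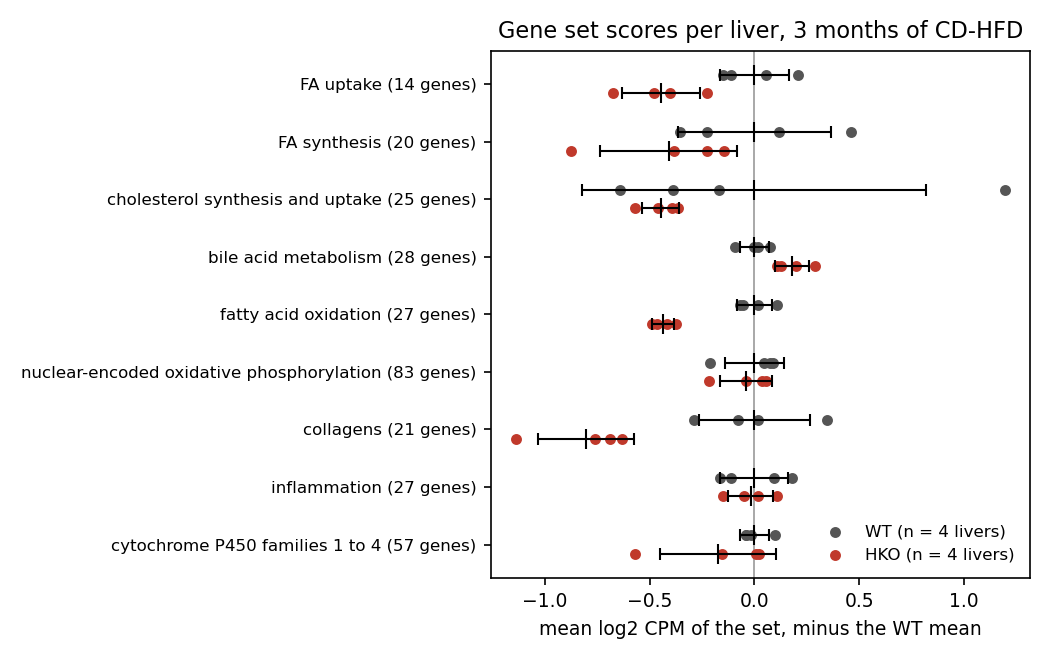
Score of each of the 9 gene sets per liver, as mean log2 CPM minus the WT mean, with the mean and SD of the 4 livers per genotype. The genotypes do not overlap for FA uptake, bile acid metabolism, fatty acid oxidation and collagens, and overlap for the other 5 sets.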

### miR-33 HKO mice are protected from diet-induced MASH and fibrosis.

The adverse outcomes associated with MASH and the subsequent fibrosis encompass the progression to cirrhosis and end-stage liver disease or HCC (9). Based on the improved metabolic function and the beneficial changes in the gene expression profile in *HKO* livers, we examined how miR-33 deletion specifically affects the development of liver fibrosis during MASH. Sirius red staining of liver sections revealed a strong decrease in collagen content in *HKO* livers (Figure 5A). Moreover, histopathological analysis of H&E-stained liver sections from Figure 2A revealed decreased macrovesicular fat content and hepatocyte ballooning in *HKO* livers (Figure 5B). Consistently, we observed a significant reduction in liver fibrosis markers, including fibronectin (FN1) and collagen type I alpha 1 chain (COL1A1), as well as total hydroxyproline content in *HKO* mice (Figure 5, C and D). Attenuation of liver fibrosis in the absence of hepatic miR-33 was not accompanied by significant reduction in liver inflammation (Supplemental Figure 4, A–E). Reduction in liver injury in mice lacking miR-33 in hepatocytes was also verified by reduced serum levels of alanine aminotransferase (ALT) (Figure 5E). Together, our findings suggest that miR-33 deficiency in hepatocytes protects CD-HFD–fed mice from diet-induced liver injury and progression to fibrosis.

### Loss of miR-33 regulates miR-33 target genes exclusively in hepatocytes and triggers metabolic changes and cellular cross-communication in the liver.

In order to understand the potential regulatory effects of miR-33 regulation in the different cell populations in the liver during the advanced stages of the disease, we performed single-cell RNA-sequencing (scRNA-Seq) in WT and *HKO* livers with MASH (Figure 6, A–C). UMAP analysis of liver cells showed that most evident changes between WT and *HKO* cells were found in the population identified as hepatocytes (Figure 6C). Unbiased analysis of changes within hepatocytes identified downregulation of pathways related to obesity, protein translation, and unfolded protein response in *HKO* hepatocytes, while pathways related to EIF2 signaling, inhibition of activin, and activation of RXR were upregulated in these cells (Figure 6, D and E). Additionally, analysis of hepatocytes verified the alterations in metabolic and fibrogenic genes, as well as miR-33 bona fide target genes (Figure 6, F–I). Moreover, we analyzed different cell populations and interactions involved in liver fibrosis, aiming to understand how miR-33 deletion in hepatocytes could affect other cells. To monitor for hepatic stellate cell (HSC) activation, the genetic profile of HSCs was analyzed based on different characteristics known to contribute to their activation and liver fibrosis (63). HSCs were classified and named according to their activated phenotype and pro- or antifibrogenic function as follows: activated myofibroblast HSC (*Myo*) (pro-fibrogenic), cytokine-producing HSC (*Cy&Gr*) (antifibrogenic), classically activated (*Activ*) (pro-fibrogenic), quiescent (*Quies*) (antifibrogenic), and apoptotic HSC (*Death*) (antifibrogenic) (63). *Myo* and *Activ* markers were increased in WT HSCs, whereas markers of *Cy&Gr*, *Quies*, and *Death* of HSC were higher in HSCs derived from *HKO* livers, indicating reduced activation of HSCs in this group (Figure 7A). On the other hand, although antiinflammatory markers of macrophages showed a trend toward increased activation in *HKO* livers, analysis of inflammatory markers aligned with our previous data showing no clear regulation in *HKO* livers (Figure 7B). Finally, we analyzed different cell types from our scRNA-Seq looking for potential changes in miR-33 target genes that could suggest an existing communication between different cell types and an indirect gene regulation from hepatocyte-derived miR-33. With that purpose, bona fide targets of miR-33 (*Abca1*, *Crot*, and *Cpt1a*) were analyzed in different cell types, including HSCs, endostellate cells, macrophages, and cholangiocytes. While downregulation of some of those genes were observed in some of the groups, the clear lack of upregulation of these bona fide miR-33 target genes in the *HKO* group suggests no direct effect of miR-33 deletion in these cells when miR-33 was removed from the hepatocytes (Figure 7, C–F). We also performed cell-cell communication analysis to get an overall picture of the different interactions occurring in WT and *HKO* livers. Cell-cell communication analysis showed increased total number and strength of cell-cell communication in WT livers compared with *HKO* livers (Supplemental Figure 5, A–C), with hepatocytes being the main cell type contributing to cell communication in the liver (Supplemental Figure 5C). Cell-cell communication analysis also revealed that the most relevant differences in WT versus *HKO* livers were found in pathways related to leukocyte activation and markers of liver fibrosis mostly derived from the hepatocytes (Supplemental Figure 5, D and E). By contrast, signals upregulated in *HKO* livers were more heterogeneous, including signals related to HSC senescence and death and quiescence — chemerin (64, 65), BMPs (66–68), and CALCR (69); signals classically associated with liver fibrosis (TGF-β and PDGF); and signals linked to hepatocyte regeneration and death prevention — TWEAK (70) and NOTCH (Supplemental Figure 5, D and E). Finally, we attempted to analyze specific ligand-receptor differences in WT versus *HKO* cell-cell communication from hepatocytes to other liver cells; however, no differences in terms of signaling were found. Taken together, our results indicate that the main effect produced by miR-33 deletion in hepatocytes is specific to these cells and the effects observed in recruitment and activation of inflammatory and hepatic stellate cells are a consequence of changes produced initially in hepatocytes.

### miR-33 deficiency in hepatocytes prevents mitochondrial dysfunction associated with MASLD-MASH progression.

Mitochondrial dysfunction is a common feature underlying MASLD-MASH progression (18, 20–26). miR-33 acts as a critical regulator of mitochondrial function through the targeting of multiple factors, including PGC1α and AMPKα (40, 41, 71). Thus, we next aimed to further characterize the molecular mechanisms that mediate the improved mitochondrial function observed in miR-33–deficient hepatocytes. We found increased mitochondrial content in hepatocytes from *HKO* MASH livers, as assessed by the protein levels of different complexes of the ETC and by the mitochondrial to nuclear DNA ratio (mtDNA/nDNA) (Figure 8, A and B). These findings were further supported by electron microscopy analysis of hepatocytes from MASH mice, which revealed an increase in the coverage and density of mitochondria, as well as mitochondrial elongation in *HKO* mice (Figure 8, D–H). We also observed enhanced mitochondrial ETC activity of complex I and complex II (Figure 8C). The increase in mitochondrial mass found in hepatocytes from *HKO* mice was correlated with elevated levels of PGC1α, which is a direct target of miR-33 (72, 73). Moreover, PGC1α’s downstream target, mitochondrial transcription factor A (TFAM), was also upregulated in livers from miR-33–deficient hepatocytes (Figure 8I). Together, these results demonstrate that absence of miR-33 in hepatocytes improves mitochondrial function by increasing mitochondrial mass and ETC activity.

Mitochondrial homeostasis is critical for the control of mitochondrial health and metabolism (18, 24, 74). Mitochondrial quality control mechanisms include mitochondrial biogenesis and dynamics, a process that involves fusion and fission of mitochondrial membranes and is dysregulated in MASLD. Mitochondrial number and size are also controlled through the balance of mitochondrial dynamics (22, 24, 74, 75). Thus, we sought to characterize mitochondrial dynamics in our MASH model. We found an increase in fusion-related proteins MFN2 and OPA1 but no relevant changes in fission proteins (Figure 8I and Supplemental Figure 6A). Importantly, the increased MFN2 level is consistent with the changes in mitochondrial shape observed by electron microscopy and correlates with the increased respiratory capacity of these mice.

Lipid overload and excessive mitochondrial activity have been linked with mitochondrial dysfunction in MASLD. Besides the inability to sustain metabolic needs, mitochondrial dysfunction is responsible for the production of large amounts of ROS, which increases mitochondrial damage and can eventually lead to cell death (76). Although the increased mitochondrial number and activity in *HKO* mice could lead to higher ROS production and damage, changes in mitochondrial dynamics can also play a role in ROS regulation, membrane potential, and other downstream processes related to mitochondrial stress (24, 74). To determine whether miR-33 levels in hepatocytes influence ROS production in obesity-driven MASLD/MASH, we monitored ROS accumulation in liver sections by dihydroethidium (DHE) and observed a decrease in *HKO* mice (Figure 9A). Liver lipid peroxidation measured by assessing malondialdehyde (MDA) as a readout of ROS damage also showed a similar decrease in livers from *HKO* mice (Figure 9B). Although no major changes were found in the oxidized or reduced forms of glutathione, or their ratio (Supplemental Figure 6B), an increase in glutathione-reductase (GSGG) activity was found in *HKO* livers, suggesting that changes in the recycling rather than the synthesis of glutathione may contribute to reduced oxidative stress in these livers (Figure 9C). Finally, oxidative stress markers including 4-hydroxynonenal (4-HNE), and OxyBlot, verified increased levels of oxidative stress in WT livers during MASH (Figure 9, D and E). Considering the close link among mitochondrial dynamics, lipid overload, and ER stress, we interrogated *HKO* MASH livers for changes in ER stress response. However, only partial regulation of ATF4 and protein kinase R-like ER kinase was found in those livers, indicating a limited involvement of miR-33 in the regulation of ER stress (Supplemental Figure 6C). Last, the ultimate cellular consequence of mitochondrial dysfunction and oxidative stress, the induction of cell death, was also attenuated in the *HKO* mice under MASH conditions, as seen by caspase-3/6 activity and TUNEL staining (Supplemental Figure 6, D–G). Notably, analysis of gene expression changes related to decreased hepatocyte cell death and increased mitochondrial function were also observed in *HKO* hepatocytes identified from scRNA-Seq (Supplemental Figure 6H). Together, these findings indicate that miR-33 deficiency in hepatocytes improves mitochondrial quality control by enhancing mitochondrial biogenesis and mitochondrial dynamics to sustain high rates of oxidative metabolism without increasing mitochondrial injury and oxidative stress during lipid overload, thereby protecting against hepatocyte cell death. The activation of mitochondrial biogenesis and dynamics in miR-33–deficient hepatocytes through upregulation of PGC1α and AMPKα is in line with previous studies identifying these 2 genes as direct targets of miR-33.

### AMPK signaling pathway is increased in miR-33 HKO livers.

AMPK is a master regulator of metabolism and mitochondrial homeostasis (77). Our previous results showed that AMPK activation is increased in *HKO* mice compared with WT mice in both MASL and MASH stages, counteracting the progressive decrease otherwise evident in MASLD (44). These results prompted us to characterize additional posttranscriptional mechanisms regulating AMPK in our model. Notably, we found that the activation of liver kinase B1 (LKB1), a kinase that controls AMPK activity, was enhanced as shown by the increased phosphorylation of LKB1 at serine 428 in *HKO* livers (Figure 10A). LKB1 activation is regulated by its subcellular compartmentalization through deacetylation and phosphorylation (78–80), correlating with increased levels of sirtuins, a family of histone and protein deacetylases. In accordance, we found increased levels of sirtuin 1 (SIRT1), SIRT2, SIRT3, and SIRT7 and a trend toward upregulation of SIRT6 in *HKO* livers (Figure 10B). Sirtuin activity is dependent not only on expression levels but also on the availability of NAD^+^. We found that total NAD and NAD^+^ as well as the NAD^+^/NADH ratio were increased in *HKO* livers (Figure 10C and Supplemental Figure 7A). These results point toward the increased activation of upstream regulators of AMPKα. As previously shown in Figure 2, we found increased FAO and decreased FAs, with increased AMPKα/ACC phosphorylation indicating a broad rewiring of metabolism mediated by AMPK signaling in *HKO* livers. Consistent with our observations on the effects of AMPK, we found that phosphorylation of ULK1, a downstream target of AMPKα, was also increased in *HKO* livers, along with the increased levels of LC3bII and ATG5, suggesting a role of AMPKα in the promotion of increased autophagy in *HKO* livers (Figure 10D). Likewise, *HKO* livers displayed increased phosphorylation of caspase-6, which has been described to be regulated by AMPK, consistent with reduced hepatocyte cell death in MASH (44) (Supplemental Figure 6F).

### miR-33 deficiency in hepatocytes reduces MASLD progression to HCC.

To analyze whether the improved metabolic function and protection against MASL-MASH progression attenuates the development of HCC in *HKO* mice, we fed WT and *HKO* mice a CD-HFD for 15 months. While 75% of WT mice developed tumors, only 40% of *HKO* mice did (Figure 11A). Tumor quantification revealed a decrease in the average tumor number per mouse in *HKO* mice (Figure 11B), which was particularly pronounced for large tumors (volume > 20 mm^3^) (Figure 11C). In agreement with reduced tumor incidence, serum levels of α-fetoprotein (AFP) were significantly reduced in *HKO* mice compared with WT mice (Figure 11D). Histological analysis of WT and *HKO* tumors also revealed a decrease in proliferative Ki67-positive cells in tumors from *HKO* mice compared with WT mice (Figure 11E). Analysis of miR-33 expression by qPCR in livers fed the CD-HFD compared with a standard chow diet for 15 months showed a modest increase in miR-33 expression in MASH, which was not statistically significant (Supplemental Figure 8A). Additionally, increased expression of miR-33 was detected in tumor samples when directly compared with adjacent healthy liver tissue from the same mice in WT samples (Supplemental Figure 8B), suggesting a potential role of miR-33 directly within the tumor microenvironment. Moreover, miR-33 levels correlated with increased levels of Ki67, a proliferation marker (Supplemental Figure 8, B–E).

Recent studies have highlighted the role of cholesterol in the activation of the gene regulator TAZ and the importance of this for the severity of MASH and progression to HCC (45, 46, 49, 81, 82). YAP/TAZ are transcriptional coactivators of the Hippo pathway that participate in the initiation and progression of different cancers (82–84). Specifically, TAZ levels in HCC have been associated with its initiation and prognosis (49, 81, 85). TAZ upregulation in MASH and HCC has been associated with both increased cholesterol levels and decreased AMPKα activity, and it has been described to participate in the transcriptional regulation of several genes involved in fibrosis, proliferation, superoxide formation, and regulation of metabolism. Furthermore, its upregulation has been described in the pretumor MASH stage (49, 81, 85). Given the role of miR-33 as a key regulatory molecule that controls cholesterol efflux through the targeting of ABCA1 and ABCG1, we hypothesized that the absence of miR-33 in hepatocytes would decrease cholesterol content, potentially attenuating YAP/TAZ activation. Upregulation of TAZ levels in MASH livers was partially abrogated in mice lacking miR-33 in hepatocytes (Figure 12A and Supplemental Figure 8F). We further verified the activation of TAZ in MASH livers by cellular fractionation and immunoblotting for its nuclear localization (Figure 12B). In line with this, expression of downstream TAZ target genes was decreased in *HKO* livers (Figure 12C). In line with the role of miR-33 in the regulation of cholesterol homeostasis, a decrease in total and free cholesterol content was found the livers from *HKO* mice compared with WT mice fed with a CD-HFD (Figure 12D). To strengthen the potential link between liver cholesterol and miR-33 levels with YAP/TAZ activation, we cultured AML12 mouse hepatocytes in the absence or presence of LDL-cholesterol (120 μg/mL) and analyzed changes in YAP/TAZ signaling. Analysis of the regulation of YAP/TAZ protein levels verified that cholesterol loading of hepatocytes is sufficient to induce YAP/TAZ stability (Supplemental Figure 8, G and H). Thus, we aimed to determine whether the regulation of miR-33 in hepatocytes modulates YAP/TAZ activation in response to LDL-cholesterol. Overexpression of miR-33 in AML12 cells resulted in increased cholesterol content when cells were loaded with LDL-cholesterol (120 μg/mL) (Supplemental Figure 8, I and J). However, we did not observe differences in cholesterol-sensing genes (Supplemental Figure 8K). In line with the increased cellular cholesterol content, YAP/TAZ activation was increased in response to miR-33 overexpression, in accordance with the increased cellular content of cholesterol (Supplemental Figure 8L). Overall, these results suggest that miR-33 regulates YAP/TAZ activation in hepatocytes through the regulation of cholesterol content, linking cholesterol accumulation within the cells with activation of proliferative pathways associated with HCC.

Taken together, our results suggest miR-33 deletion in hepatocytes improves mitochondrial metabolic function, restraining MASLD/MASH progression and in the long term preventing the development of HCC (Figure 13).

## Discussion

The rise in MASLD associated with overnutrition has reached epidemic levels, but its complexity has hindered the development of effective treatments. This study shows that miR-33 is increased in hepatocytes at different stages of MASLD in human patients and mouse models. Deletion of miR-33 in hepatocytes improves liver function, reducing lipid accumulation and progression of the disease. Numerous studies have demonstrated roles of miR-33 in metabolism, including cholesterol homeostasis, TAG metabolism, autophagy, glucose metabolism, and mitochondrial function (33–41), showing that inhibiting miR-33 reduces atherosclerosis in mice and nonhuman primates (37, 38, 86–91). However, due to the promiscuous nature of miRNAs, the whole-body deficiency of miR-33 has been associated with obesity, dyslipidemia, and insulin resistance (92, 93). These detrimental effects prompted us to study the role of miR-33 in other metabolic diseases, such as MASLD. Recent strategies have emerged to overcome potential undesired effects of miRNA therapies, shedding light on the cell-specific functions of miR-33 and its therapeutic potential. Some of these studies have demonstrated the efficiency of delivering miR-33 inhibitors inside pH low-insertion peptides to the kidney and atherosclerotic lesions (94, 95). Additionally, in a recent study, using a different strategy, our group also demonstrated the safety and efficiency of specifically removing miR-33 from hepatocytes to improve cholesterol and FA metabolism, underscoring the role of hepatic miR-33 in liver metabolism and fibrosis (50). This previous study showed not only that miR-33 suppression in hepatocytes was not responsible for the adverse metabolic effects observed in whole-body deficient mice but also that liver-specific loss of miR-33 improved whole-body metabolism under hyperlipidemic conditions (50). Building upon this model, our current work has focused on the metabolic advantages associated with miR-33 deficiency in hepatocytes, during MASLD-MASH-HCC development, to investigate the long-term alterations in liver function under this chronic inflammatory disease.

The initial characterization of miR-33 *HKO* mice in this CD-HFD model showed a clear impact on the regulation of cholesterol and glucose metabolism, with minimal effects on body weight, consistent with previous results found for *HKO* mice on other diets (50). The reduction in steatosis was associated with the modulation of several pathways involved in liver lipid accumulation, including FA uptake, DNL, and FAO. Interestingly, metabolic benefits observed in *HKO* mice were already observed after feeding the mice for 3 months with the CD-HFD and mostly sustained over the time, suggesting that early protection can prevent the progression of the disease. Taken together, our data suggest that the benefits resulting from miR-33 deletion in hepatocytes are apparent in the context of diet-induced obesity and MASLD. Minimal changes were observed in mice fed a standard chow diet, further suggesting that the improvements in liver metabolism that alleviate lipid buildup are primarily responsible for ameliorating liver injury and progression of the disease. Indeed, most predicted miR-33 targets upregulated in *HKO* livers were associated with known metabolic genes and functions. Additionally, our results suggest that miR-33 deletion in hepatocytes could affect BA metabolism and homeostasis. Although the lack of major changes in BA content in chow-fed WT and *HKO* livers was surprising given the role of miR-33 in regulating CYP7A1 and other BA transporters, the changes observed in MASH livers were in line with miR-33 playing a prominent role in the regulation of BA and cholesterol metabolism (54, 60).

One of the most common features in MASLD is the inability to sustain mitochondrial adaptation to nutrient status (18, 20–26, 75). Mitochondria are highly dynamic organelles with the ability to undergo functional and structural changes in response to environment and energy requirements (74). However, in MASLD, as with other metabolic diseases, increased FAO rates to counteract lipid accumulation are thought to result in increased oxidative stress and ER stress, resulting in mitochondrial injury and impaired oxidative phosphorylation (18, 26, 75, 96). The analysis of hepatic mitochondria from WT and *HKO* mice fed a CD-HFD for 6 months showed that miR-33 deficiency was associated with significant changes in mitochondrial quantity and morphology, suggesting a broader role of miR-33 in metabolism beyond regulation of cholesterol and FAO. The observed changes in mitochondria suggest miR-33 *HKO* mice have increased mitochondrial biogenesis and mitochondrial dynamics, mechanisms directed by PGC1α, AMPKα, and MFN2, among other markers, a phenotype associated with enhanced oxidative capacity coupled with reduced ROS production, resulting in protection from liver injury (24–26, 74). The approaches used here to study mitochondrial turnover and dynamics suggest a positive regulation of mitochondrial biogenesis and mitochondrial fusion; however, as these processes are related, we cannot exclude the 2 events being interdependent. Several studies have described the direct role of miR-33 in repressing mitochondrial biogenesis and FAO by targeting PGC1α and AMPKα, which are known to participate both in mitochondrial biogenesis and in regulation of fusion/fission processes, suggesting that miR-33 could directly regulate these functions in our model through the downregulation of these 2 targets. Despite employing different approaches to elucidate potential miR-33 target genes involved in the regulation of mitochondrial oxidative stress production or antioxidant pathways, no direct evidence of miR-33 action was found, suggesting that oxidative stress reduction is a consequence of improved mitochondrial biogenesis and dynamics.

The deficiency of miR-33 in hepatocytes was sufficient to protect from HCC development in our diet model. Previous studies aiming to determine the potential oncogenic role of miR-33 in HCC and cell proliferation have reported conflicting results, ranging from a role in inhibiting cell proliferation to antioncogenic roles of miR-33 in HCC cell lines. Similarly inconsistent results were reported in murine models and human samples of HCC, muddling the conclusions about the role of miR-33 in HCC (97–100). While the higher levels of miR-33 detected in tumor samples compared with adjacent healthy tissue and their correlation with Ki67 suggest that miR-33 could be directly involved in promoting tumor progression, the direct role of miR-33 within these tumors should be the subject of further research. Finally, our results align with previous studies showing that YAP/TAZ activation in hepatocytes plays a central role in liver fibrosis and the transition to hepatocellular carcinoma in response to increased cellular cholesterol levels (46). Given the role of miR-33 in cholesterol regulation, we hypothesized that miR-33 could also be contributing to attenuation of HCC development through this mechanism. Cell culture experiments in AML12 hepatocytes indicate the involvement of miR-33 and cholesterol accumulation in activation of YAP/TAZ pathway in hepatocytes. However, given the multiple adaptations regulated in *HKO* mice, the decrease observed in YAP/TAZ activation could also be a consequence of AMPKα phosphorylation.

This study contributes to a deeper understanding of the mechanisms involved in MASLD-MASH progression and the potential applicability of miR-33 therapeutic approaches for its treatment. The beneficial or detrimental effects of enhanced FAO in MASLD/MASH have been extensively discussed in the past, and our present results bring insight into the beneficial role of FAO in the disease (15, 25, 101, 102). Our findings indicate that the regulation of hepatocyte metabolism by miR-33 is involved in the progression of MASLD/MASH, as well as MASLD/MASH-derived HCC. The direct deletion of miR-33 in hepatocytes protects from the progression of this disease. This may be particularly relevant for the use of approaches such as *N*-acetylgalactosamine–conjugated antisense oligonucleotides, which have been demonstrated to effectively promote targeted delivery of inhibitors to the liver (103). In the context of human pathology, it is important to note that while mice possess only the miR-33a isoform of miR-33, humans express both miR-33a and miR-33b isoforms, encoded within the *SREBF2* and *SREBF1* genes, respectively, which are regulated by different mechanisms (104, 105). Recent observations of the transcriptional activity of both *SREBF1* and *SREBF2* in both murine and human MASLD (52) suggest that in humans, miR-33b may also contribute to the development of the disease, supporting the therapeutic potential of targeting hepatic miR-33 in human pathology.

This work demonstrates that the depletion of miR-33 in the hepatocytes is sufficient to increase hepatic metabolic activity and reduce lipid accumulation in the liver protecting from MASLD and MASH. However, in this study, we did not determine whether a pharmacological approach to revert the progression of the disease would have a similar impact. Future studies should investigate whether pharmacological approaches can replicate the metabolic benefits observed in this study by selectively inhibiting miR-33 in hepatocytes. Although scRNA-Seq data did not reveal major alterations in miR-33 target genes in cell types other than hepatocytes, it will be important to confirm if the Albumin-Cre used in this study might affect miR-33 expression in liver cholangiocytes. While the study focused on changes in described and predicted miR-33 target genes, future investigations should assess the interaction of miR-33 with mRNA in hepatocytes under MASLD conditions to better understand the precise mechanisms involved. Finally, this study suggests that the protection from HCC development is mainly mediated through the steady long-term effect of miR-33 deletion in hepatocytes. However, based on our data, we cannot discard a potential intrinsic role of miR-33 within the tumor microenvironment, promoting tumor growth and proliferation. Further exploration is needed to elucidate the exact role of miR-33 within the tumor in the context of obesity-induced HCC. By addressing these avenues, future research can deepen our understanding of the intricate roles of miR-33 in liver metabolism and potential therapeutic interventions for MASLD, MASH, and HCC. These investigations will not only advance our knowledge of molecular mechanisms but also pave the way for targeted precision medicine approaches in the clinical management of these complex liver diseases.

## Methods

### Sex as a biological variable.

Animals included in this study involved male mice. In our previous studies (50, 106) we have demonstrated how miR-33 conditional knockout in the liver and other tissues has similar effect in male and females. Thus, sex was not considered a biological variable, and for ethical and availability reasons, studies were performed only in males. Results are expected to be relatable to both sexes. For human liver biopsies, liver core biopsies were from obese men and women undergoing bariatric surgery, have been described previously (107), and were processed for RNA isolation. Sex difference analyses were not performed due to the low frequency of suitable donors.

### Animals.

miR-33–KO mice (*miR-33^loxP/loxP^*) were generated as previously described (50, 106). To generate *HKO* mice, *miR-33^loxP/loxP^* mice were bred with transgenic mice expressing *Cre* recombinase under the control of a hepatocyte-specific promoter: albumin promoter (The Jackson Laboratory stock 003574). To produce diet-induced liver disease, mice were fed a standard chow diet until 8 weeks of age. Then chow diet was replaced by a modified CD-HFD, containing 45% of fat and no choline added (D05010402, Research Diets). Mice were maintained with CD-HFD feeding for 3, 6, or 15 months to induce steatosis, MASH, or HCC at respective time points (51). Body weight was measured throughout diet feeding studies, and analysis of body composition was performed by Echo MRI (Echo Medical System). All mice were sex and age matched and kept in individually ventilated cages in a pathogen-free facility. Mice were fasted for 6 hours at end time point experiments.

### Statistics.

All data are expressed as mean ± SEM unless indicated. Statistical differences were measured using unpaired 2-sided Student’s *t* tests or 2-way ANOVA. Normality was checked using the Kolmogorov-Smirnov test. A value of *P* ≤ 0.05 was considered statistically significant. Data analysis was performed using GraphPad Prism Software Version 9.0. Specific statistics used for scRNA-Seq and downstream analysis are detailed in Supplemental Methods.

### Study approval.

Animal experiments were conducted under the ethical guidelines of, and protocols approved by, the IACUC at Yale University School of Medicine (animal protocol 2019-11577). The use of human tissue was approved by the Monash University Human Research Ethics Committee (CF12/2339-2012001246; CF15/3041-2015001282). All participants gave their written informed consent before participating in this study.

### Data availability.

All Supporting data values are provided in the Supporting Data Values file. RNA-Seq data have been deposited in the National Center for Biotechnology (NCBI) Gene Expression Omnibus (GEO) database (GSE220093). scRNA-Seq data have been deposited in the NCBI GEO database (GSE259277).

## Author contributions

PFT, YS, and CFH designed the research. PFT, MPC, HZ, JS, NLP, NEB, LG, MCS, CEX, WB, and OPR performed research and analyzed data. XY, RAH, AMB, and TT analyzed data and edited the manuscript. PFT and CFH wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
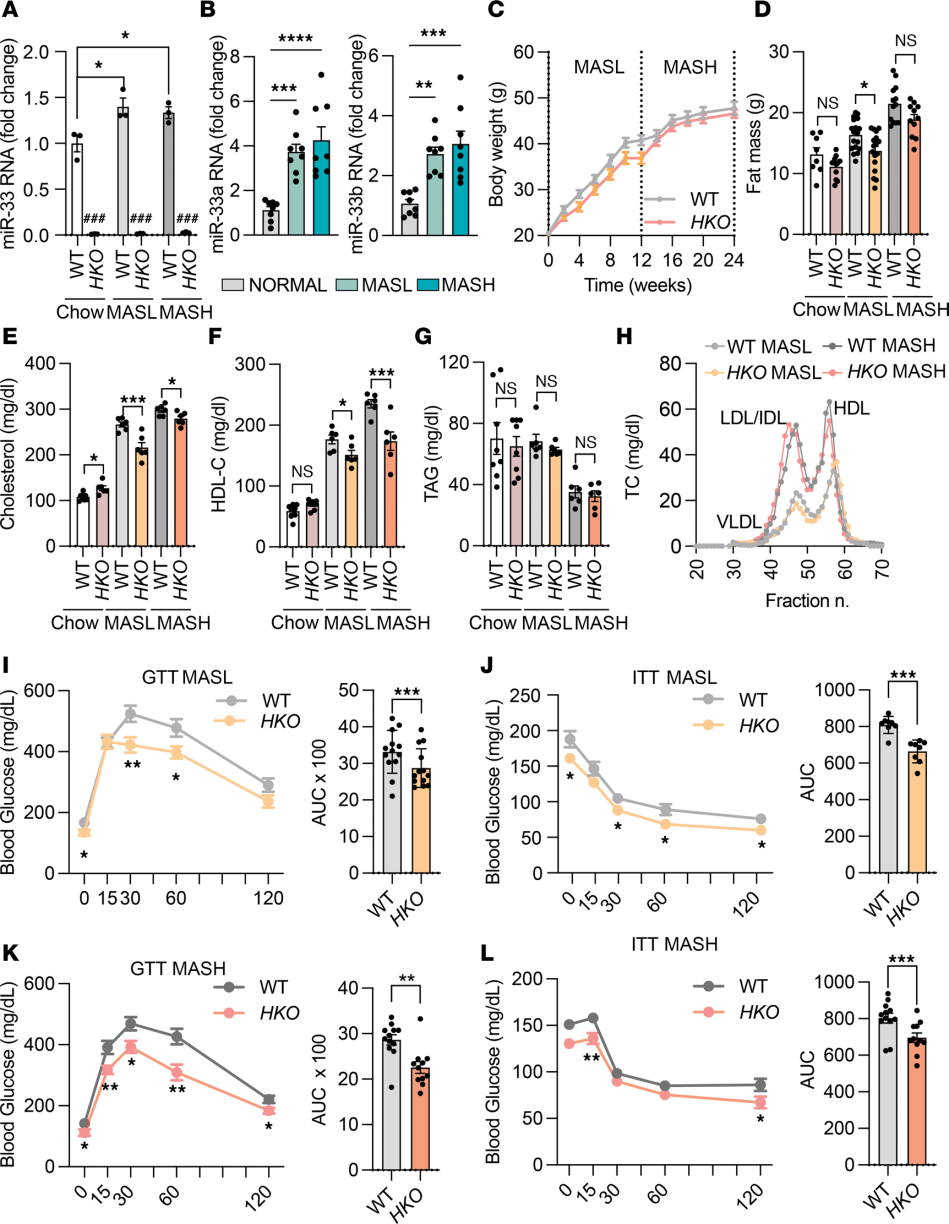
Hepatic miR-33 deficiency improves systemic metabolism in MASL/MASH. (**A**) qPCR analysis of miR-33 expression in WT and *HKO* hepatocytes fed a control diet and CD-HFD for 3 (MASL) and 6 months (MASH) (*n* = 3). (**B**) qPCR analysis of miR-33a and miR-33b expression in livers from healthy, MASL, and MASH human patients (*n* = 8). (**C** and **D**) Body weight (**C**) and body composition (**D**) analysis of WT and *HKO* mice during MASL/MASH time course (*n* = 18 WT and 16 *HKO*). (**E**–**G**) Levels of total cholesterol (**E**), HDL-C (**F**), and TAGs (**G**) in plasma of WT and *HKO* mice (*n* = 8 WT and 8 *HKO* chow; 6 WT and 6 *HKO*; MASL; 6 WT and 6 *HKO* MASH). (**H**) Cholesterol content of fast protein liquid chromatography–fractionated lipoproteins from pooled plasma of 6 WT and 6 *HKO* mice fed a CD-HFD for 3 (MASL) and 6 months (MASH). (**I**–**L**) GTT (*n* = 13, MASL; *n* = 12 WT and 11 *HKO* MASH) (**I** and **K**) and ITT (*n* = 8; *n* = 12 WT and 11 *HKO* MASH) (**J** and **L**) in WT and *HKO* mice with areas under the curve. Data represent the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ^###^*P* < 0.001 comparing WT and HKO compared with WT animals, 2-way ANOVA followed by multiple comparison (**A**, **B**, and **D**–**G**) and unpaired 2-sided Student’s *t* test for 2-group comparisons (**I**–**L**).

**Figure 2:**
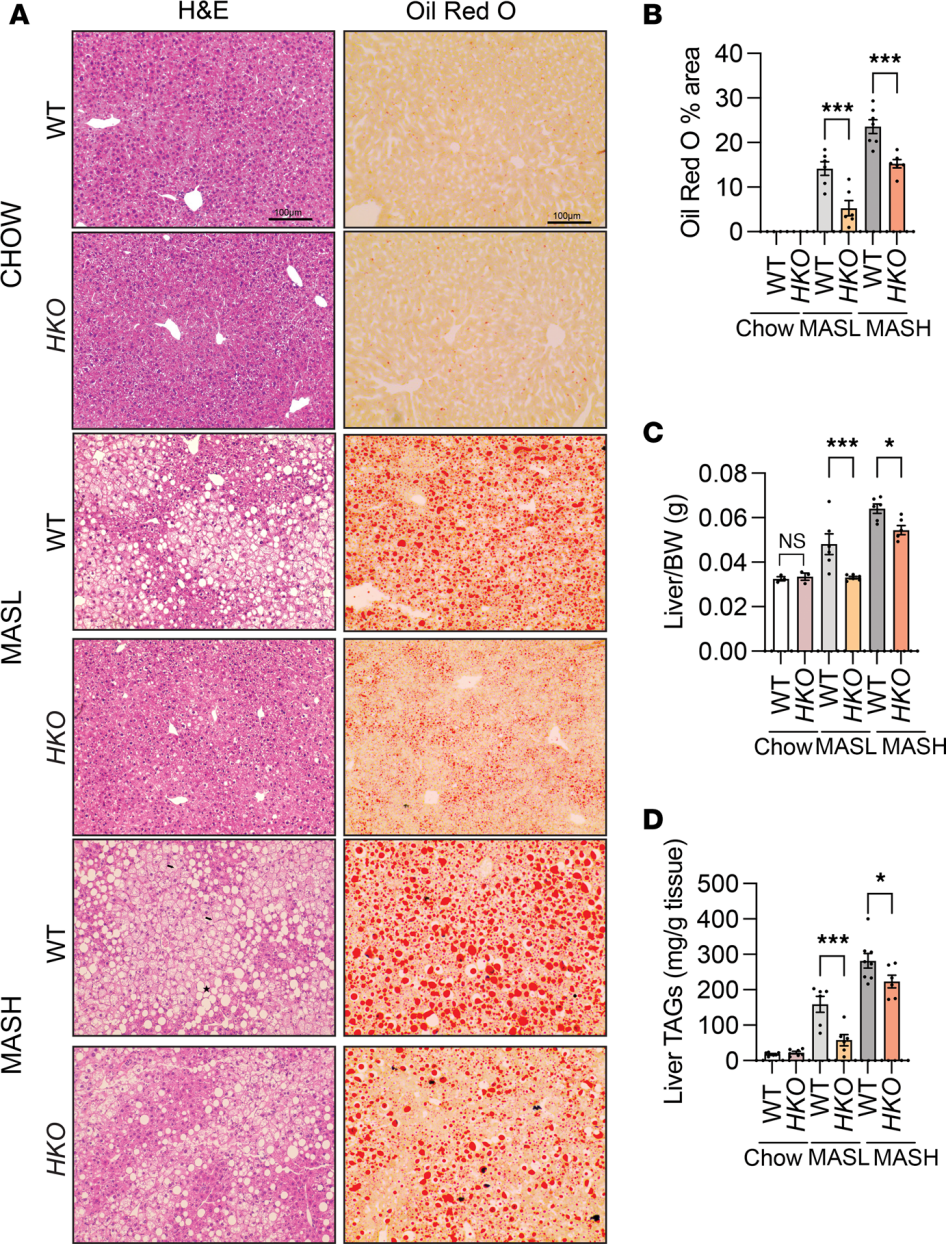
miR-33 deficiency in hepatocytes reduces liver steatosis through regulation of FA synthesis and FAO. (**A**) Representative images of H&E- and Oil Red O–stained livers from WT and *HKO* mice and (**B**) quantification of ORO staining (*n* = 3 WT and 3 *HKO* chow; 6 WT and 6 *HKO*; MASL; 7 WT and 6 *HKO* MASH). Liver weight (*n* = 3 WT and 3 *HKO* chow; 6 WT and 6 *HKO*; MASL; 7 WT and 6 *HKO* MASH) (**C**) and liver TAG (*n* = 7 WT and 7 *HKO* chow; 6 WT and 6 *HKO* MASL; 7 WT and 6 *HKO* MASH (**D**) in WT and *HKO* mice fed with a chow diet or CD-HFD. Data represent the mean ± SEM. *P ≤ 0.05, ***P ≤ 0.001 compared with WT animals, 2-way ANOVA followed by multiple comparison. FA, fatty acid.

**Figure 3:**
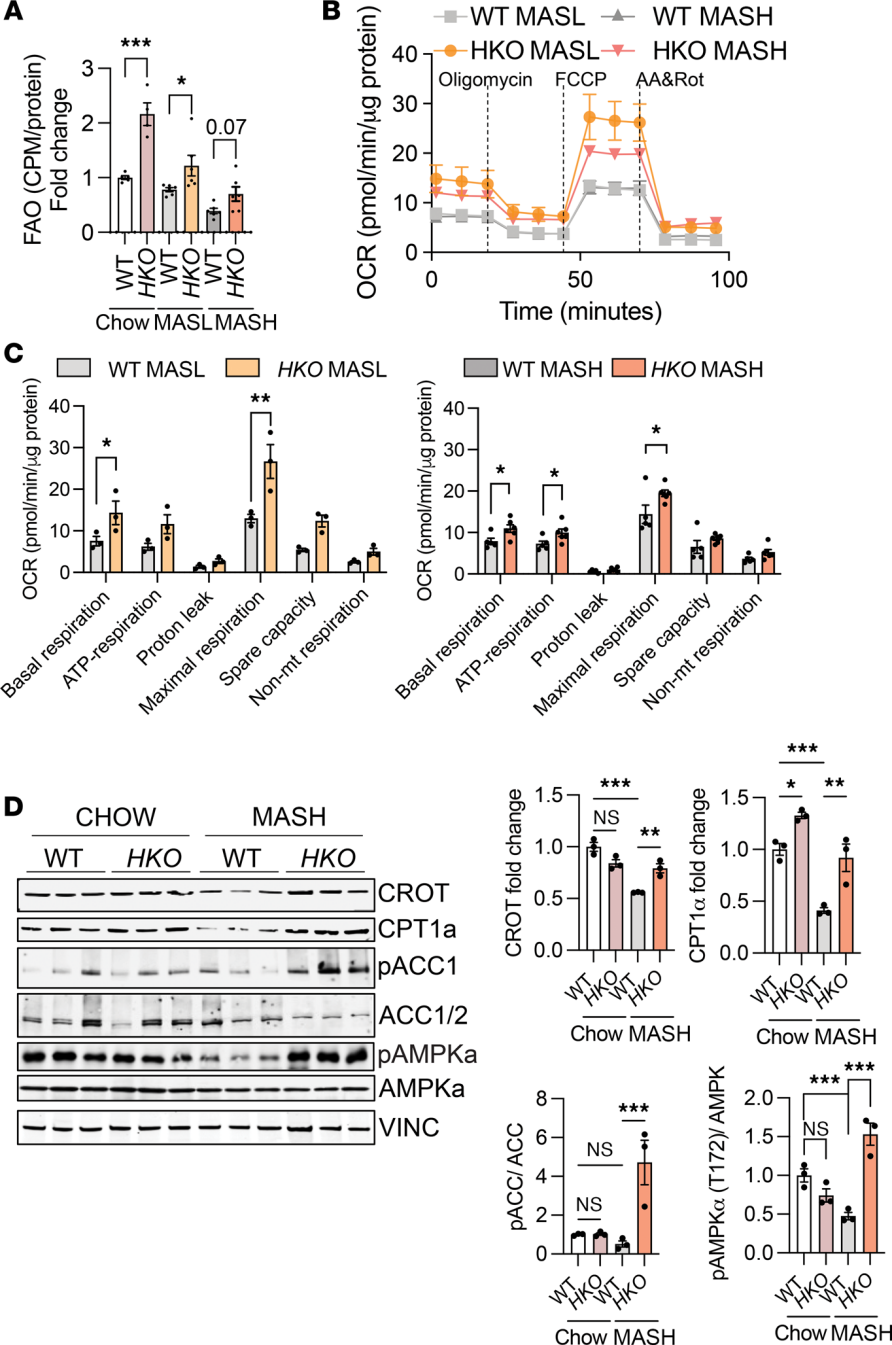
miR-33 deficiency in hepatocytes increases FAO synthesis and decreases FA synthesis. (**A**) Ex vivo analysis of FAO in WT and *HKO* livers (*n* = 5 WT and 4 *HKO* chow; 6 WT and 6 *HKO*; MASL; 6 WT and 6 *HKO* MASH). (**B** and **C**) Mitochondrial respiratory analysis inferred from oxygen consumption rate measurements of primary mouse hepatocytes isolated from WT and miR-33 *HKO* livers (*n* = 4 WT and 3 *HKO* MASL; 5 WT and 5 *HKO* MASH). (**D**) Western blot and densitometric analysis of CROT, CPT1α, phosphorylated acetyl-CoA carboxylase (p-ACC) (Ser79), total ACC, p-AMPKα (T172), total AMPKα, and housekeeping standard VINCULIN in WT and *HKO* livers. Data represent the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 compared with WT animals, unpaired 2-sided Student’s *t* test for 2-group (**B**) comparisons and 2-way ANOVA followed by multiple comparison (**A** and **D**). CPM, counts per million.

**Figure 4:**
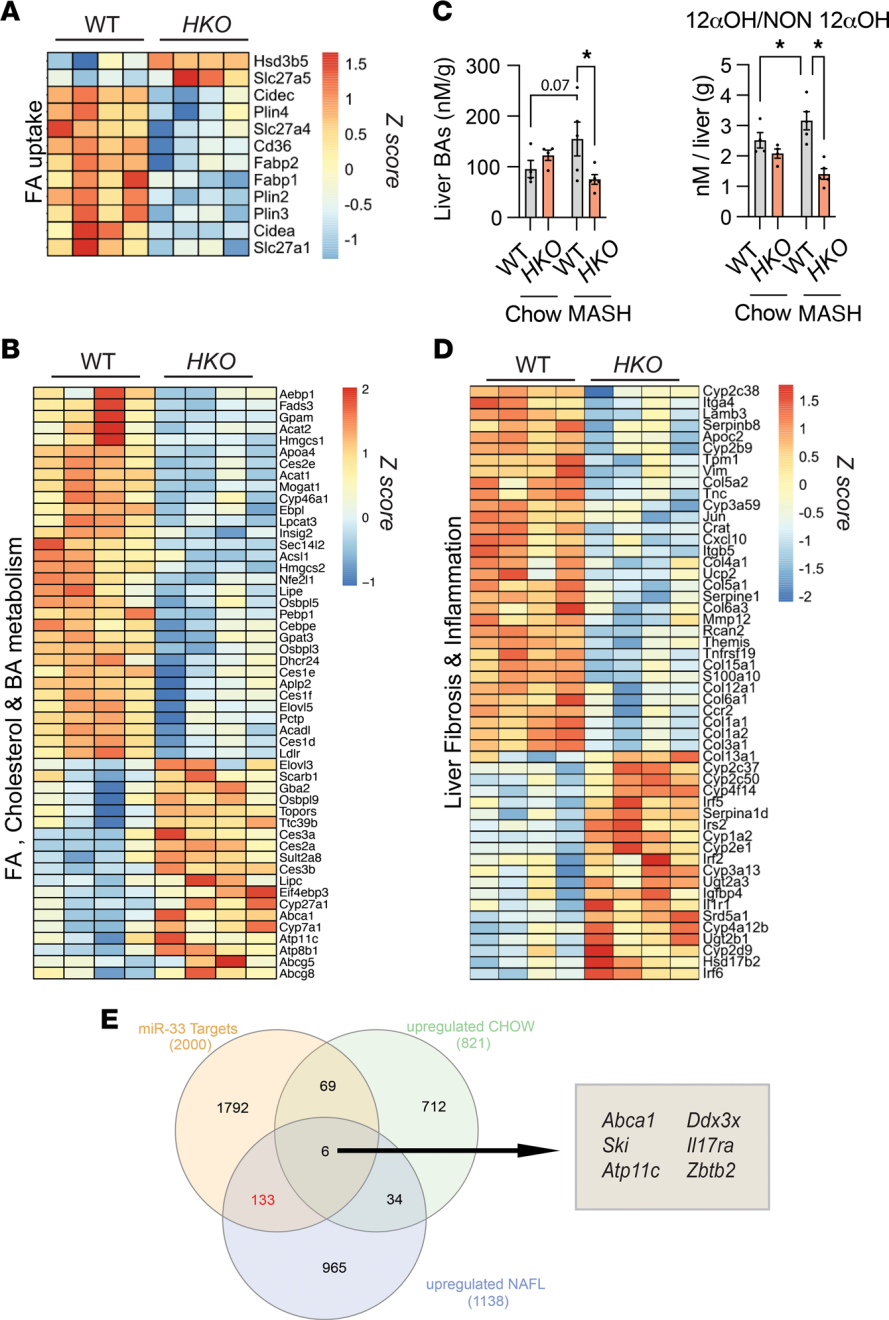
RNA-Seq in MASL livers reveals global changes in gene expression regulated by miR-33. (**A**, **B**, and **D**) Heatmaps of pathways relevant to MASLD progression in livers from WT and *HKO* mice. Cutoff values were settled as fold-change > log_2_1.5 and *Padj* < 0.05. (*n* = 4.) (**C**) Comparison of liver BAs and BA distribution of the 12α-hydroxy/non–12α-hydroxy ratio in WT and *HKO* livers. (*n* = 4–5.) (**E**) Venn diagram depicting the overlap between miR-33 predicted targets and genes upregulated in *HKO* livers versus WT livers in mice fed a chow diet and CD-HFD. Data represent the mean ± SEM (*P ≤ 0.05 compared with WT animals, unpaired 2-sided Student’s *t* test for 2-group comparisons and 2-way ANOVA followed by multiple comparison).

**Figure 5:**
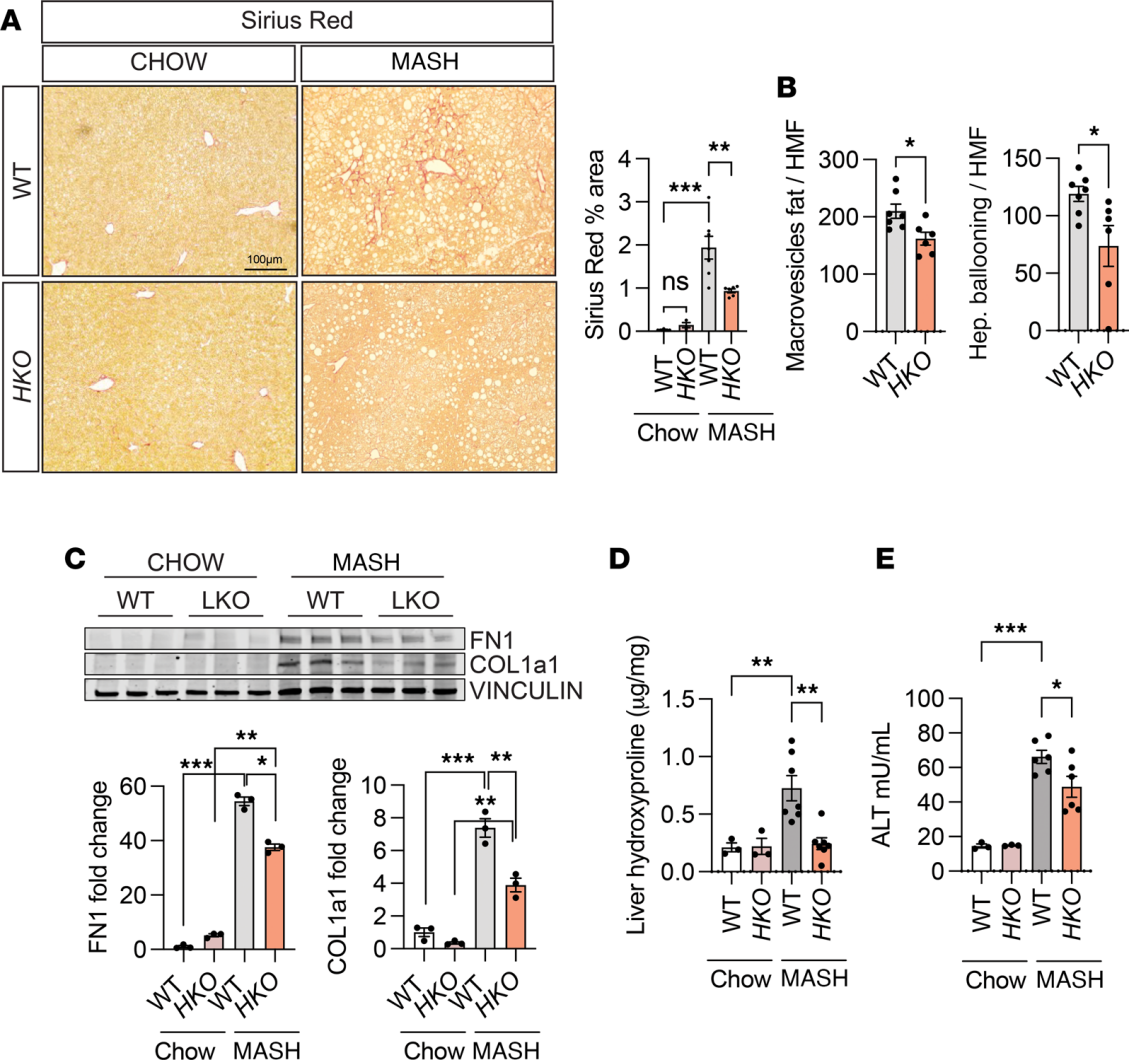
Loss of hepatic miR-33 attenuates liver fibrosis and MASH. (**A**) Representative images of Sirius red–stained livers from WT and *HKO* mice. Indicated quantification on the right (*n* = 3 chow; 7 WT and 6 *HKO* MASH). (**B**) Graphical quantification of macrovesicular fat and hepatocyte ballooning from WT and *HKO* livers normalized per high-magnification field area (HMF) (*n* = 7 WT and 6 *HKO*). (**C**) Western blot and densitometric analysis of FN1, COL1A1, and housekeeping standard VINCULIN in WT and *HKO* livers. (**D**) Hydroxyproline content in MASH WT and *HKO* livers (*n* = 3 chow; 7 MASH). (**E**) Serum ALT in WT and *HKO* mice (*n* = 3 chow; 6 MASH). Data represent the mean ± SEM (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 compared with WT animals, unpaired 2-sided Student’s *t* test for 2-group comparisons and 2-way ANOVA followed by multiple comparison).

**Figure 6:**
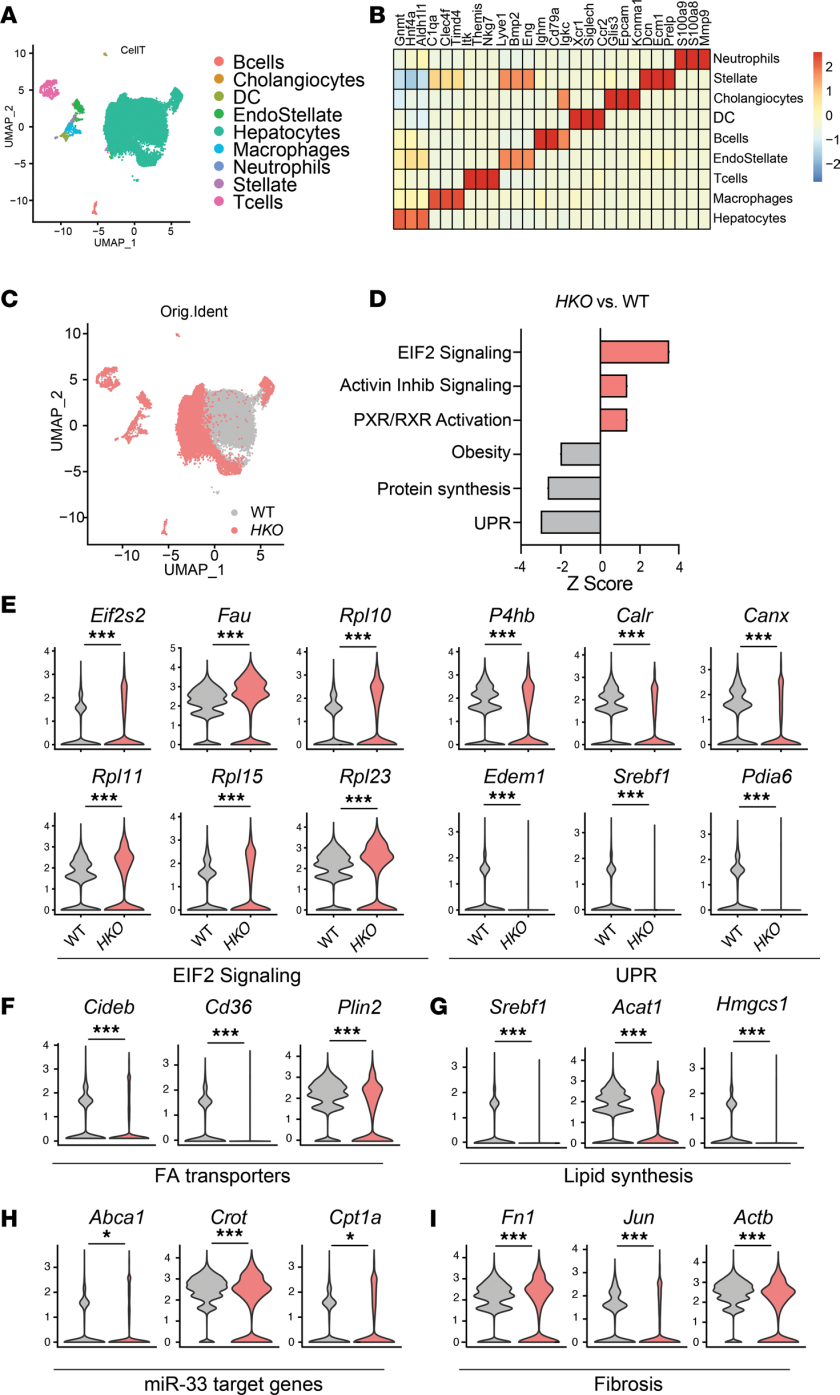
Hepatic loss of miR-33 attenuates liver injury through the crosstalk of different cell types. Uniform manifold approximation and projection (UMAP) (**A**) and heatmap (**B**) representation of cell clusters identified from scRNA-Seq analysis. (**C**) UMAP of single-cell profiles from WT (gray) and *HKO* (red) mouse hepatocytes identified from scRNA-Seq analysis. (**D**) Canonical pathways represented by *z* score among differentially expressed genes in scRNA-Seq analysis of hepatocytes from WT and *HKO* mice. Red bars indicate pathways in which genes are upregulated in *HKO*, and gray indicates downregulated pathways on the predicted *z* score. All represented pathways were significantly changed with a –log *P* > 1.5. (**E**–**I**) Violin plots representing the top upregulated and downregulated genes significantly altered in the indicated pathways in hepatocytes. Violin plot data display single-cell distribution of the indicated experimental groups. Orig.Ident, original identity.

**Figure 7:**
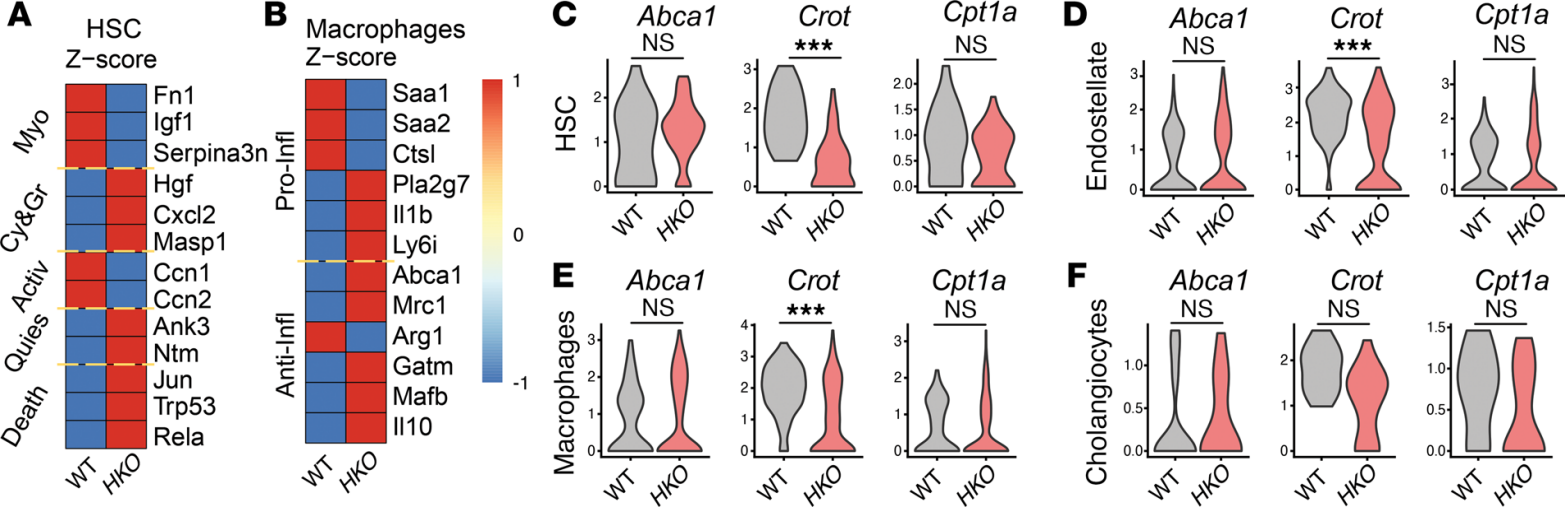
miR-33 deficiency attenuates liver fibrosis without regulating miR-33 target genes in nonhepatocyte liver cells. (**A** and **B**) Heatmap showing HSC activation (**A**) and macrophage inflammatory/noninflammatory markers (**B**) identified from scRNA-Seq from WT and *HKO* mice livers. Color codes referred to *z* score. (**C**–**F**) Violin plots showing expression changes of miR-33 target genes in nonhepatocyte cells, including HSCs (**C**), endostellate cells (**D**), macrophages (**E**), and cholangiocytes (**F**). Violin plot data display single-cell distribution of the indicated experimental groups. ***Padj < 0.001 using default statistical test (Wilcox test) from Seurat package in R studio.

**Figure 8:**
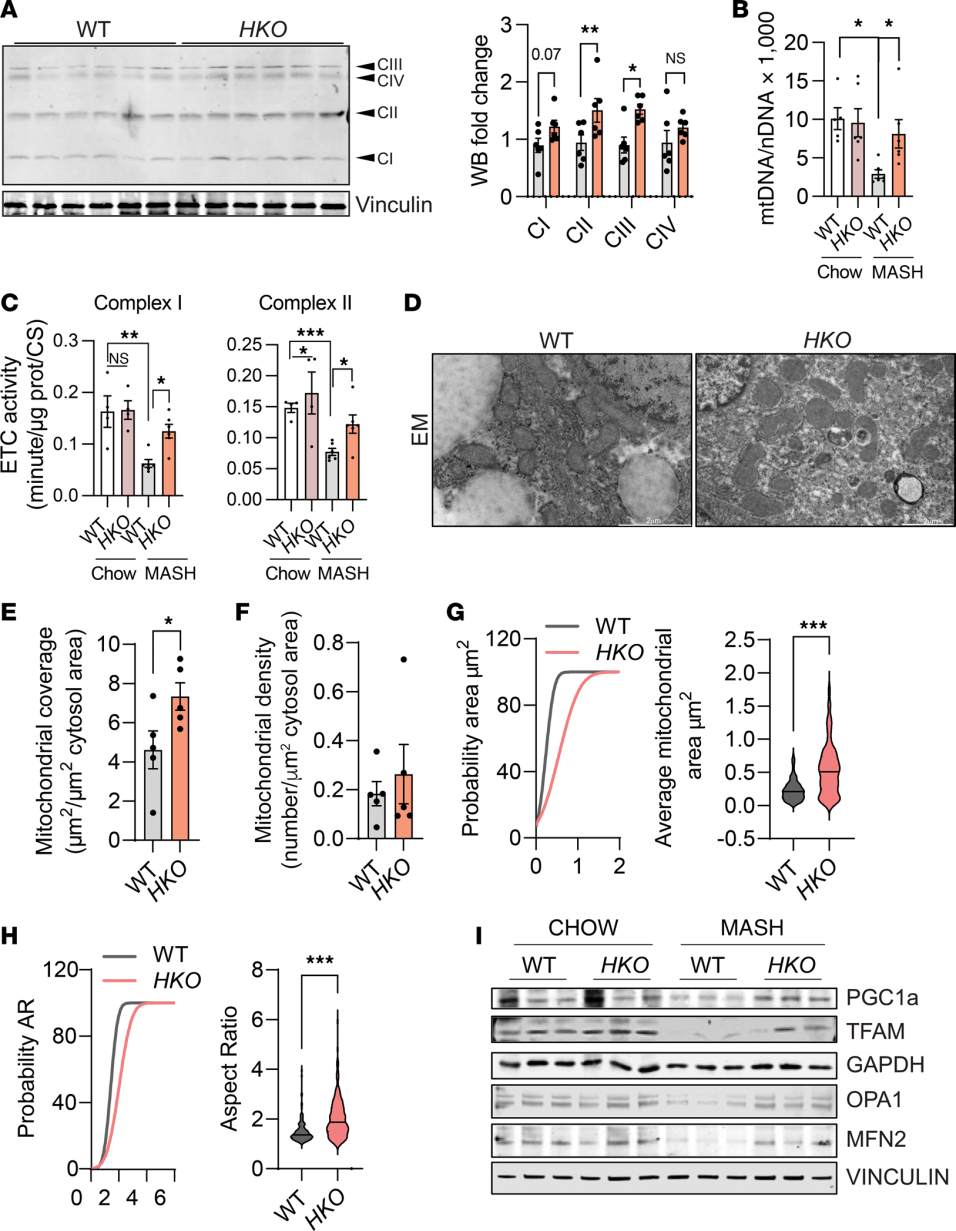
Hepatic miR-33 deficiency improves mitochondrial function and homeostasis. (**A**) Western blot and densitometric analysis of different mitochondrial subunits blotted with the Total OXPHOS Rodent WB Antibody Cocktail (Abcam ab110413) and housekeeping standard VINCULIN in WT and *HKO* livers from mice fed with CD-HFD for 6 months (*n* = 6). (**B**) qPCR analysis of mitochondrial DNA and nuclear DNA in WT and *HKO* livers. Data represented as mtDNA/nDNA (*n* = 6). (**C**) Activity of the ETC complex I and complex II in MASH livers. Enzyme activities are expressed as change in absorbance/min/μg protein/citrate synthase activity (*n* = 4–6). (**D**) Representative electron micrographs of mitochondria profiles in WT and *HKO* hepatocytes from MASH livers. (**E**–**H**) Mitochondrial coverage (**E**), mitochondrial density (**F**), cumulative distribution and mean of mitochondrial area (**G**), and mitochondria aspect ratio (**H**) from WT and *HKO* hepatocytes (*n* = 3–4). (**I**) Western blot of PGC1α, TFAM, MFN2, OPA1, and housekeeping standard VINCULIN or GAPDH in WT and *HKO* livers. Data represent the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 compared with WT animals, unpaired 2-sided Student’s *t* test for 2-group comparisons and 2-way ANOVA followed by multiple comparison (**B**, **C**, and **I**).

**Figure 9:**
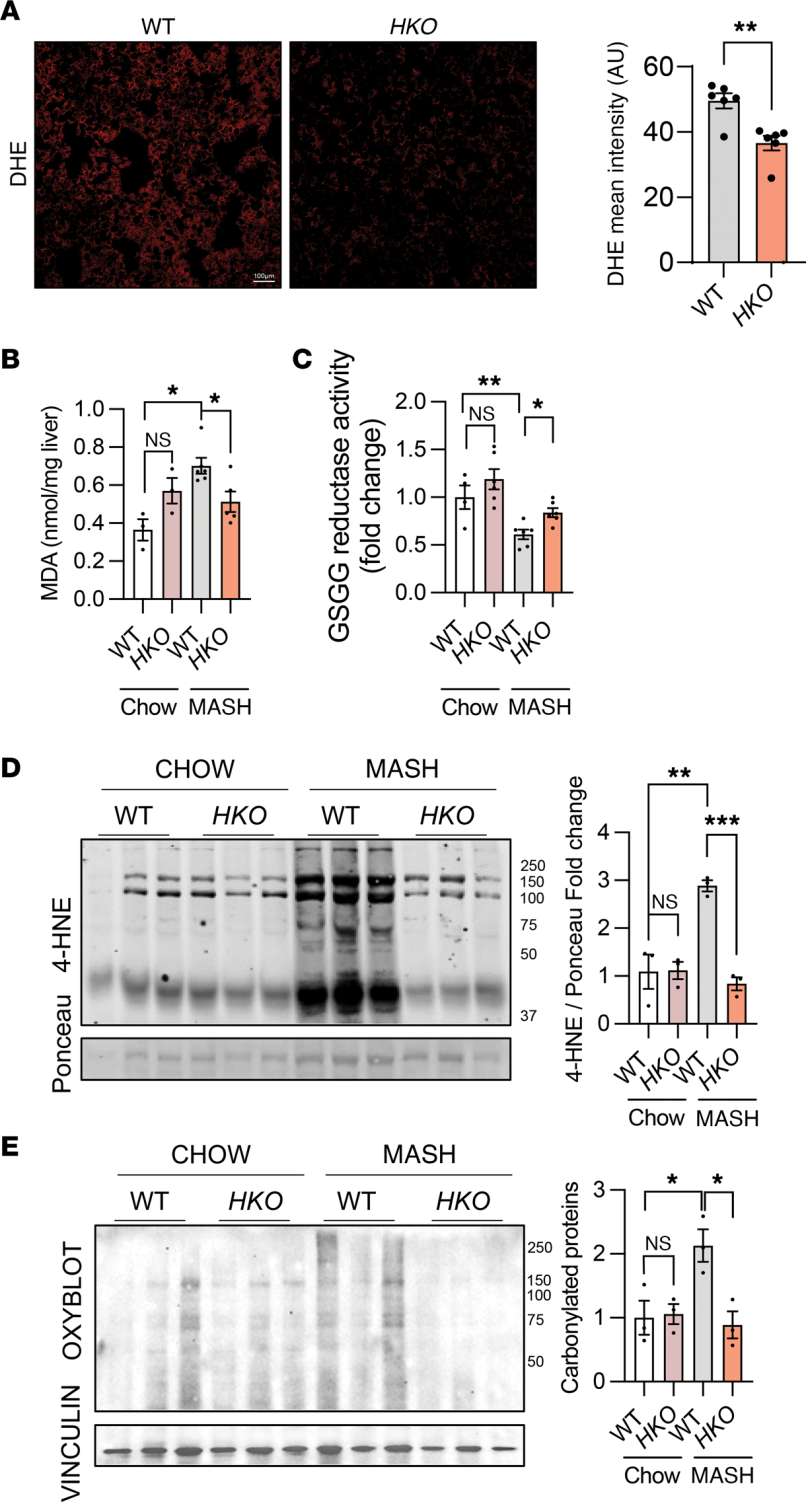
miR-33 *HKO* mice have reduced oxidative stress and cell death in MASH livers. (**A**) Representative DHE staining and quantification in WT and *HKO* livers from mice fed with CD-HFD for 6 months (*n* = 6 WT and 6 *HKO*). (**B**) Lipid peroxidation measured by MDA assay (Invitrogen) in MASH livers (*n* = 3 chow; 7 WT and 6 *HKO* MASH). (**C**) Glutathione reductase activity measured in MASH livers. Data represented as change in absorbance/min/μg of protein) (*n* = 4 WT and 6 *HKO* chow; 6 MASH). (**D**) Western blot and densitometric analysis of 4-HNE and (**E**) protein carbonylation measured by OxyBlot in WT and *HKO* livers. Data represent the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, compared with WT animals, unpaired 2-sided Student’s *t* test for 2-group comparisons (**A**) and 2-way ANOVA followed by multiple comparison (**B**–**E**).

**Figure 10:**
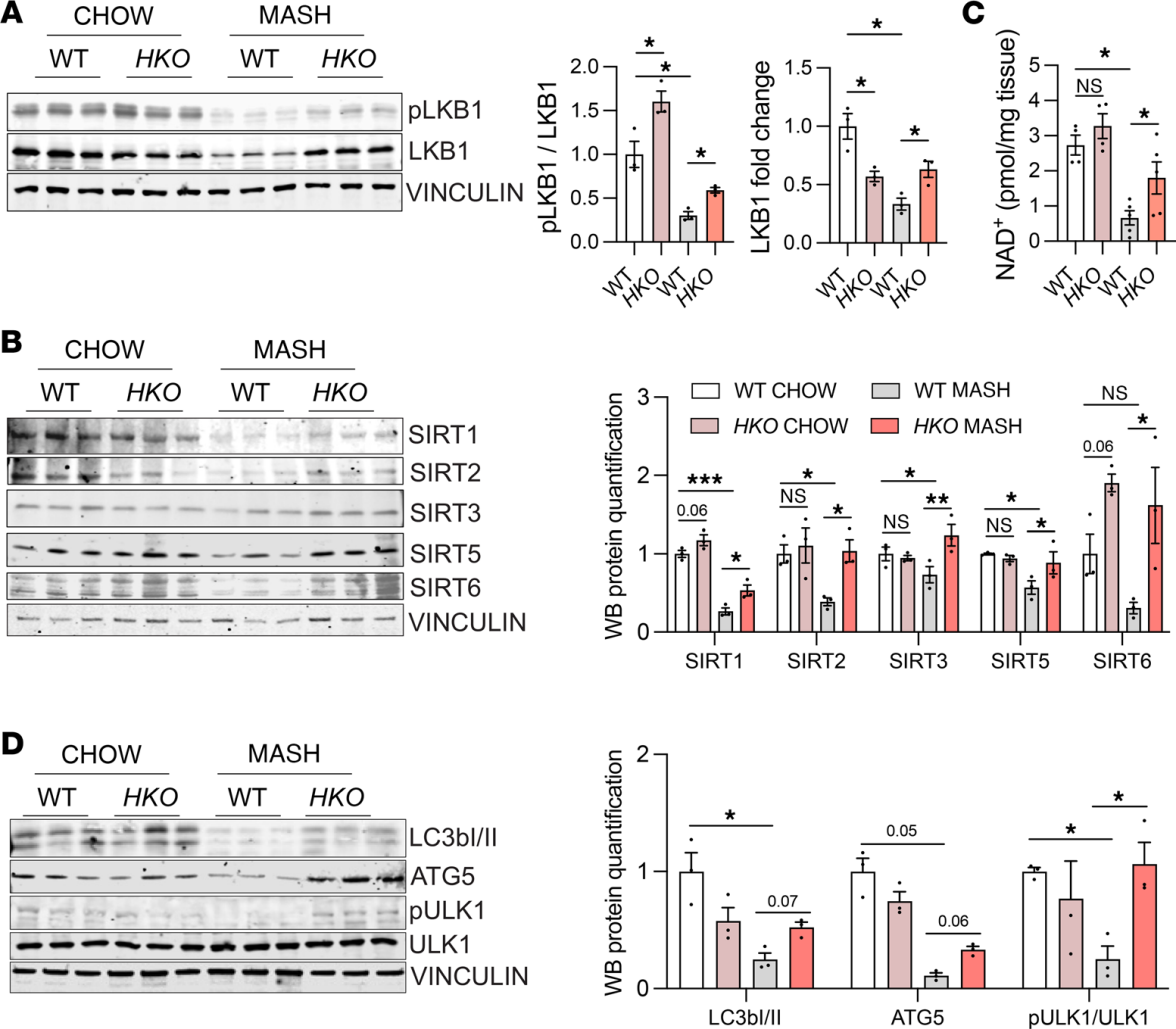
Upstream and downstream analysis of AMPKα signaling pathway. (**A** and **B**) Western blot analysis and densitometric analysis of housekeeping standard VINCULIN and (**A**) p-LKB1 (Ser428), LKB1, (**B**) SIRT1, SIRT2, SIRT3, SIRT5, SIRT6, and SIRT7 in WT and *HKO* livers from mice fed with CD-HFD for 6 months (MASH). (**C**) NAD^+^ levels in WT and *HKO* MASH livers represented as pmol/mg of tissue (*n* = 4 chow; 5 MASH). (**D**) Western blot analysis and densitometric analysis of p-ULK1 (Ser555), ULK1, LC3bI/II, ATG5, and housekeeping standard VINCULIN in WT and *HKO* MASH livers. Data represent the mean ± SEM (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 compared with WT animals, unpaired 2-sided Student’s *t* test for 2-group comparisons and 2-way ANOVA followed by multiple comparison).

**Figure 11:**
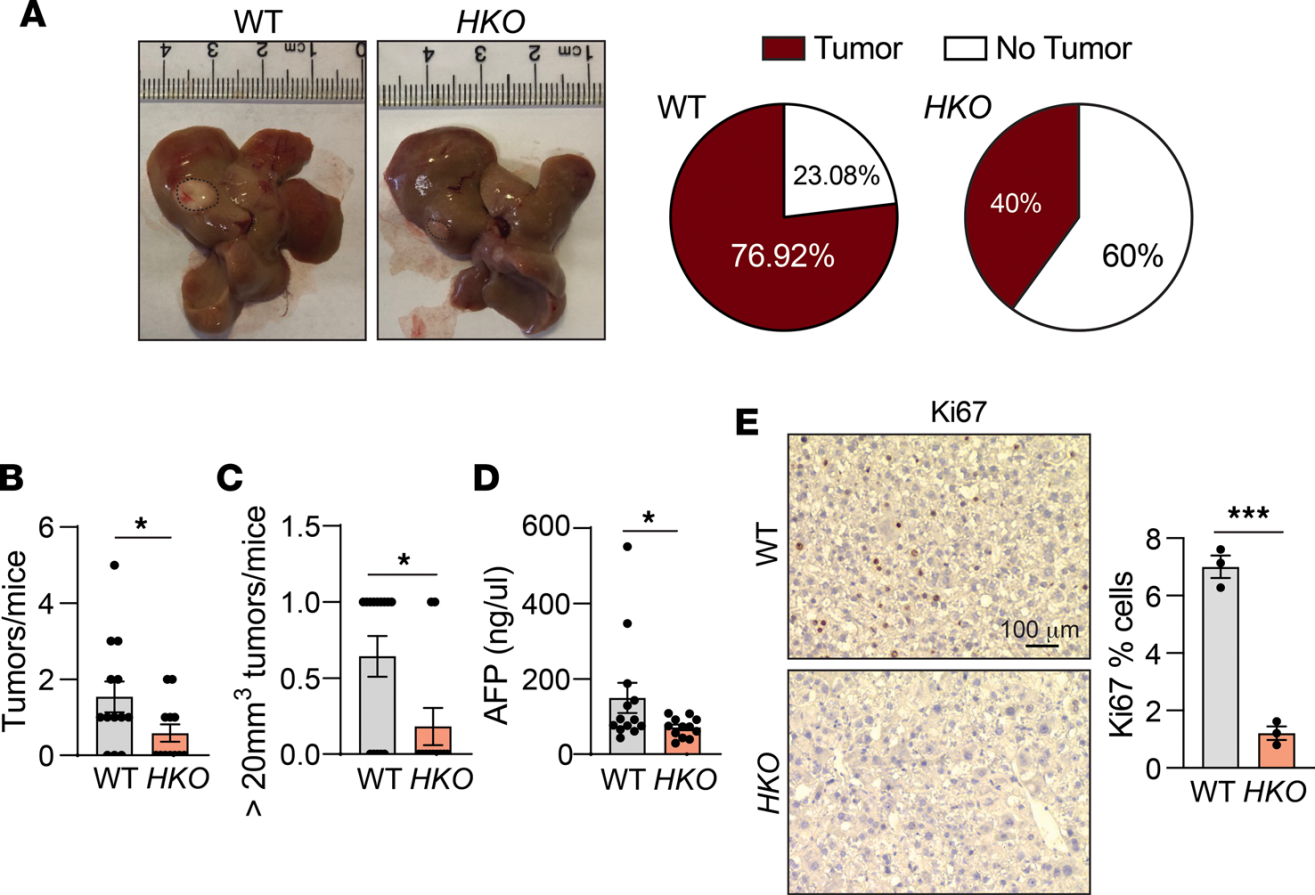
Hepatic miR-33 deficiency reduces diet-induced tumor incidence. (**A**) Representative images of WT and *HKO* livers after 15 months of CD-HFD; dashed line used to outline tumors and relative number of mice with and without tumor. (**B**–**D**) Graphical representation of (**B**) total number of tumors/mouse and (**C**) number of tumors larger > 20 mm^3^/mouse. (**D**) Circulating AFP levels (*n* = 13 WT –and 12 HKO). (**E**) Representative images of Ki67 staining in liver tumors from WT and *HKO* mice after 15 months of CD-HFD. Indicated quantification on the right (*n* = 3). Data represent the mean ± SEM (*P ≤ 0.05, ***P ≤ 0.001 compared with WT animals, unpaired 2-sided Student’s *t* test for 2-group comparisons and 2-way ANOVA followed by multiple comparison).

**Figure 12:**
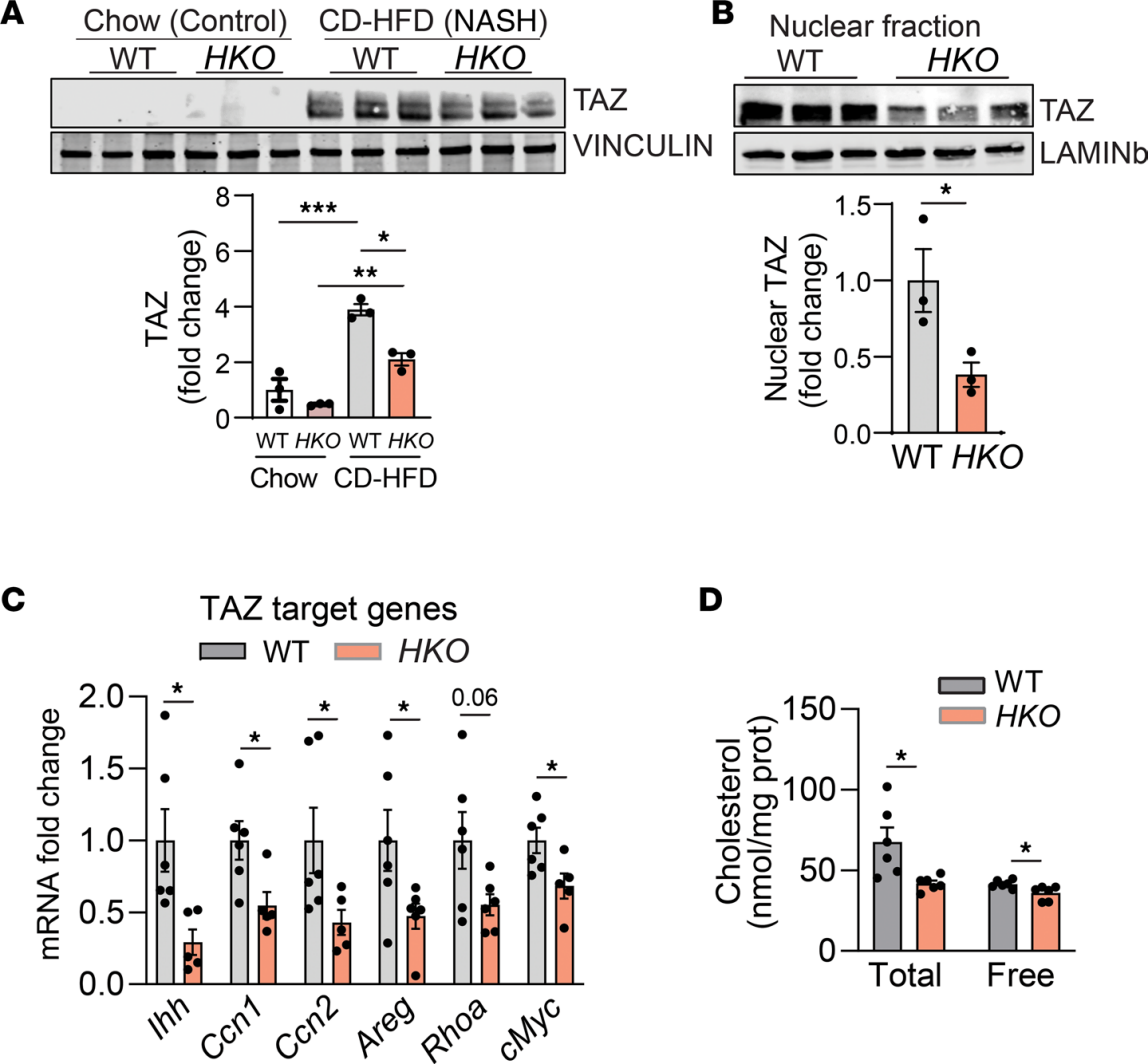
Hepatic miR-33 deficiency reduces Hippo signaling. (**A**) Western blot and densitometric analysis of TAZ and housekeeping standard VINCULIN in WT and *HKO* livers fed chow diet and CD-HFD for 6 months. (**B**) Western blot and densitometric analysis of TAZ and housekeeping standard LAMINb in nuclear fractions of livers from WT and *HKO* mice after 6 months of CD-HFD. (**C**) qPCR analysis of mRNA expression indicated genes in WT and *HKO* livers after 6 months of CD-HFD (*n* = 6 WT and 5 *HKO*). (**D**) Liver total and free cholesterol levels after 6 months of CD-HFD measured by gas chromatography–MS (*n* = 6). Data represented as nmol cholesterol/mg liver protein. Data represent the mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 compared with WT animals, unpaired 2-sided Student’s *t* test for 2-group comparisons (**B**–**D**) and 2-way ANOVA followed by multiple comparison (**A**).

**Figure 13:**
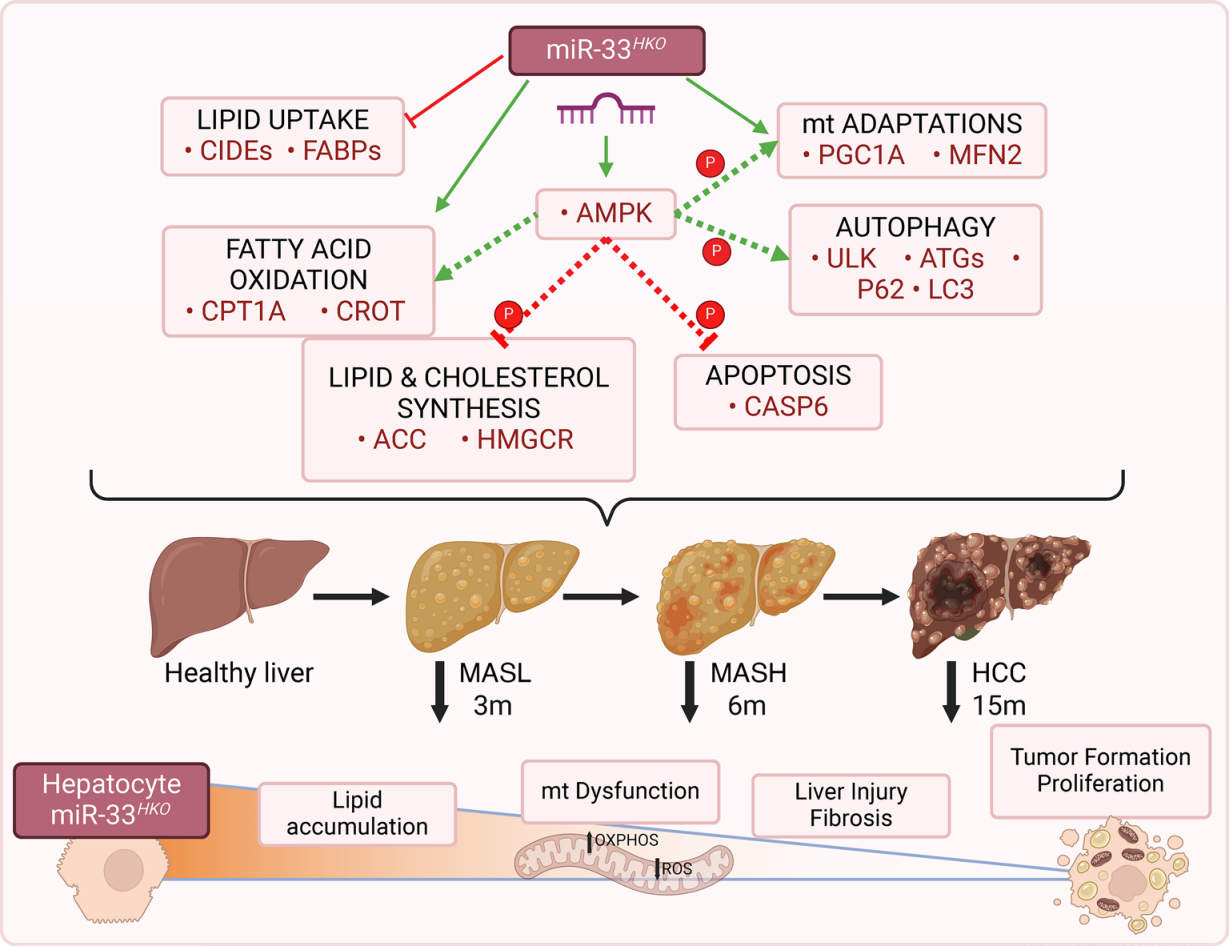
Schematic representation of probable miR-33 mechanisms of action

# Supplementary material for: miR-33 deletion in hepatocytes attenuates MASLD-MASH-HCC progression
**Source:** JCI Insight. 2024 Aug 27;9(19):e168476. doi: 10.1172/jci.insight.168476

BLOTS FROM FIGURE 2K

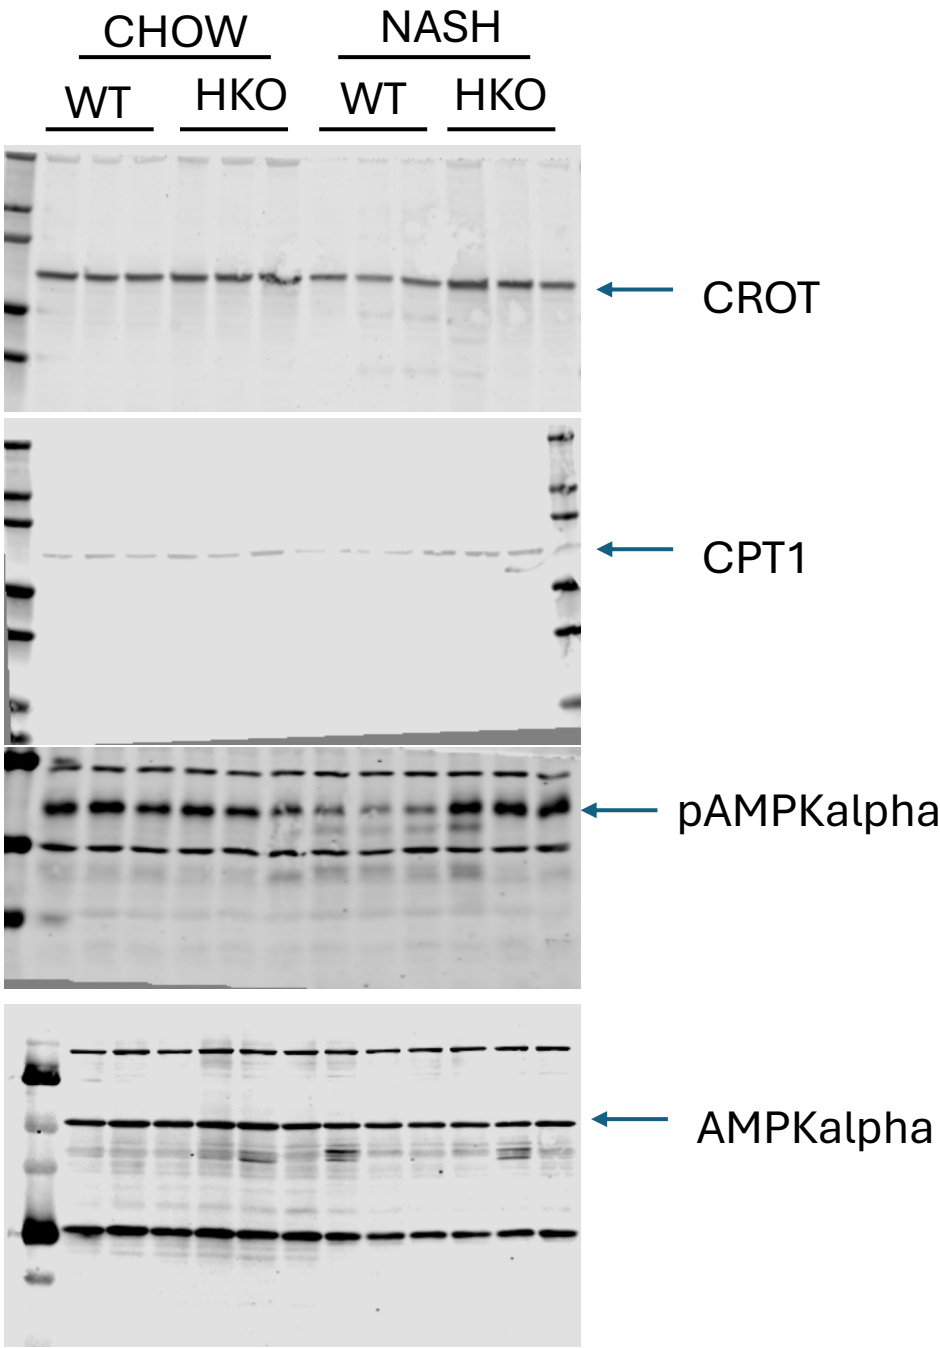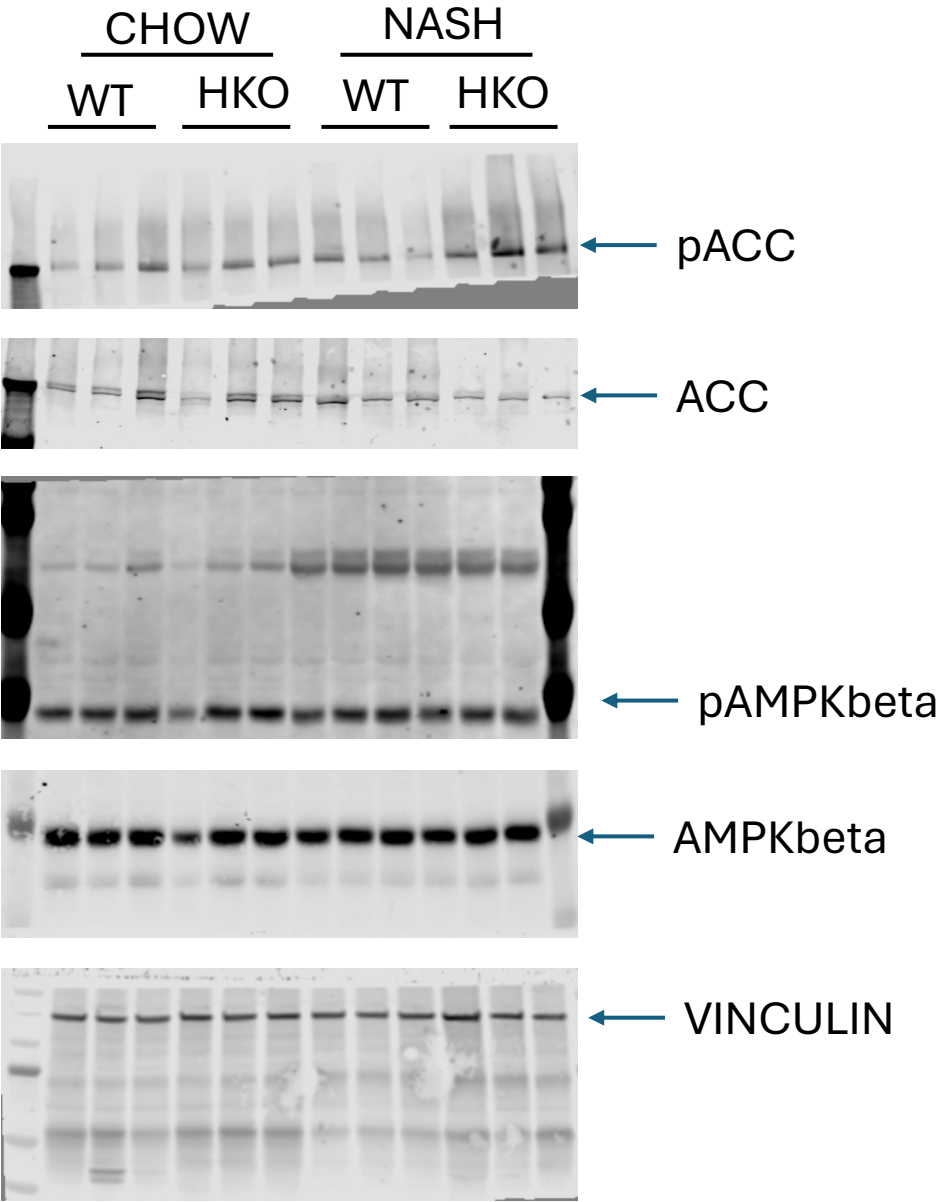

BLOTS FROM FIGURE 4c

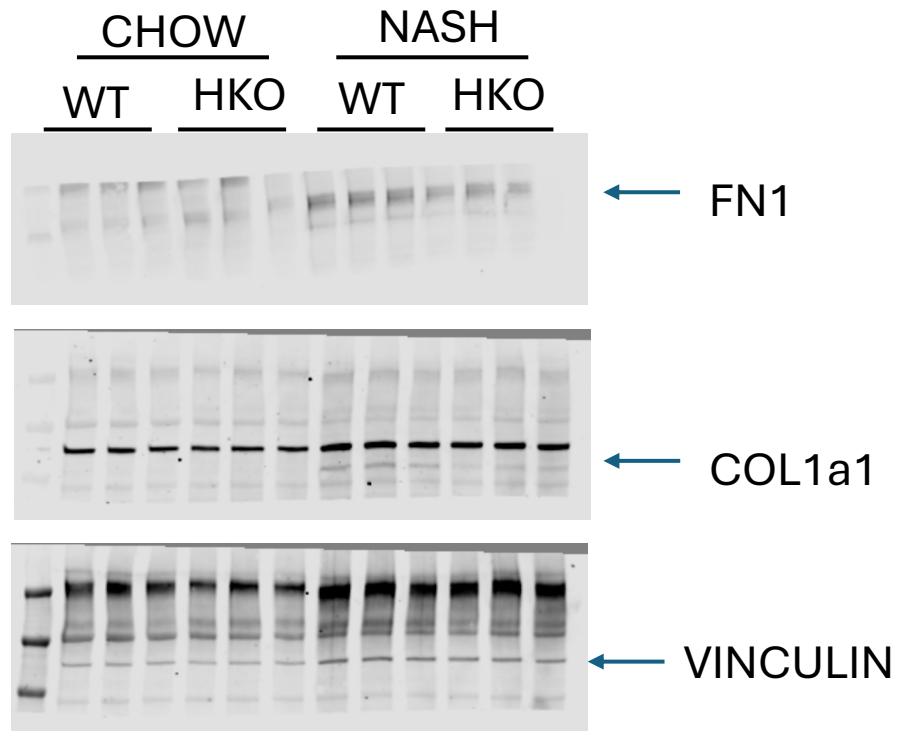

# BLOTS FROM FIGURE 6

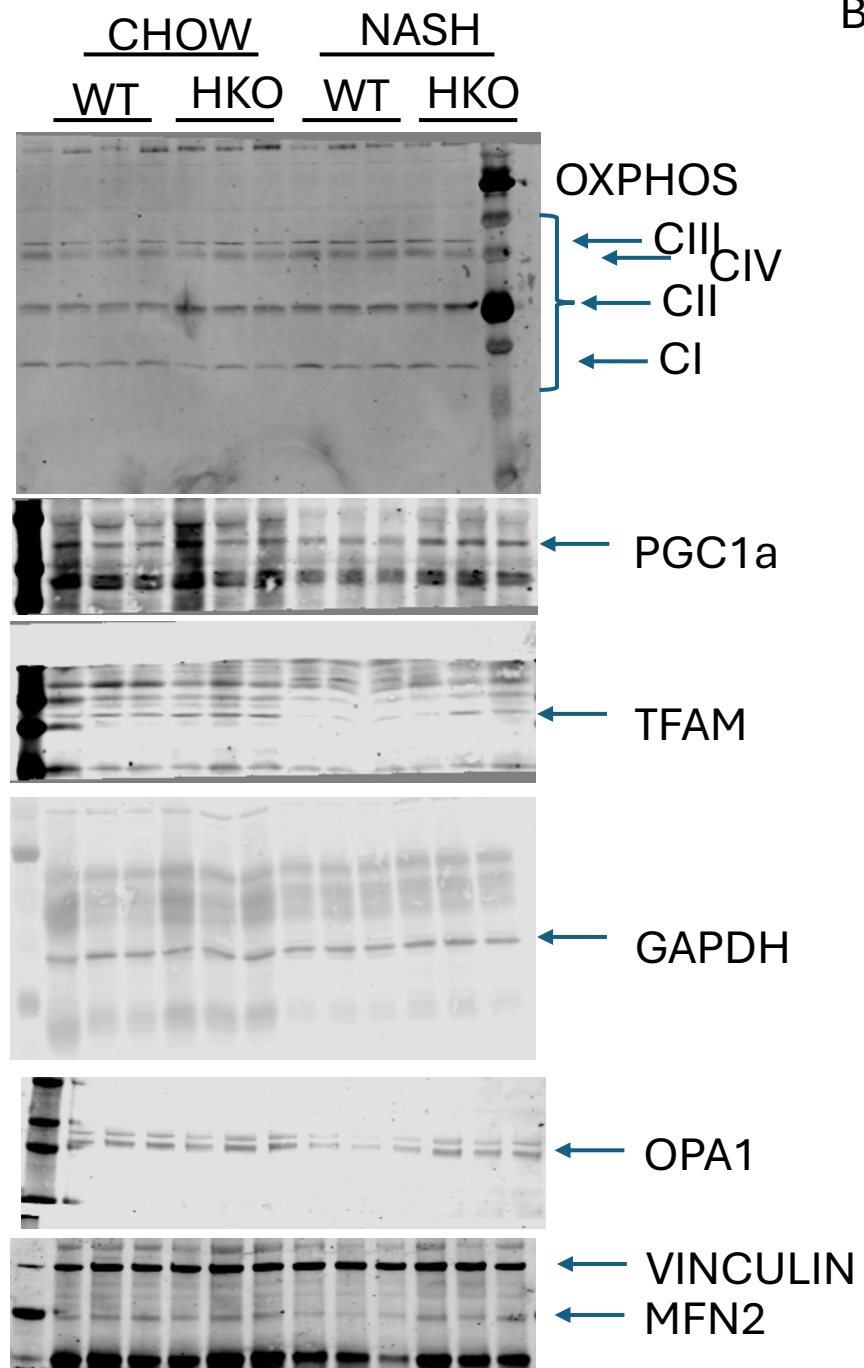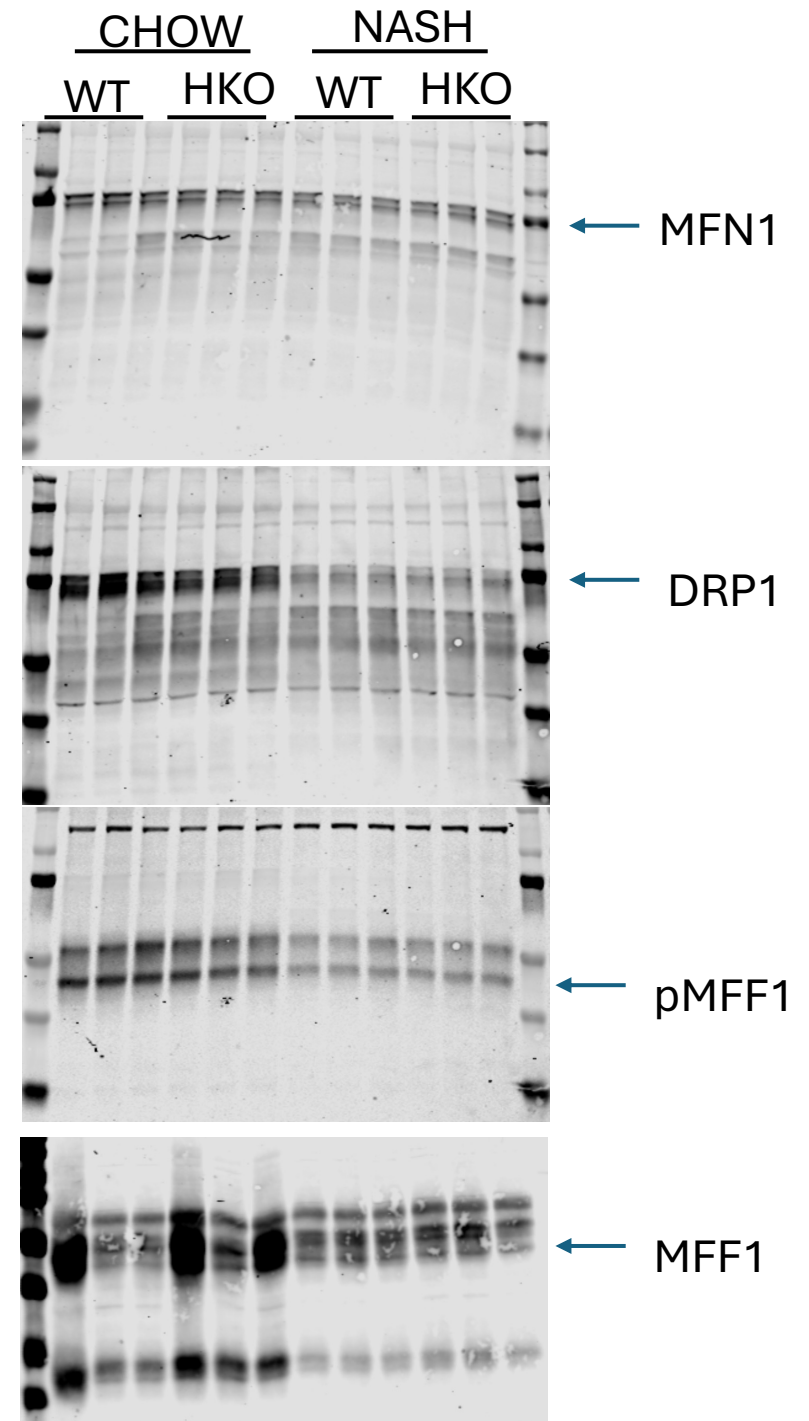

BLOTS FROM FIGURE 7A

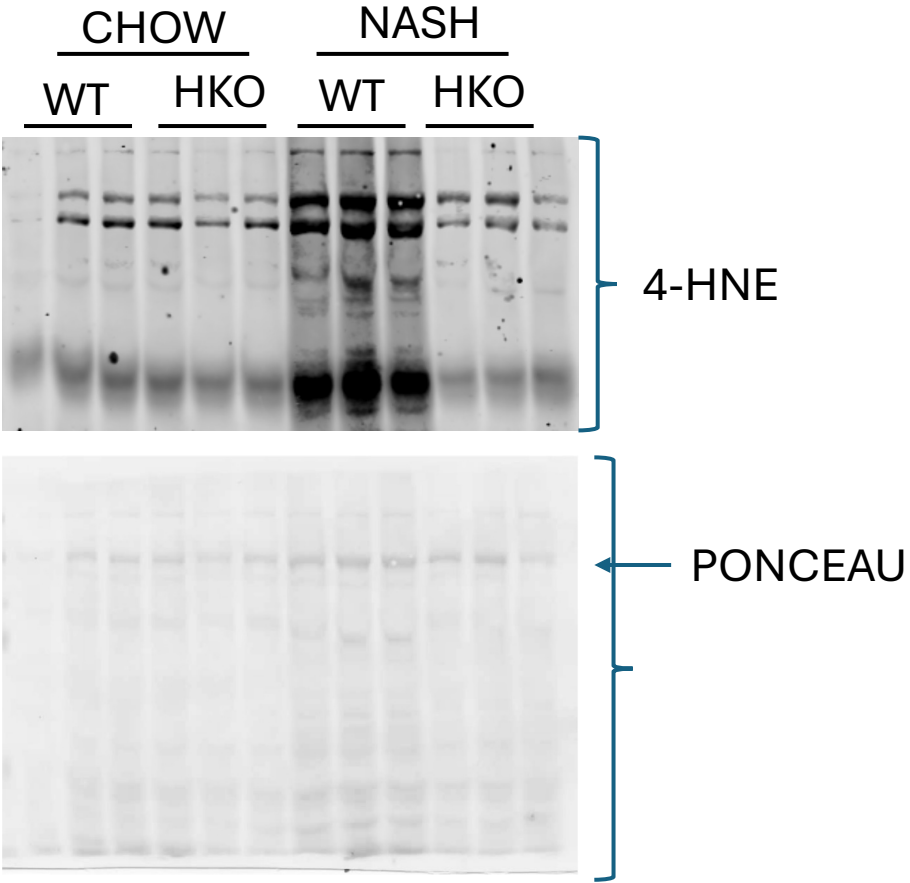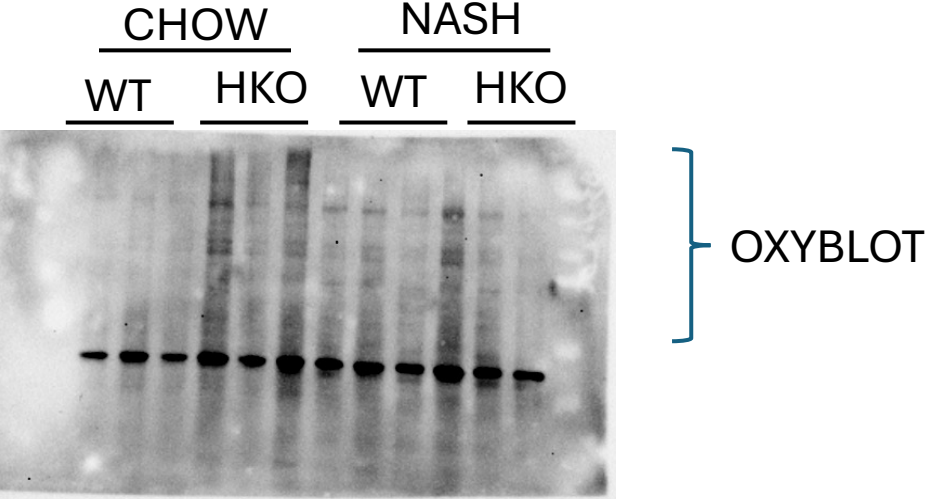

BLOTS FROM FIGURE 8A

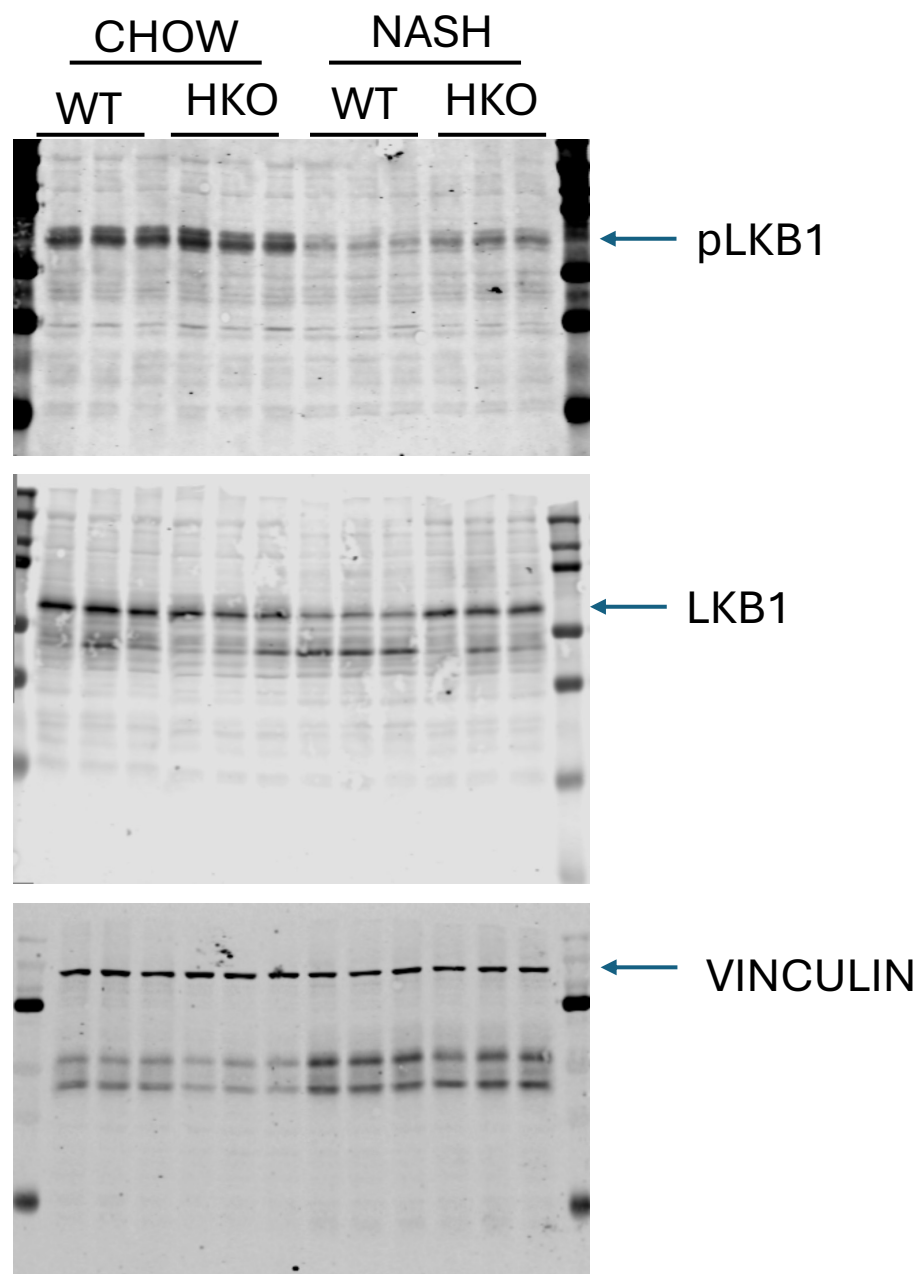

BLOTS FROM FIGURE 8C

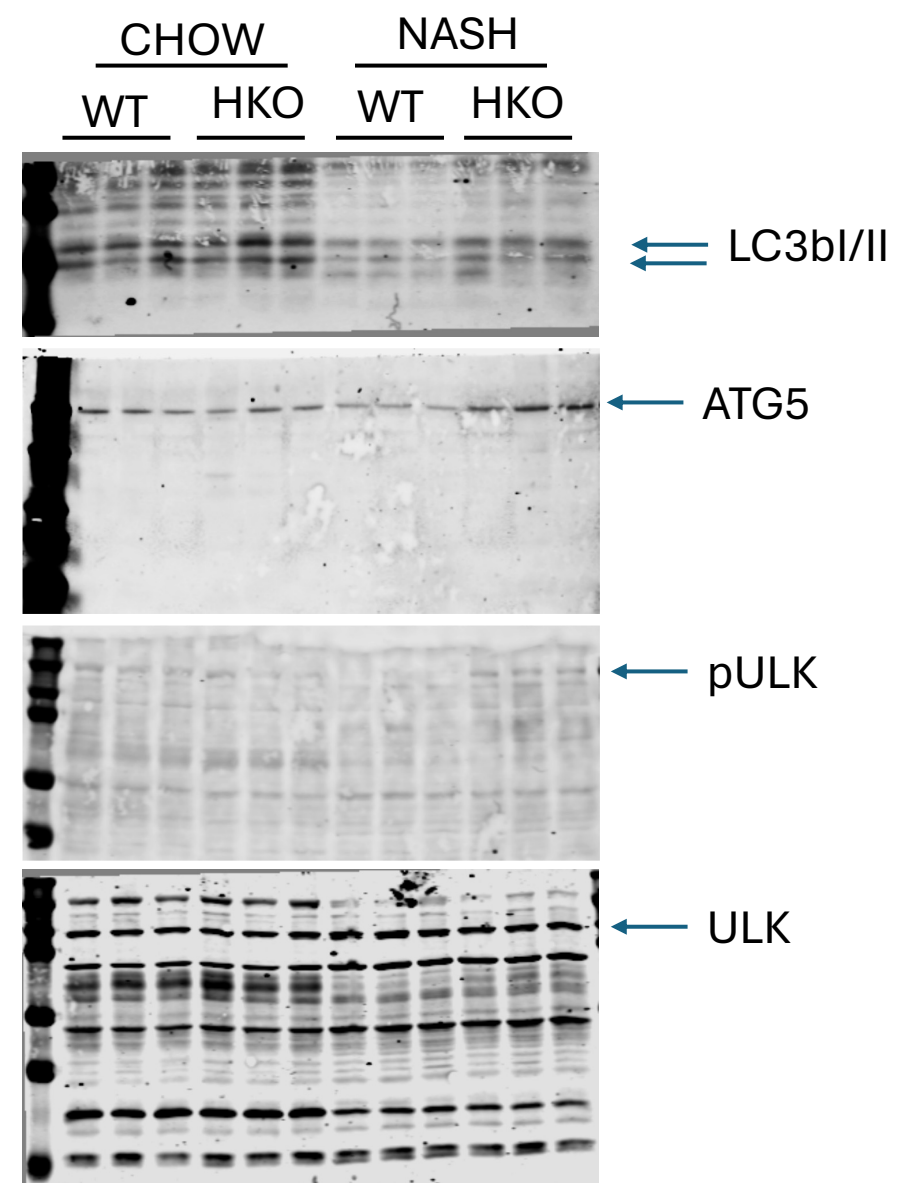

BLOTS FROM FIGURE 8B

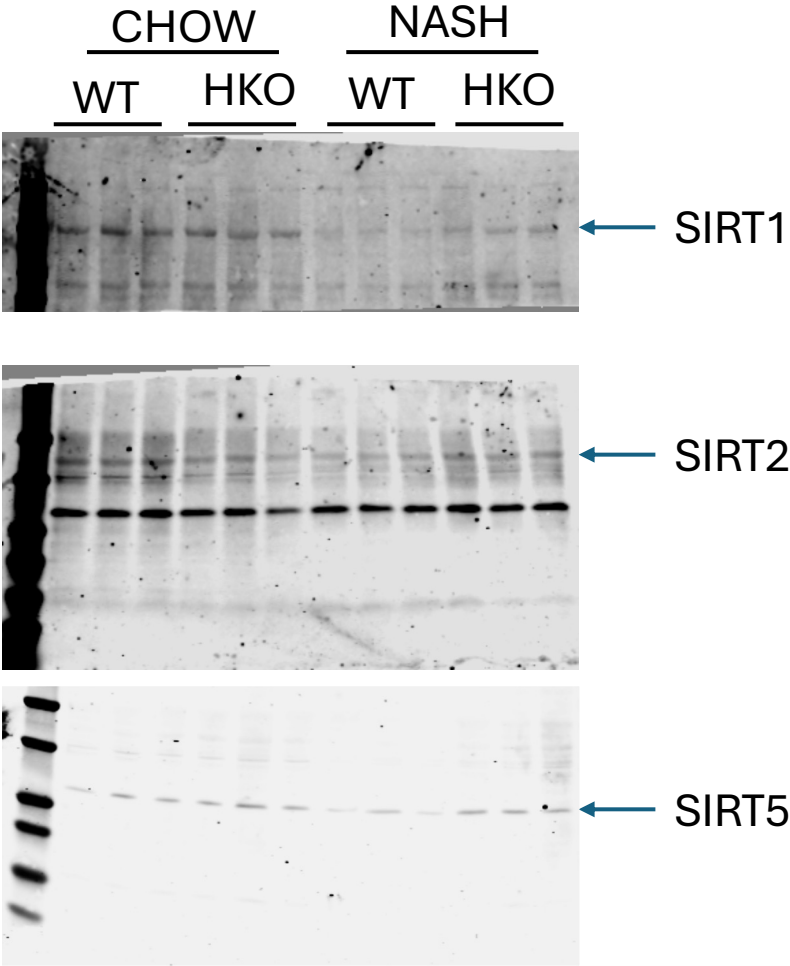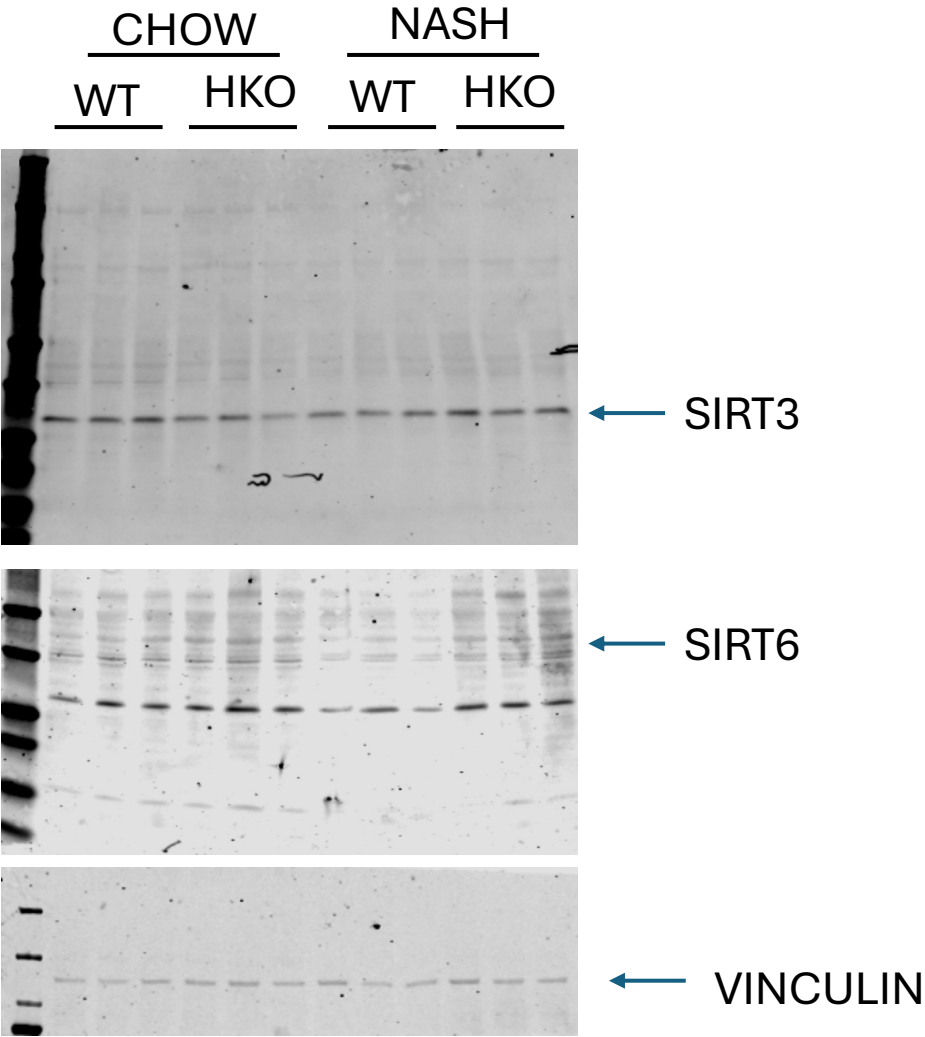

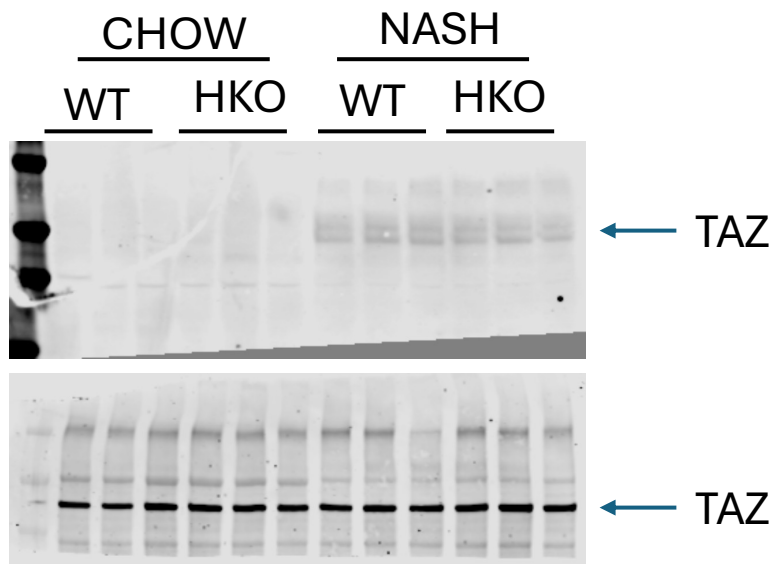

BLOTS FROM FIGURE 9F

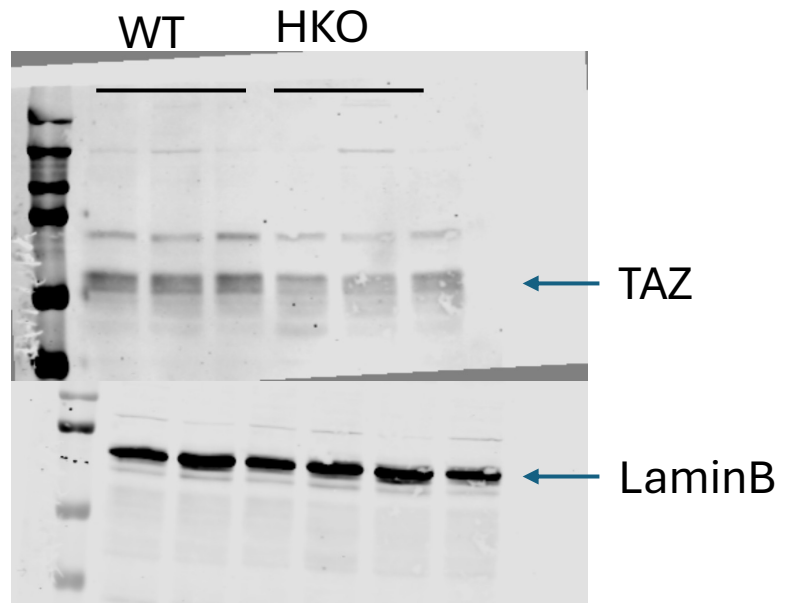

BLOTS FROM FIGURE 9G

BLOTS FROM SUPPLEMENTAL FIGURE 2

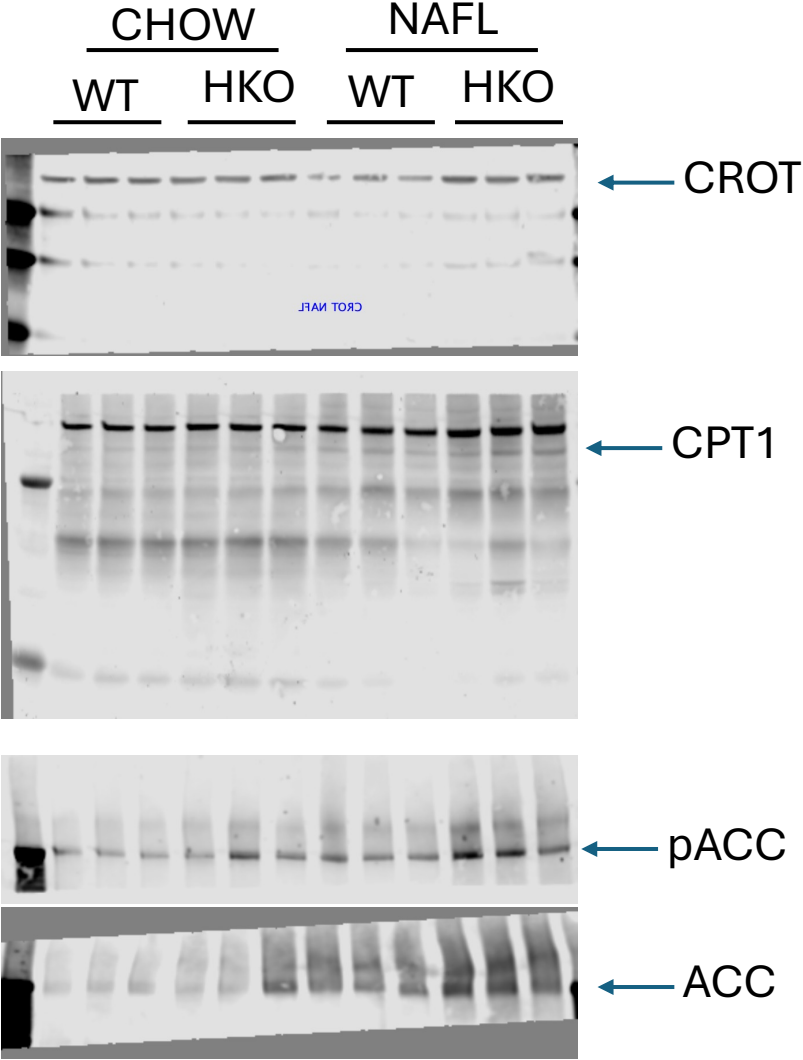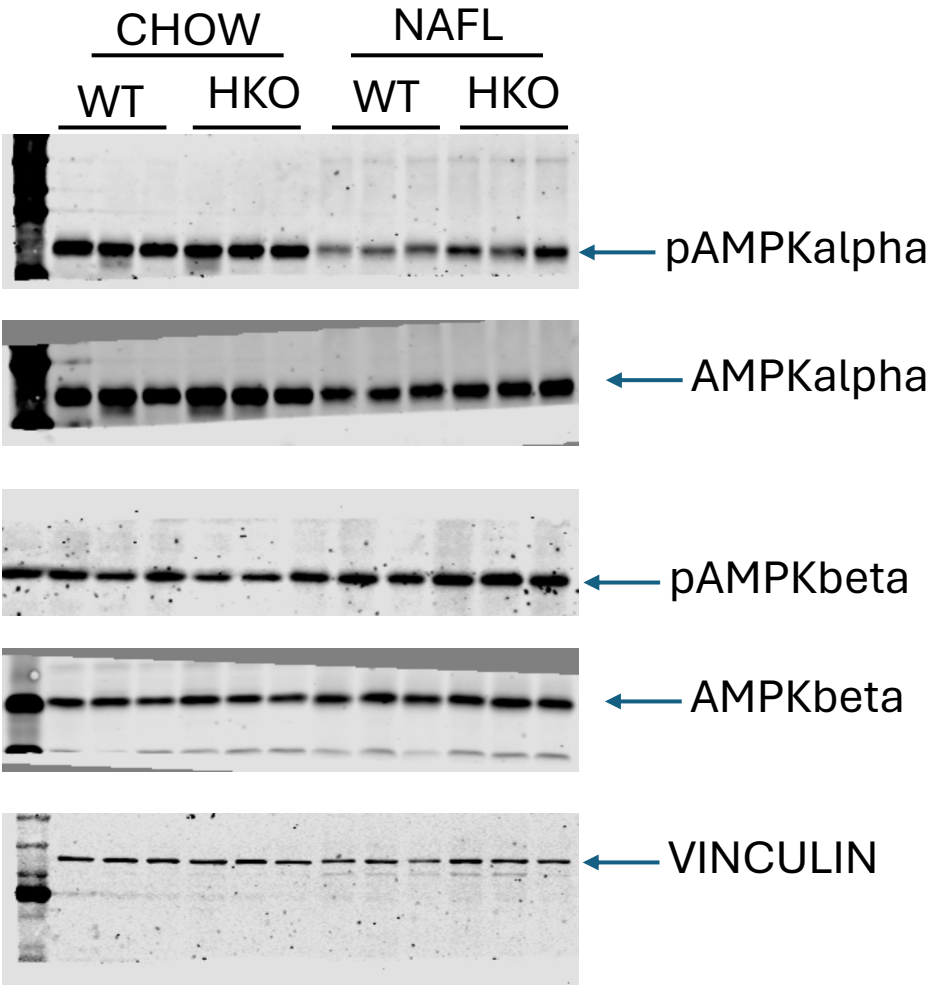

BLOTS FROM SUPPLEMENTAL FIGURE 3A

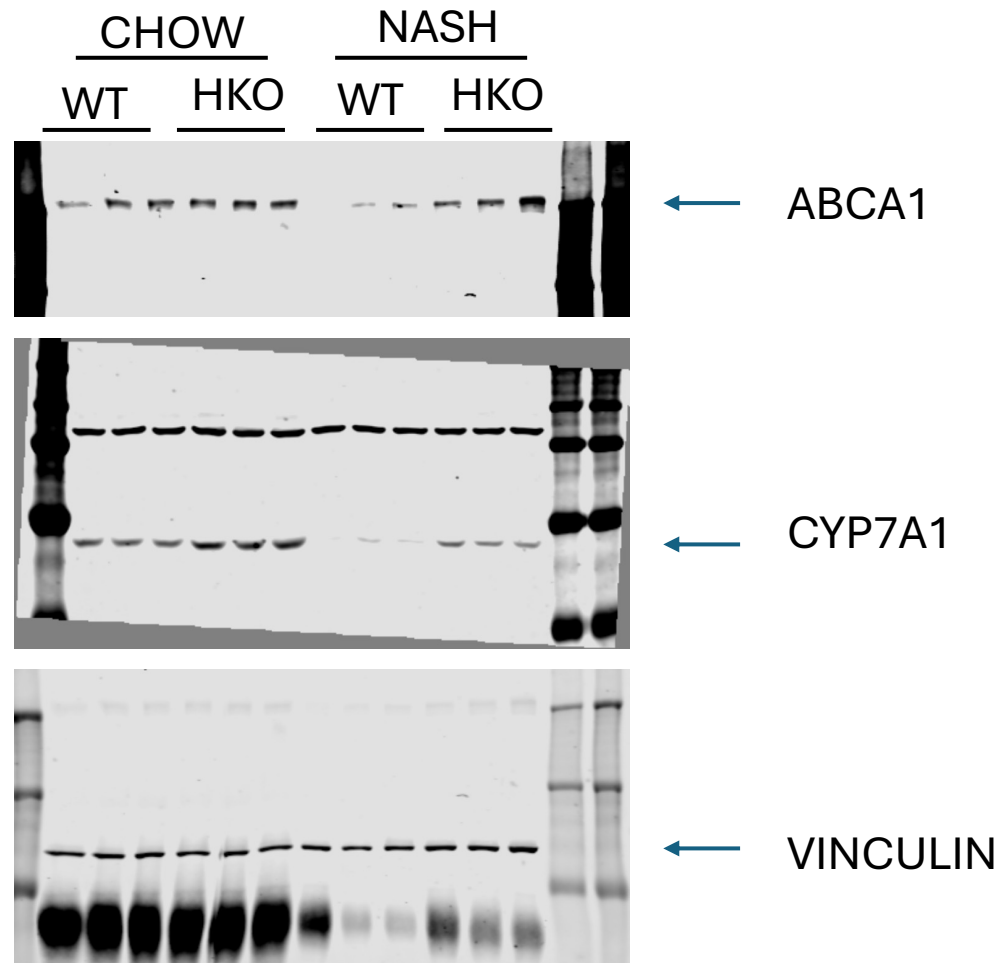

BLOTS FROM SUPPLEMENTAL FIGURE 6C

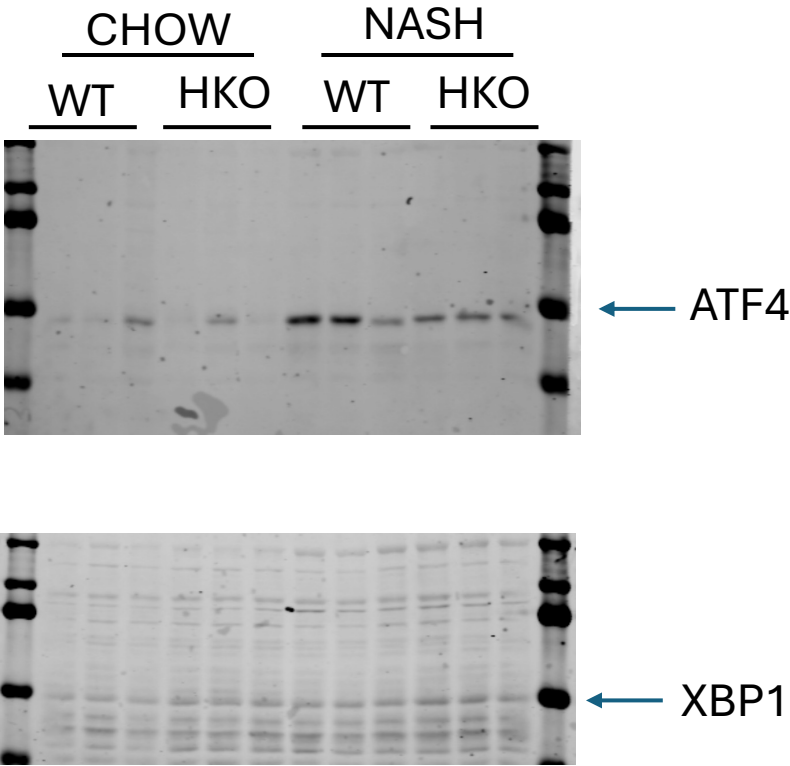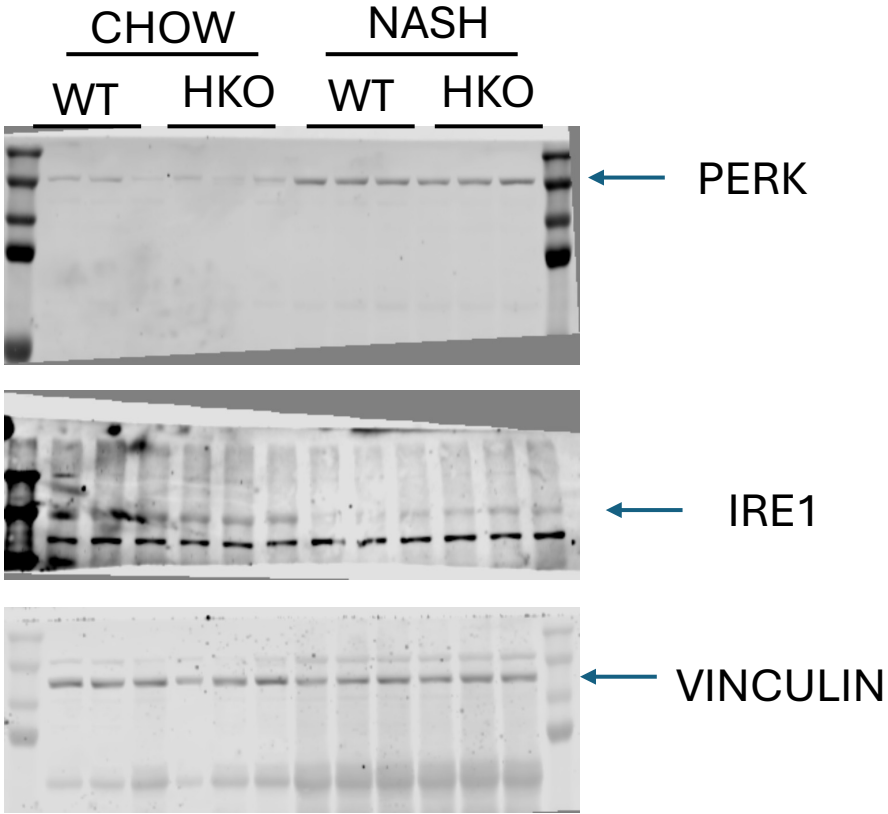

BLOTS FROM SUPPLEMENTAL FIGURE 6F

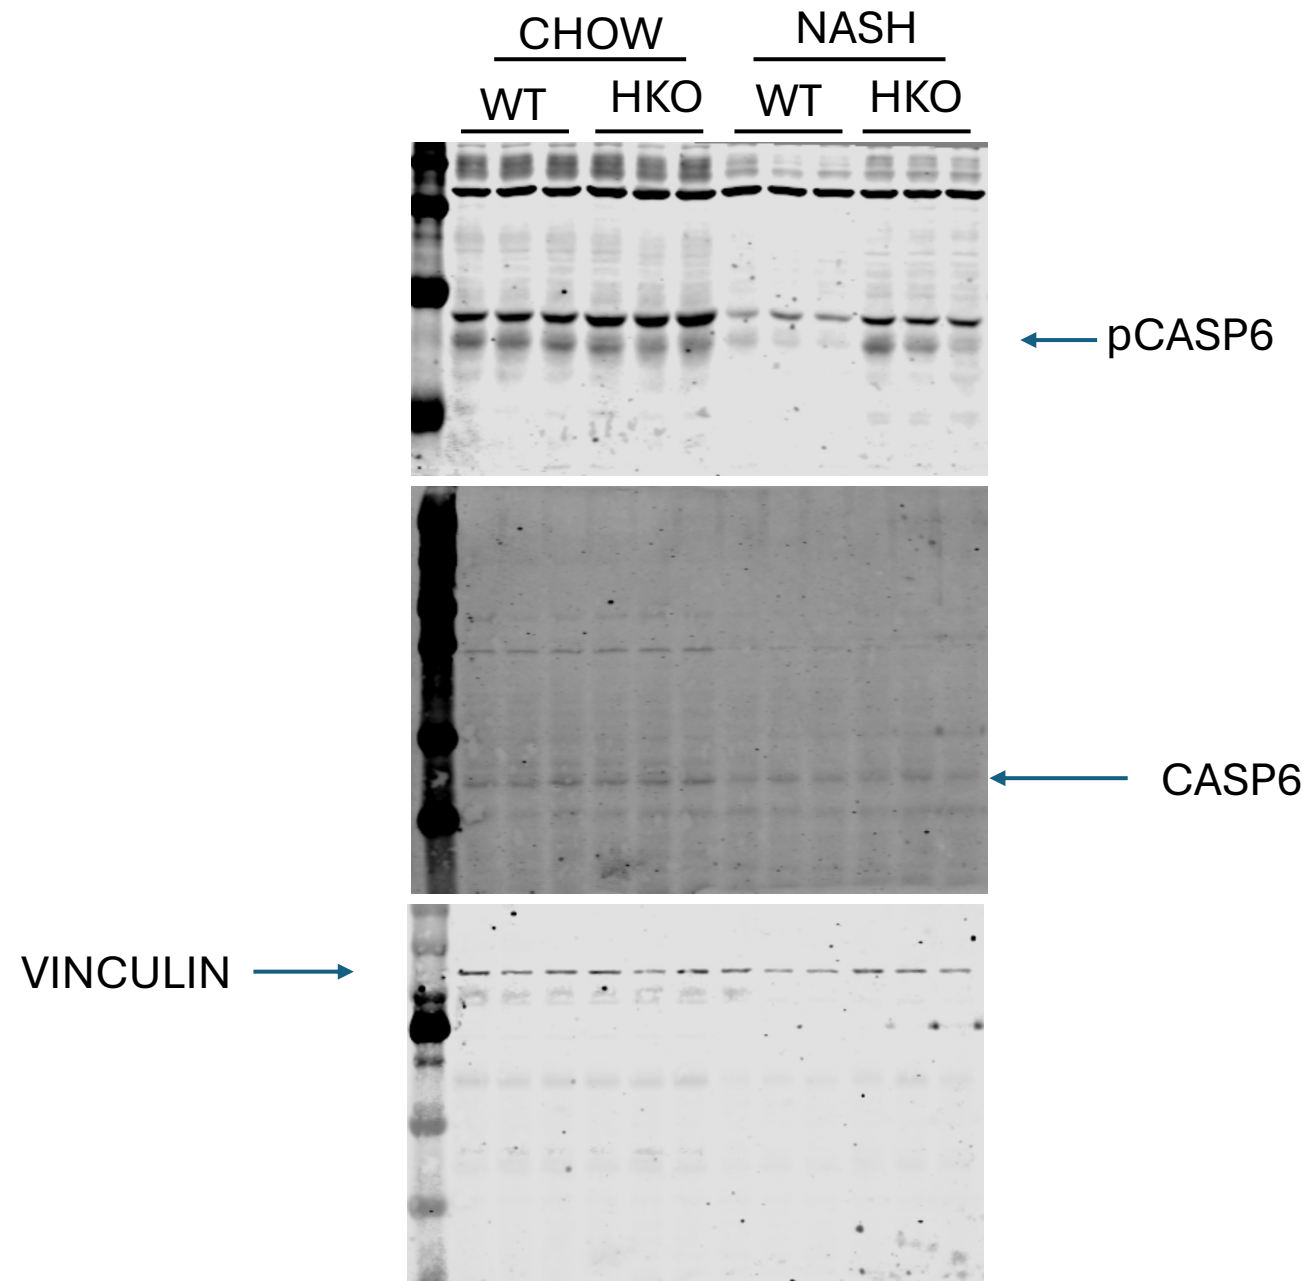

BLOTS FROM SUPPLEMENTAL FIGURE 8F

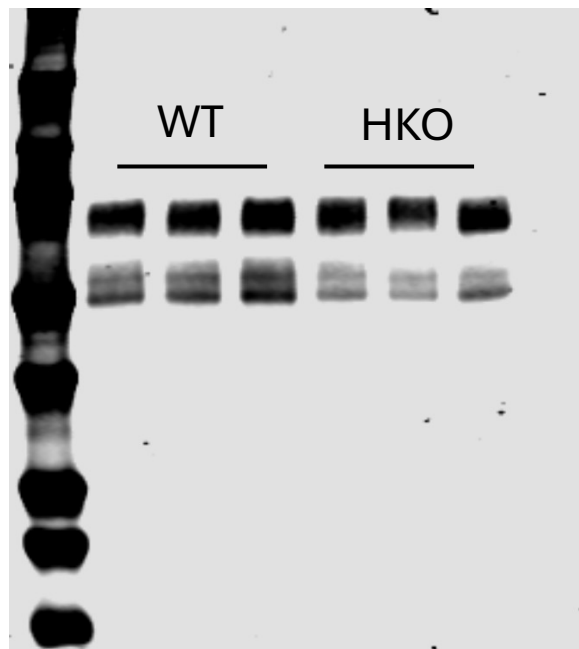

← YAP

← TAZ

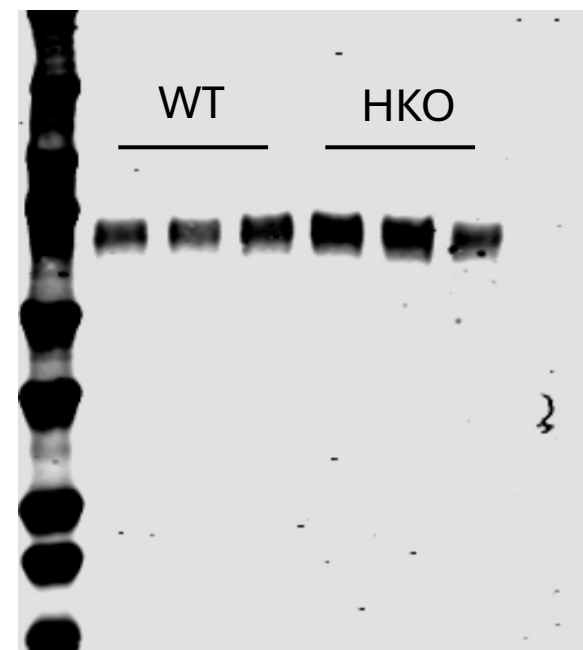

← YAP

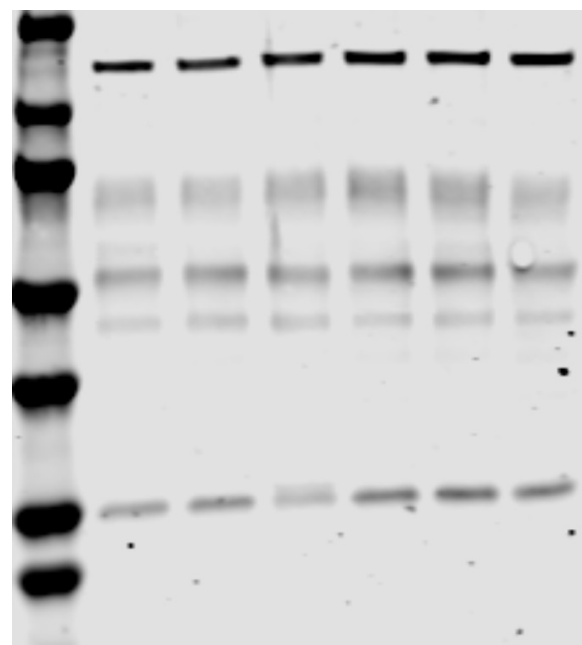

← VINCULIN

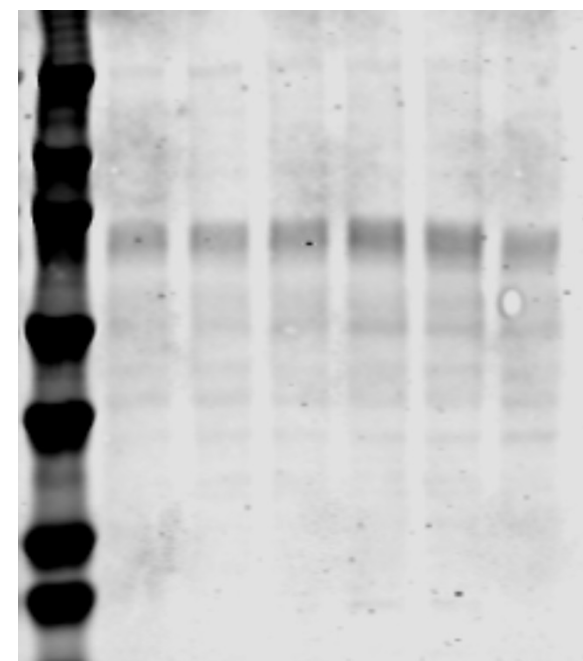

← TAZ

BLOTS FROM SUPPLEMENTAL FIGURE 8G

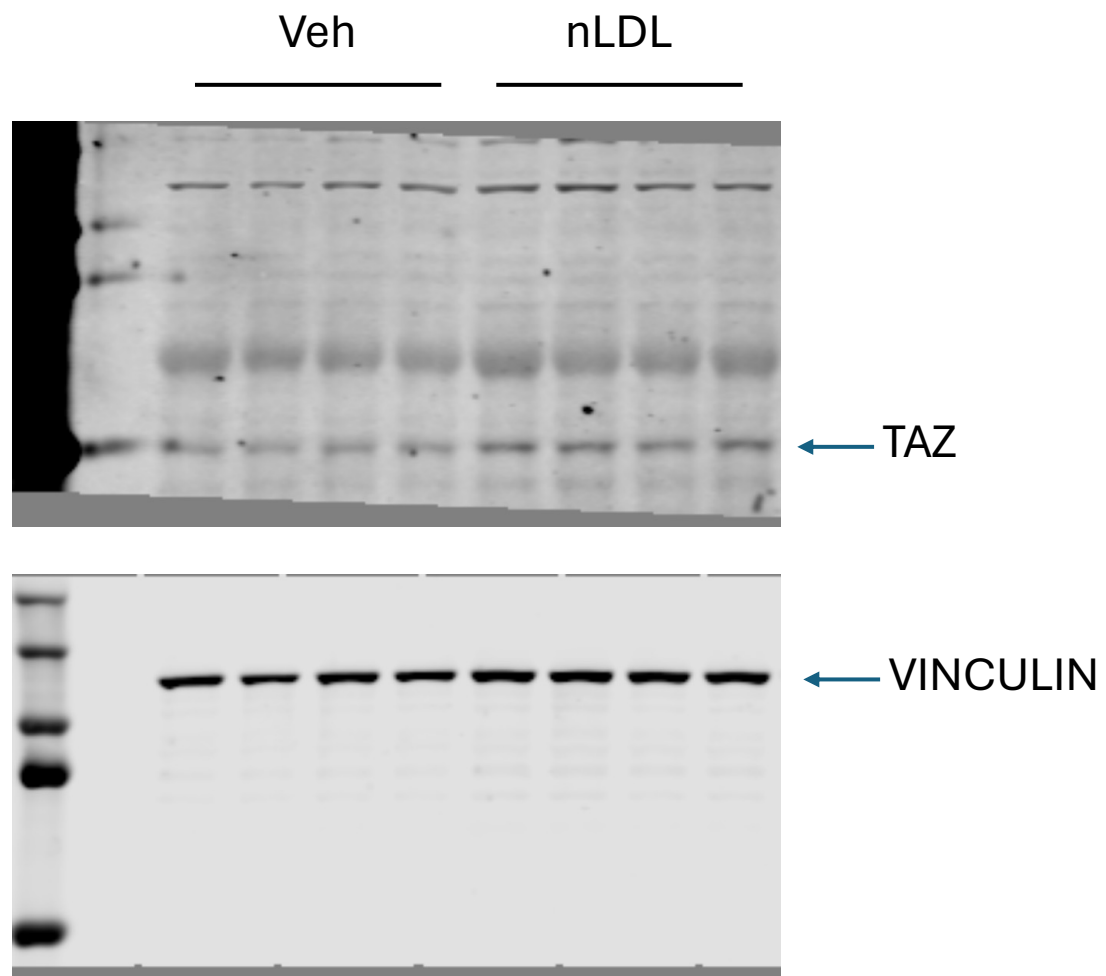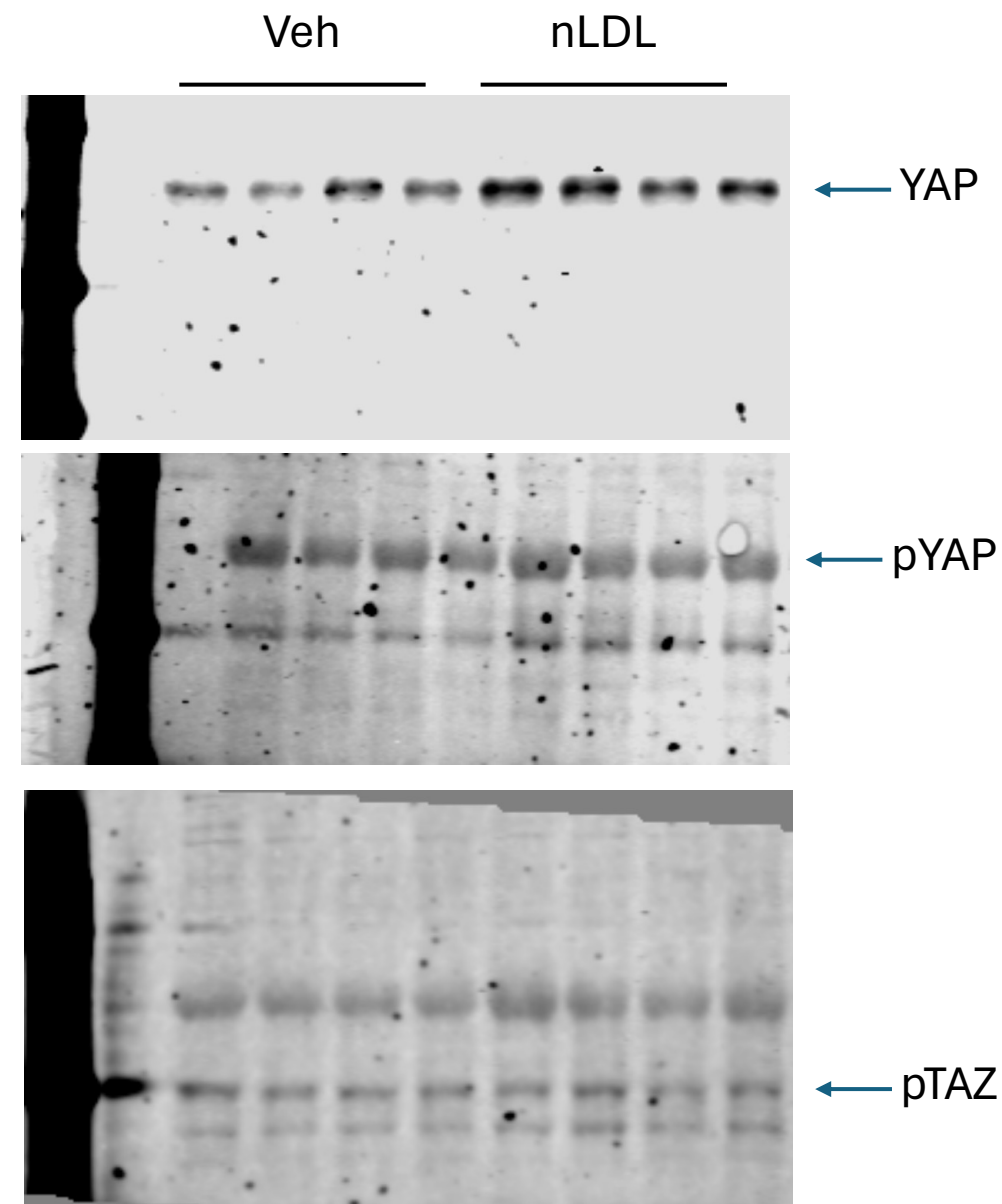

BLOTS FROM  
SUPPLEMETNAL  
FIGURE 8L

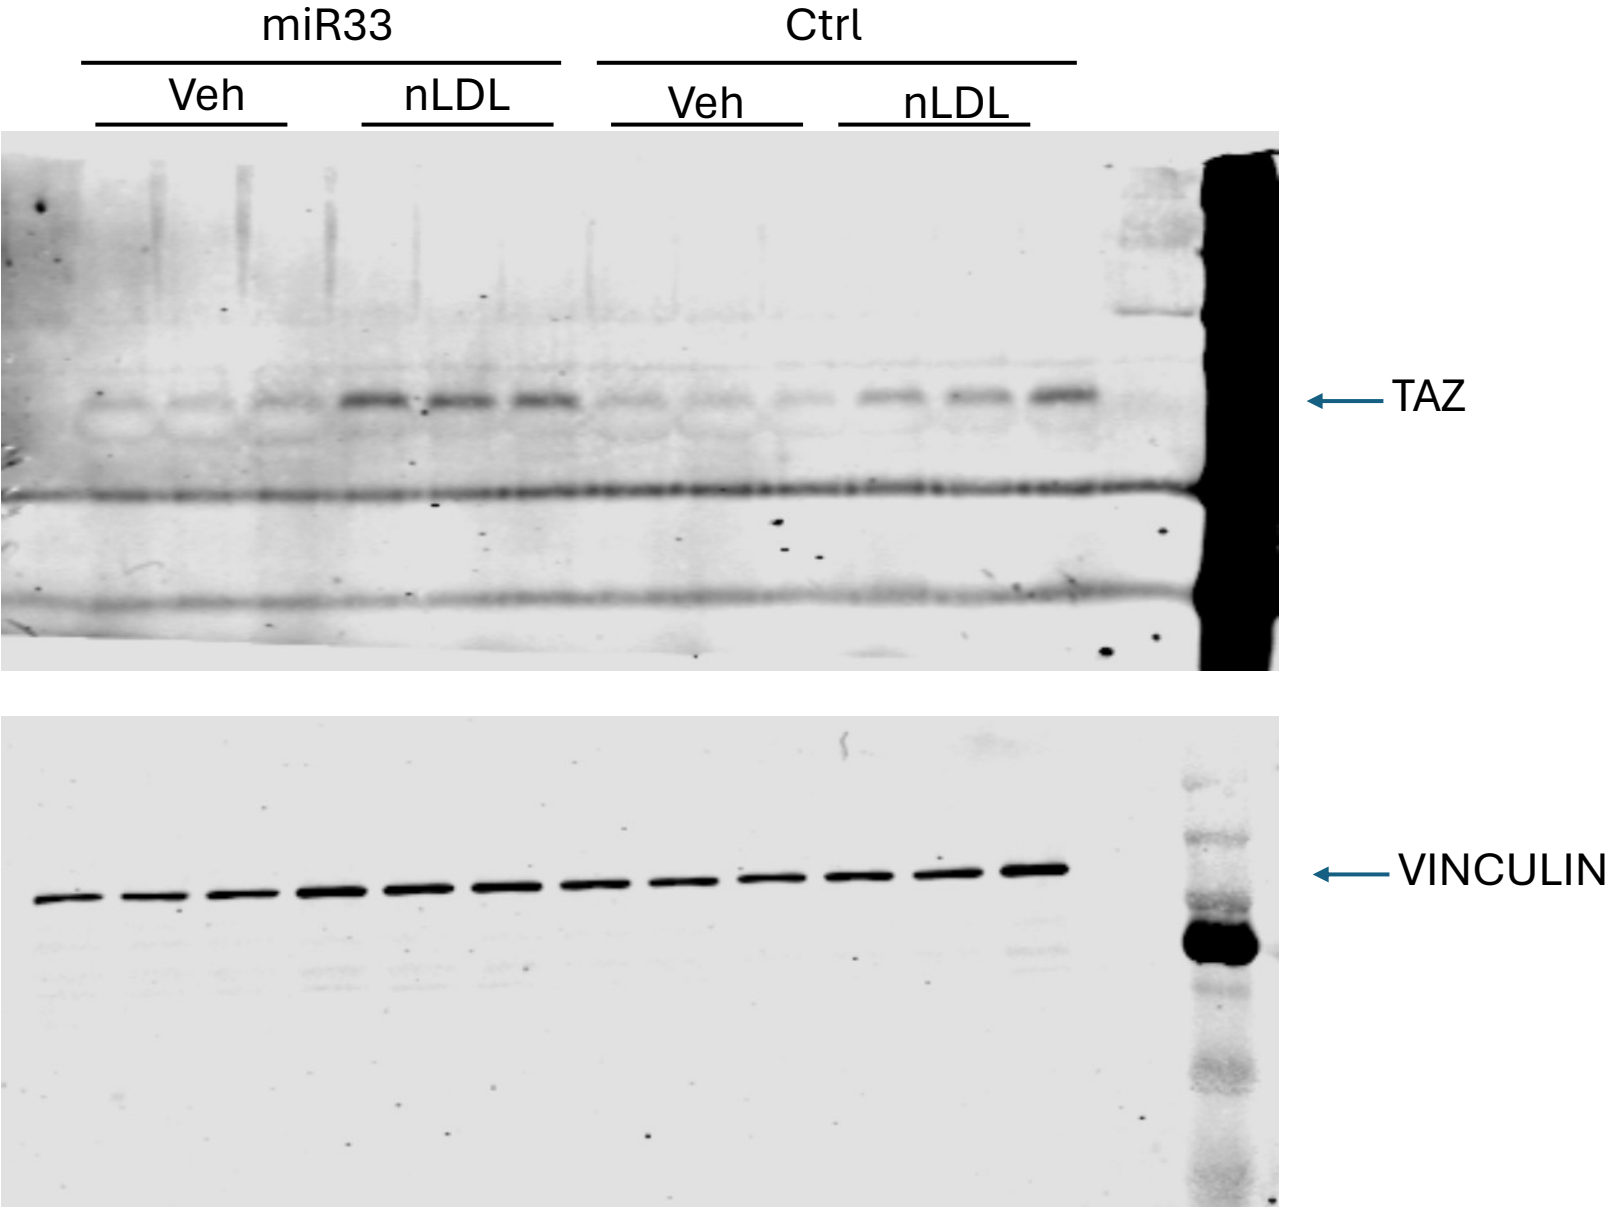

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

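RNA-Seq was analysed from the livers of 4 WT and 4 HKO male mice after 3 months of CD-HFD. The authors deposited estimated counts per gene, which Partek's expectation-maximization quantification gives before any normalization, for 17810 genes and 8 livers. Of the deposited values 80.3% are whole numbers, no column was left unmapped, and the lowest total of a listed gene over the livers is 1. The coordinates were taken as listed, on GRCm38; 17789 symbols matched RefSeq genes of that build, and 82.5% of these had the same start or end. Genotype and replicate number were taken from the labels. The labels name both a small RNA kit and rRNA depletion for these libraries, so the type of library is uncertain. The replicate numbers 1 to 4 occur in both genotypes and belong to different mice, so any pairing rests on the labels alone.

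The estimated counts were rounded to whole numbers. The main comparison used edgeR 4.0.16 in R 4.3.3, with TMM scaling, its default expression filter (minimum count 10), robust dispersion estimates and the quasi-likelihood test, adjusted by the Benjamini-Hochberg method over the 12395 genes tested. The threshold was an adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of the test's F. CPM values use TMM-scaled library sizes, and log2 CPM adds a prior count of 2. The paper's Figure 4 legend names t tests and 2-way ANOVA for the figure as a whole; which test gave its DEGs was not found in the text read here, and its threshold of an adjusted p was used. Alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), RLE, total count and upper quartile scaling, no expression filter, at least 10 counts in every liver, the legacy quasi-likelihood method, the replicate number as a block, a fold change above 1.5 added to the threshold, an unadjusted p, and each liver left out in turn.

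Gene sets were scored per liver as the mean log2 CPM of their tested genes and compared by a two-sided exact permutation test over the 70 allocations of the 8 livers, whose smallest p is 0.0286, with Benjamini-Hochberg adjustment over 9 sets. Matches to the miR-33 seed were counted in the longest annotated 3'UTR of each gene, and fold changes of genes with and without a match were compared with 10000 permutations within deciles of 3'UTR length and with 299 control words. Tests outside R used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

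The text names every gene that the paper names or shows in Figure 4A, B, D and E, genes of the sets discussed, and the 5 genes with the largest increase and the 5 with the largest decrease among those with an adjusted p under 0.05, a mean CPM of at least 1 and no overlap between the genotypes. This rule, the gene sets, the comparisons, the main settings and the alternatives were fixed before the data were examined. Which of these genes are given with values was decided afterwards.

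The models were tested on simulated counts for 12395 genes, of which 200 were changed. The main model recovered 95% of the genes changed by 2 on the log2 scale and 82% of those changed by 1, and 8.29% of its calls were unchanged genes. For DESeq2 the numbers were 95%, 85% and 14.7%, and for limma-voom 95%, 77% and 4.44%. No change smaller than 1 on the log2 scale was planted, so this says nothing about the power for smaller changes. The median size of the log2 fold change among the genes called in the real data was 0.66. The set test recovered 6 of 6 sets of 25 genes drawn from 12395 with a planted shift of 0.8, and called 0 of 3 sets without a shift. Since an adjusted p under 0.05 needs at least 6 of 9 sets at the smallest p, this result depends on planting 6 sets and says nothing about the power of the set test on the real data. The seed test on 11679 genes gave p = 0.001 from its permutations for a planted shift of 0.1 and p = 0.104 without one.

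The total of 12174339 to 18735785 counts per liver puts the floor of 3 counts between 0.16 and 0.246 CPM. A fold change against a genotype whose livers were all at or under the floor is given as a lower bound. Mir33, genes of the mitochondrial chromosome, the TargetScan predictions and the chow diet gene list were not analysed here.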

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

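The tests of the histone genes and of the cholesterol genes were chosen only after the results were seen. So were the looks at the order numbers of the libraries and at the order of the tag numbers. The tests of GC content, gene length, most abundant genes, the litter pair and the Mir33 region were set beforehand.

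Among 144 groups of 4 livers (library measures, set scores and the CPM of 59 genes given in the text), 12 had a liver far from the other 3, where chance gives about 7. Of these, 3 belong to WT replicate 1 and concern lipid and mitochondrial carrier genes. Hmgcs1 was 1082 CPM in that liver against 187 to 319 CPM in the other WT livers, Gpam was 656 CPM against 311 to 368 CPM, and Slc25a51 was 40.6 CPM against 66 to 70.2 CPM. The cholesterol synthesis and uptake set differed by -0.45 between the genotypes and by -0.0487 without WT replicate 1, so a candidate explanation of its lower mean in HKO livers is this WT liver alone. Whether that liver differs for a technical or a biological reason was not tested, and the labels give no condition that sets it apart.

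The other livers far from their group were spread over 2 scores and 7 genes. WT replicate 3 scored 5.73 on nuclear genes of oxidative phosphorylation against 5.98 to 6.03, and WT replicate 2 scored 5.89 on cytochrome P450 families 1 to 4 against 5.75 to 5.78. WT replicate 2 also had 54.7 CPM of Cidec against 21.4 to 25 CPM and 281 CPM of Cyp2c38 against 203 to 213 CPM. WT replicate 4 had 69.8 CPM of Atp8b1 against 58.2 to 58.6 CPM, 173 CPM of Cyp1a2 against at most 145 CPM, 280.3 CPM of Ddx3x against 298 to 301 CPM and 219 CPM of Edem1 against 187 to 190 CPM. HKO replicate 3 had 449 CPM of Hsd3b5 against 193 to 216 CPM. For these livers no biological explanation was tested.

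The genes with the largest changes that the paper does not discuss were H2bc23 and H4bc24 (log2 fold change 4.05 each), Adgrf1 (4.00), H2bc12 (3.74) and Enho (3.06), higher in HKO livers, and Rad51b (-4.32), Gprc5b (-4.26) and Gm32468 (-3.92), lower. They were picked for the size of their change. Each had an adjusted p under 0.05 from edgeR's quasi-likelihood test and no overlap between the genotypes, and all but Rad51b and H2bc12 kept their call in all 8 fits that each left out a liver. The levels are low, with a mean of 2.26 CPM in HKO livers for H2bc23 and 4.28 CPM for Adgrf1.

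H2bc23 and H4bc24 are listed with the same coordinates on chromosome 13, from 21806412 to 21837530, and held identical counts in all 8 livers, so they are a shared measurement rather than separate ones, consistent with reads split between overlapping genes. This does not account for the difference between the genotypes. If RNA without a poly(A) tail had been kept to a different extent, other histone genes would be higher too. Of 6 such genes, 2 were higher and 4 lower, with overlap between the genotypes. Their mean difference was -0.33 (two-sided exact permutation test, p = 0.114). A common rise did not show, but genes going both ways cannot exclude this explanation. The labels also conflict on how the libraries were made. Of the 11 other tested genes within 1 Mb of these genes, 0 were called (2 at an unadjusted p under 0.05), but this count leaves out H2bc12, a neighbour of H2bc23 that was called, so the histone changes cannot be told apart from a strain variant near the cluster. With these explanations and the order numbers below left open, no biological explanation of the histone genes was tested.

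For the changed genes as a whole, 1 of the 35 splits of the 8 livers into 4 and 4 gave as many genes with an adjusted p under 0.05 as the genotypes, namely the real split, and no other split gave more than 1 gene. Among the 8 splits that part all same-numbered pairs it was also 1, a number of splits too small for a share under 0.05. The other splits leave some same-numbered pairs together. Log2 fold changes had a Spearman rho across genes of -0.0541 with GC content and of 0.0583 with transcript length. The share of the 10 most abundant genes in HKO livers went down to 17.5%, within the range of WT livers. The deviations of WT replicate 4 and HKO replicate 1, which have neighbouring tag numbers, had a correlation of -0.166 across genes. For 6 of the 8 livers the nearest tag number belongs to the same genotype (WT replicates 1 to 3 with tags 4393 to 4397, HKO replicates 2 to 4 with tags 4373 to 4376), so this pair cannot test mice grouped by genotype in litters or cages, and the differences between genotypes cannot be told apart from such a grouping. Within 10 Mb of Mir33, 5.38% of 223 tested genes were called against 5.03% of all tested genes (two-sided Fisher's exact test, p = 0.757). Along the order numbers of the libraries the genotype changes 1 time. The differences between genotypes therefore cannot be told apart from the effect of any step done in that order. The column names do not say whether a step was done in it.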

How the results depend on the processing

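No test in this part was chosen after its result was seen.

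The 624 genes with an adjusted p under 0.05 stayed within 1.5 times of that number under limma-voom, RLE, total count and upper quartile scaling, both other expression filters and the legacy method, from 576 to 740 genes. DESeq2 gave 1014 genes (385 higher and 629 lower in HKO livers), with 49 genes of Figure 4B, 50 of Figure 4D, 6 of the bile acid genes and 8 of the miR-33 targets called. A fold change above 1.5 gave 367 genes (107 higher, 260 lower), with 13 genes of Figure 4B and 0 each of the bile acid genes and miR-33 targets; at an unadjusted p under 0.05 these were 7 and 14. An unadjusted p under 0.05 gave 2455 genes (1126 higher, 1329 lower), with 50 genes of Figure 4B and 52 of Figure 4D. Total count scaling gave 119 genes higher and 621 lower, so 16.1% of calls were higher against 33% with TMM, and it moved the median log2 fold change of all tested genes from 0.01 to -0.08. The cause of these differences was not tested.

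Across the 8 fits that each left out a liver, the numbers ran from 212 to 598 genes in all, from 61 to 230 higher and from 151 to 368 lower. They ran from 4 to 6 of the genes of Figure 4A, from 6 to 26 of Figure 4B, from 16 to 32 of Figure 4D, from 0 to 4 of the bile acid genes and from 0 to 5 of the miR-33 targets. The lowest totals came without WT replicate 2 and without WT replicate 1.

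With the replicate number as a block, 456 genes were called, 394 of them among the 624, and 4 genes of Figure 4A. Same-numbered livers are different mice, and their deviations from the group means had a mean correlation of -0.071 across genes, against 0.0238 for the other 12 pairs of a WT and an HKO liver. The set differences are the same with this block by construction, and the paired sign-flip test of 4 pairs cannot give a p under 0.125.

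Of the set differences, FA uptake, FA synthesis, cholesterol, bile acid, fatty acid oxidation, collagens and cytochrome P450 kept their direction under every setting run, and none of the 9 sets had an adjusted p under 0.05 under any setting, which shows no stability, since at least 6 sets would have to reach the smallest p. Nuclear genes of oxidative phosphorylation changed from -0.04 to 0.00269 with the median over genes, and ranged from -0.112 to 0.0168 when each liver was left out. The FA synthesis set ranged from -0.527 (without WT replicate 3) to -0.253 (without HKO replicate 3) when each liver was left out. In these same leave-one-out runs the inflammation set ranged from -0.0722 to 0.0413, the cholesterol set from -0.661 to -0.0487, the fatty acid oxidation set from -0.46 to -0.40, the collagens from -0.902 to -0.69, the bile acid set from 0.144 to 0.206 and cytochrome P450 from -0.239 to -0.0426 (without HKO replicate 3). Total count scaling gave values outside these ranges, with -0.128 for oxidative phosphorylation, -0.102 for inflammation, -0.524 for fatty acid oxidation, 0.0937 for bile acid and -0.259 for cytochrome P450, and the median over genes gave -0.387 for fatty acid oxidation.

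The difference of genes with a miR-33 seed match in the 3'UTR was 0.00708. It was -0.0394 with 8-base matches (two-sided permutation p = 0.0454), 0.0276 with matches in the coding sequence (two-sided permutation p = 0.0169), and from -0.00975 to 0.0214 when each liver was left out, where p over all settings ranged from 0.0169 to 0.974.

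For the log2 fold changes of 59 genes given in the text, under the 17 settings run for them, 860 results kept their direction and side of the threshold, 99 fell to the other side of it, 27 passed it and 5 changed direction. DESeq2 moved 13 past it. Prkaa1 changed to -0.0695 under total count scaling, and ranged from -0.0534 to 0.13 when each liver was left out. Ppargc1a ranged from -0.19 to 0.22. Leaving out WT replicate 2 lost the call of 15 of the 59 genes, and leaving out WT replicate 1 that of 14. With at least 10 counts in every liver, 48 of the 59 genes were tested. Depth limits genes near the floor, such as Cidea and H2bc23, to bounds or wide errors.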

Differences from the paper's values

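No test in this part was chosen after its result was seen.

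The paper's number of DEGs is 1,082, its number higher in HKO livers is 421 and its number lower is 661, while 624, 206 and 418 were found with edgeR. With DESeq2 the numbers were 1014, 385 and 629, each within 1.5 times of the paper's. With total count scaling the totals of 740 and of 621 lower were within that range, and the 119 higher were not. None of the other alternatives set before the data were examined brought any of the 3 numbers within 1.5 times. Figure 4E gives a larger number of upregulated genes, about 1100 in Fig. 4E, read by eye, against 206 here; an unadjusted p under 0.05 gave 1126, and no other alternative came within 1.5 times.

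The heat map of Figure 4B shows about 51 genes in Fig. 4B, read by eye, of which 25 were called with edgeR. DESeq2 called 49 and an unadjusted p under 0.05 gave 50; the other alternatives called from 6 to 29. The heat map of Figure 4D shows about 52 genes in Fig. 4D, read by eye, of which 33 were called. DESeq2 called 50, limma-voom and total count scaling 35 each, and an unadjusted p gave 52; the others called from 16 to 34. The legend gives a fold change cutoff as well, and 27 of the 51 and 42 of the 52 genes had an absolute fold change above 1.5.

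The paper states that Cyp7a1, Abcb11, Abcg8 and Abcg5 are upregulated. They were higher here with adjusted p from edgeR of 0.0773, 0.099, 0.0878 and 0.127. DESeq2 called Cyp7a1, Abcb11 and Abcg8, limma-voom called Cyp7a1, and single fits that left out a liver called Cyp7a1 (without HKO replicate 4) and Abcb11 (without WT replicate 3). None of the alternatives set before the data were examined, apart from an unadjusted p, called Abcg5. Of the miR-33 targets named in the text or shown in Figure 4E, 4 of 15 were called, and 8 with DESeq2. Ski, Slc25a51, Slc30a1, Edem1, Il17ra and Zbtb2 were called under no alternative except an unadjusted p.

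The paper states that inflammatory genes are downregulated and that the repression of CYP genes is prevented. For liver inflammation at the MASH stage it reports no significant reduction. The sets chosen before the data were examined differed by -0.02 for inflammation and by -0.17 for cytochrome P450 families 1 to 4, with overlap between the genotypes. The latter was -0.0426 without HKO replicate 3. All libraries came from mice on CD-HFD, so whether a repression by the diet was prevented was not tested. The paper states a rise in FAO, which it measured as oxidation and which was not analysed here; at the level of mRNA the fatty acid oxidation set was lower by a difference of -0.44.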

Other observations

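The tests of scaling, PPARalpha targets and hepatocyte markers for the fatty acid oxidation genes, and those of sex-biased genes and of the miR-33 seed as a release of targets, were chosen only after the result was seen; the tests of stellate cell markers and zonation were set beforehand.

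The fatty acid oxidation set was lower in HKO livers. Under total count and upper quartile scaling it stayed lower, with the difference closest to 0 at -0.436. Hepatocyte markers were not lower, since the periportal markers differed by 0.359 and the pericentral markers by 0.47 in the other direction, so a smaller share of hepatocyte RNA did not show. PPARalpha targets that had not been looked at before, 29 genes, differed by -0.777, with 28 of them lower, 15 called and no overlap (two-sided exact permutation test, p = 0.0286, adjusted p = 0.114 over 4 sets). Lower PPARalpha-dependent transcription in HKO livers could give this, but that hypothesis was found and tested on the same data. It cannot be told apart from a step done in the order of the library numbers or from litters or cages grouped by genotype.

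Genes that the paper names elsewhere had these mRNA log2 fold changes in livers at the MASL stage. For Cpt1a, Crot, Fn1, Prkaa1, Ppargc1a, Tfam, Mfn2, Opa1, Wwtr1 and the sirtuins the paper reports protein from Western blots. For Fasn it reports enzyme activity. The blots of Fn1, Ppargc1a, Tfam, Mfn2, Opa1, Wwtr1 and the sirtuins are part of its work on the later MASH stage. Protein and activity are other measures than mRNA, so the values given here do not test them. Cpt1a, whose 3'UTR holds 1 match to the miR-33 seed, fell by 0.45 (adjusted p = 0.0368 from edgeR's quasi-likelihood test). It kept its call in 2 of the 8 fits that each left out a liver. Crot, whose 3'UTR also holds 1 match, fell by 0.41 (adjusted p = 0.123 from edgeR). Srebf2, the host gene of Mir33, fell by 0.37 (adjusted p = 0.243 from edgeR). Fn1 was higher by 0.28 (adjusted p = 0.0631 from edgeR, called by DESeq2 and limma-voom), Fasn was lower by 0.85 (adjusted p = 0.341 from edgeR), and Prkaa1 and Ppargc1a differed by 0.01 and 0.10. Wwtr1, the gene of TAZ, fell by 0.51 (adjusted p = 0.0498 from edgeR) and Sirt5 fell by 0.63 (adjusted p = 0.0264 from edgeR). Each kept its call in 2 of the 8 fits. Tfam, Mfn2, Opa1, Sirt1, Sirt2, Sirt3, Sirt6 and Sirt7 were not called, with log2 fold changes from -0.57 (Sirt6) to 0.33 (Sirt7). No explanation of these values was tested.

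If miR-33 loss released its target mRNAs in these livers, genes with a seed match would be higher than 3'UTR length gives. The two-sided permutation p was 0.619, and 196 of 299 control words had an excess at least as high. A planted shift of 0.1 in simulated data was recovered. A release of this size over all genes with a 7-base match in the 3'UTR did not show. The other kinds of match pointed in opposite directions: beyond what length gives, genes with an 8-base match in the 3'UTR were lower by 0.0506 (two-sided permutation p = 0.0454) and genes with a match in the coding sequence were higher by 0.0233 (two-sided permutation p = 0.0169). These p are not adjusted over the settings, and no control words were run for them, so a release through matches in the coding sequence, changes in a few genes and changes at the level of protein stay open.

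Collagen genes were lower in HKO livers by a difference of -0.81. Stellate cell markers other than collagens differed by -0.0559 (two-sided exact permutation test, p = 0.657). Of these 12 markers, 5 were higher and 7 lower. A common fall as large as that of the collagens did not show, but markers going both ways leave a smaller loss of stellate cells open. The periportal shift of 0.359 had the same sign as the pericentral shift of 0.47, so a difference in the zone sampled did not show. The collagen difference may be a lower expression per cell, but this was not tested. The collagen difference also cannot be told apart from a step done in the order of the library numbers or from litters or cages grouped by genotype.

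Male-biased liver genes not looked at before were higher in HKO livers by 1.65, in 13 of 13 genes, with overlap (two-sided exact permutation test, p = 0.0571, adjusted p = 0.114). Female-biased genes differed by -0.22 (two-sided exact permutation test, p = 0.743), with 6 genes higher and 5 lower. HKO replicate 3 scored 2.91 on the female-biased set and the other HKO livers between 4.16 and 4.31. WT livers scored between 3.83 and 4.32. The same HKO liver was the highest on the male-biased set, at 9.02. A male-type shift of both sets did not show outside that liver. Ddx3y was present in all 8 livers, from 111 to 166 CPM, a ratio of 1.49, so a female mouse among the WT livers did not show.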
